# Identification of X-chromosomal genes that drive sex differences in embryonic stem cells through a hierarchical CRISPR screening approach

**DOI:** 10.1186/s13059-021-02321-2

**Published:** 2021-04-16

**Authors:** Oriana Genolet, Anna A. Monaco, Ilona Dunkel, Michael Boettcher, Edda G. Schulz

**Keywords:** X chromosome, Gene dosage, Embryonic stem cells, Sex differences, Pluripotency, MAPK signaling, CRISPR screen, Dusp9, Klhl13

## Abstract

**Background:**

X-chromosomal genes contribute to sex differences, in particular during early development, when both X chromosomes are active in females. Double X-dosage shifts female pluripotent cells towards the naive stem cell state by increasing pluripotency factor expression, inhibiting the differentiation-promoting MAP kinase (MAPK) signaling pathway, and delaying differentiation.

**Results:**

To identify the genetic basis of these sex differences, we use a two-step CRISPR screening approach to comprehensively identify X-linked genes that cause the female pluripotency phenotype in murine embryonic stem cells. A primary chromosome-wide CRISPR knockout screen and three secondary screens assaying for different aspects of the female pluripotency phenotype allow us to uncover multiple genes that act in concert and to disentangle their relative roles. Among them, we identify Dusp9 and Klhl13 as two central players. While Dusp9 mainly affects MAPK pathway intermediates, Klhl13 promotes pluripotency factor expression and delays differentiation, with both factors jointly repressing MAPK target gene expression.

**Conclusions:**

Here, we elucidate the mechanisms that drive sex-induced differences in pluripotent cells and our approach serves as a blueprint to discover the genetic basis of the phenotypic consequences of other chromosomal effects.

## Background

Chromosomal dosage can be altered through loss or gain of chromosomes, which, for autosomes, is generally associated with pathologies. Differential dosage of the mammalian sex chromosomes, by contrast, drives sex determination, in case of the Y, and contributes to sex differences, in case of the X chromosome [1, 2]. The dosage imbalance for X-chromosomal genes between XX females and XY males is largely neutralized in somatic cells through X-chromosome inactivation (XCI), where one X chromosome is nearly completely silenced in each female cell [3]. A subset of genes escape XCI and likely contribute to sex differences, for example in the context of immunity and autoimmune diseases [4–6]. During early embryonic development, however, prior to the onset of XCI, the majority of X-linked genes are expressed at double the levels in female compared to male cells, resulting in substantial sex differences in cell state and developmental progression [7].

In many mammalian species, including mice, cows, and humans, female embryos develop more slowly than their male counterparts during early development [8]. Since no fetal hormones are produced at this stage, these observations have been attributed to variations in sex-chromosomal dosage, which in mice has been confirmed by the analysis of X-monosomic XO embryos [9, 10]. These sex differences have been investigated at the molecular level in female mouse embryonic stem cells (mESC), which are derived from early blastocyst embryos and thus carry two active X chromosomes. Female mESCs appear to be shifted towards a more naive ground state of pluripotency, which is associated with reduced activity of the differentiation-promoting MAP kinase (MAPK) signaling pathway, increased levels of (naive) pluripotency factors, and lower levels of global DNA methylation [11–13]. As a consequence, exit from the pluripotent state during differentiation is delayed in female compared to male mESCs [11]. Similar patterns have been observed in induced pluripotent stem cells (iPSCs) [12]. These X-dosage effects are likely mediated by X-encoded genes that modulate the stem cell state, the identity of which however remains mostly unknown. They might pose a biological checkpoint to ensure that only cells that have successfully inactivated one of their X chromosomes contribute to the differentiated adult organism.

In somatic cell types, MAPK signaling plays a key role in the regulation of cellular programs such as proliferation, but in mESCs, it drives the exit from the pluripotent state, while its inhibition stabilizes the self-renewing naive ground state of pluripotency [14, 15]. The main growth factors that stimulate MAPK signaling at these early developmental stages belong to the fibroblast growth factor (Fgf) family [16, 17]. Upon activation of the FGF receptor (FgfR), and the subsequent membrane recruitment of the growth factor receptor-bound protein 2 (Grb2), the small GTPase Ras is activated [18, 19]. Ras in turn triggers the kinase cascade of Raf, Mek, and Erk. Erk then translocates to the nucleus and activates MAPK target genes, including Egr1 and Spry4 (Additional file 1: Figure S1A) [20, 21]. Female mESCs express MAPK target genes at reduced levels compared to their male counterparts, suggesting an inhibition of the pathway [11]. To maintain homeostasis, the MAPK pathway is controlled by strong negative feedback loops on multiple levels [22]. MAPK inhibition therefore often leads to a counter-intuitive rise in phosphorylation levels of pathway intermediates due to reduced negative feedback activity [23, 24]. Female mESCs, where the MAPK pathway is inhibited, thus exhibit increased Mek phosphorylation compared to male cells, suggesting inhibition of the pathway downstream of Mek [11, 25].

MAPK signaling and pluripotency are tightly coupled, as the inhibition of this pathway blocks differentiation and leads to an increased expression of naive pluripotency markers and DNA hypomethylation, a hallmark of the naive pluripotent state [16, 26–28]. Reduced MAPK signaling in female mESCs thus results in increased levels of naive pluripotency factors such as Nanog and Prdm14, and global DNA hypomethylation [11, 13, 26, 29–34].

Although X-chromosomal dosage exhibits global effects on signaling and gene expression, central X-encoded genes that mediate these phenotypes remain to be uncovered [7]. The X-linked Erk phosphatase Dusp9 has been shown to underlie sex differences in DNA methylation, since a heterozygous mutation resulted in DNA hypermethylation as observed in male cells [25, 35]. However, pluripotency factor expression and differentiation has been reported to be unaffected in such mutant cells [12]. Moreover, a series of other X-linked genes, including the transcription factors Zic3 and Tfe3 have been investigated, but their heterozygous deletion in female cells had no detectable effect [12]. Taken together, the genetic determinants that drive sex differences in mESCs remain incompletely understood.

We have performed a series of complementary CRISPR screens to identify X-linked genes that modulate MAPK signaling, pluripotency, and differentiation and found several genes that contribute to these phenotypes. We show that the E3 ubiquitin ligase adaptor protein Klhl13 promotes pluripotency factor expression, while inhibiting MAPK target gene expression and differentiation. Female mESCs carrying heterozygous mutations of Klhl13 and the known X-linked MAPK inhibitor Dusp9 qualitatively recapitulate all aspects of the male pluripotency phenotype. We have thus identified the main drivers of X-dosage-dependent sex differences in mESCs and disentangled their relative contributions. Our approach can serve as a blueprint to investigate dosage effects of other chromosomes, such as those underlying trisomy 21, and our results will be important for development of gender-sensitive iPSC-based therapies.

## Results

### Pooled CRISPR knockout screen identifies X-chromosomal MAPK regulators

The X chromosome encodes ~ 1000 genes, any of which could potentially mediate the sex differences observed in murine pluripotent stem cells with respect to pluripotency factor expression, MAPK pathway activity, and differentiation efficiency [11, 12]. Since MAPK signaling represses pluripotency factors and promotes differentiation [16, 27, 28], we hypothesized that an X-linked MAPK inhibitor might underlie the female pluripotency phenotype [7, 11]. To comprehensively identify X-encoded MAPK inhibitors, we performed a chromosome-wide pooled CRISPR knockout screen (Fig. 1a). Through transduction of Cas9-expressing mESCs with an X-chromosomal sgRNA expression library, a pool of cells was generated with maximally one gene mutated per cell. Subsequent enrichment of cells with increased MAPK pathway activity and sequencing of their associated sgRNAs allowed identification of genes acting as MAPK inhibitors that, when deleted, increased MAPK signaling.

**Fig. 1:**
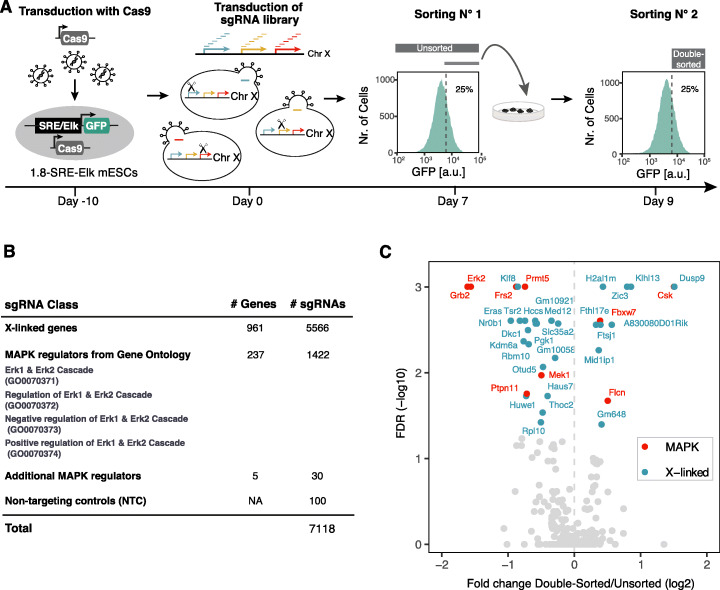
Identification of X-chromosomal MAPK regulators through a pooled CRISPR knockout screen. **a** Schematic depiction of the screen workflow: A female mESC line carrying a stably integrated fluorescent MAPK reporter, where expression of GFP is controlled by an SRE-Elk responsive promoter, was transduced with a construct expressing the Cas9 endonuclease. Cells were further transduced with a custom sgRNA library targeting the majority of X-chromosomal genes. GFP-high cells were sorted by flow cytometry, cultured for an additional 2 days and sorted again (double-sorted). The sgRNA cassette was amplified from genomic DNA and sgRNA abundance in the unsorted and double-sorted populations was determined by deep sequencing. The screen was performed in three independent replicates. **b** Composition of the GeCKOx sgRNA library, targeting X-linked genes and positive control genes known to regulate the MAPK pathway, with 6 sgRNAs per gene. As negative controls, non-targeting sgRNAs were included in the library. **c** Volcano plot of the screen results, where screen hits (FDR < 0.05, MAGeCK) are labeled in red (positive controls) or blue (X-linked genes)

To be able to enrich cells with high MAPK activity through fluorescence-activated cell sorting (FACS), we generated a female mESC line (1.8-SRE-Elk), where expression of GFP was driven by a synthetic MAPK-sensitive SRE-Elk promoter (containing binding sites for the transcription factors Elk1 and Srf, which are activated downstream of the MAPK pathway) (Fig. 1a). Reporter functionality was confirmed by treatment with an inhibitor of Mek, which resulted in the expected decrease in GFP fluorescence (Additional file 1: Figure S1B). To focus the screen on X-linked genes, we generated a custom sgRNA library (GeCKOx) containing a subset of sequences of the genome-wide GeCKO library [36], targeting 961 X-chromosomal genes with 6 sgRNAs per gene, where possible (Additional file 2: Table S1). As controls, 237 genes implicated in MAPK pathway regulation according to gene ontology (GO) annotation and 100 non-targeting controls (NTC) were included in the library (Fig. 1b). Sequencing of the sgRNA library confirmed an even representation (Additional file 1: Figure S1C).

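The cloned GeCKOx plasmid library was sequenced as 1 sample, so its values carry no replicate error. Its deposited table holds raw read counts of 6508 sgRNAs, 19180341 reads in total and 2947 per sgRNA on average. The 90th percentile of the sgRNA counts was 3.97 times the 10th percentile, and the 95th percentile was 5.96 times the 5th percentile. Only 1 of the 6508 sgRNAs had no read. The sgRNA list of the library holds 7118 sequences, 7018 against genes and 100 non-targeting controls (NTCs), and the duplicated sequences were left out of the counts by the authors. By the gene annotation of GRCm38, 960 of the targeted genes lie on the X chromosome and 244 on autosomes. Each sgRNA was matched to the GRCm38 genome over its whole length next to an NGG protospacer-adjacent motif. Of the 7018 targeting sgRNAs of the list, duplicated sequences included, 5992 have 1 perfect site and 1025 have 2 or more, among them 645 with 5 or more sites. Among the targeting sgRNAs later compared between this library and unsorted cells, 5972 have 1 site, 270 have 2 to 4 and 162 have 5 or more. 1 targeting sgRNA and all NTCs have no perfect site.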

To investigate the female pluripotency phenotype, cells were generally grown in classical ESC culture conditions, containing Serum and LIF, if not stated otherwise. For the screen, 1.8-SRE-Elk mESCs were first transduced with a lentiviral vector expressing the Cas9 endonuclease, followed by blasticidin selection, sgRNA library transduction, and puromycin selection. After expansion for 7 days (5 days under selection), cells with high reporter activity were FACS-sorted, replated, and cultured for two additional days, before being sorted once again (Fig. 1a). We reasoned that such a double-sorting strategy would increase sensitivity of the screen. 

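The SRE-Elk screen was sequenced as 6 libraries, 3 replicates of unsorted cells at day 7 and 3 replicates of double-sorted cells at day 9, each sort taking the 25% of cells with the highest GFP fluorescence. The cells are female mouse embryonic stem cells with a GFP reporter driven by binding sites of Elk1 and Srf, transcription factors downstream of the MAPK pathway. An sgRNA becomes more frequent in the GFP-high cells where loss of its gene raises the reporter and less frequent where loss of its gene lowers it. The authors counted the reads with MAGeCK_count, excluded duplicated sgRNA sequences and deposited normalized counts of 6508 sgRNAs. The normalized counts of a library are whole multiples of 1 step, which gives back its depth. The unsorted libraries hold 2861976 to 4193437 reads (median 3064487) and the double-sorted libraries 2333150 to 3130030 reads (median 2970310), or 359 to 644 reads per sgRNA. The paper states a depth of 3 to 5 Mio fragments per sample and that part of the reads did not map to the sgRNA library, and the values given here use the deposited counts. Between 2 and 6 sgRNAs per library had no read.

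From the deposited counts, sgRNAs with a mean normalized count of at least 10 were compared between the groups with limma on log2(normalized count + 1). The sgRNA p-values were combined per gene by robust rank aggregation with an alpha of 0.25, separately for enrichment and depletion, against 1000000 random sets of the same number of sgRNAs. Genes with at least 2 sgRNAs were tested, p-values were adjusted by the Benjamini-Hochberg method, and a gene is called enriched or depleted at an adjusted p under 0.05. The log2 fold change of a gene is the median over its sgRNAs, and its SD is taken over the gene medians of the sorted libraries, each against the mean of the unsorted libraries. This scale understates the change of sgRNAs with low counts. In simulated data of this size, 60.3% of genes changed by a log2 fold change of 0.5 were called, 93.9% of those changed by 1 and 100% of those changed by 2.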

The sgRNA cassette was amplified from genomic DNA of all double-sorted (day 9) and unsorted (day 7) cell populations and sgRNA abundance in each sample was quantified by Illumina sequencing. SgRNA counts in all libraries were highly correlated and NTCs were neither enriched nor depleted in the sorted fractions, suggesting that sufficient coverage was maintained at all steps of the screen (Additional file 1: Figure S1D-F).

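The NTCs of the SRE-Elk screen stayed close to the targeting sgRNAs in the GFP-high cells. The median log2 fold change of the 100 NTCs lay 0.041 above that of 6403 targeting sgRNAs (SD 0.020, n = 3 sorted libraries; permutation of sgRNA labels, two-sided, p = 0.146). Single NTCs ranged from -0.42 to 0.73, and 43 of them lay below the median of the targeting sgRNAs. By comparison, the 84 sgRNAs of the enriched genes had a median log2 fold change of 0.49 and the 192 sgRNAs of the depleted genes one of -0.68. Both groups differed from the NTCs (permutation p = 1e-05 each, the smallest that the permutations can give), and 22 of the former and 128 of the latter lay beyond every NTC. These sgRNAs belong to genes called from the same libraries, so their distance from the NTCs is not independent evidence. Across the sgRNAs, Pearson's correlation of the log2 normalized counts was between 0.880 and 0.915 for the 15 pairs of libraries (median 0.897). Within the unsorted or the double-sorted replicates it was between 0.901 and 0.910. Single sgRNAs are not independent replicates, and no p-value is given for these correlations. From the correlated counts and the NTCs, the paper proposes that sufficient coverage was maintained at all steps of the screen (Additional file 1: Figure S1D-F).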

Several core MAPK pathway components were significantly depleted in the GFP-high population (Erk2, Grb2, Frs2, Mek1, and Ptpn11), while Csk, a MAPK inhibitor [37], was enriched, showing that our screening setup could recover positive controls (Fig. 1c, red, Additional file 3: Table S2). 

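In the GFP-high cells, sgRNAs against Grb2, the adaptor that couples receptors to Ras activation, had a log2 fold change of -2.03 ± 0.53 (SD, n = 3), which leaves 0.245 of their frequency in unsorted cells. Frs2, the docking protein of FGF receptors, had -1.26 ± 0.31 (0.419-fold). The adjusted p was 9.37e-05 for both genes from limma and rank aggregation over 1125 genes. The phosphatase Ptpn11, which acts between receptor and Ras, had -0.59 ± 0.32 (adjusted p = 0.00663), and the MAPK kinase Mek1, listed in the files as Map2k1, had -0.51 ± 0.17 (adjusted p = 0.00707). In the opposite direction, Csk, a kinase that inactivates Src family kinases, was enriched 2.61-fold (1.38 ± 0.07, adjusted p = 0.000188). All 3 sorted libraries showed the direction of each of these genes. Ptpn11 did not pass without double-sorted replicate 2 (adjusted p = 0.0579), nor Mek1 without double-sorted replicate 1 (adjusted p = 0.0947).

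Of 12 measured genes of the receptor to ERK cascade, 5 were depleted, 0 were enriched and 7 did not pass the test, with the same counts when adjusted over the list alone. The list as a whole was shifted down (median log2 fold change -0.21, camera adjusted p = 7.84e-10, adjusted p = 0.0144 with an estimated correlation). Of 11 inhibitors of receptor tyrosine kinase or Src signalling, Csk was enriched and the phosphatase Ptpn2 was depleted (-0.59 ± 0.33, adjusted p = 9.37e-05, 0.0532 without double-sorted replicate 2), and 9 did not pass (2 enriched and 1 depleted when adjusted over the list alone; camera adjusted p = 0.302). Among 11 dual-specificity and related MAPK phosphatases, Dusp9 was enriched and 10 did not pass (the same when adjusted over the list alone; camera adjusted p = 0.545).

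In GRCm38, Grb2 lies on chromosome 11 from 115644045 to 115708597, Frs2 on chromosome 10 from 117070127 to 117148474, Ptpn11 on chromosome 5 from 121130533 to 121191397, Mek1 on chromosome 9 from 64185769 to 64253605 and Csk on chromosome 9 from 57626646 to 57653631. From the depletion of pathway components and the enrichment of Csk, the paper concludes that the screening setup could recover positive controls.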

Among the X-linked genes, 9 were significantly enriched and 18 were depleted in the sorted population (FDR < 0.05, MAGeCK, Fig. 1c, blue). 

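Of 885 X-linked genes tested in the SRE-Elk screen, 10 were enriched and 22 depleted in the GFP-high cells, each in all 3 sorted libraries (58 and 65 at an unadjusted p under 0.05). Of 240 autosomal genes, 4 were enriched and 10 depleted. Eif2s3x, an X-linked subunit of the translation initiation factor eIF2, had a log2 fold change of -0.81 ± 0.04 (SD, n = 3), and Kdm6a, a histone H3 lysine 27 demethylase, had -0.80 ± 0.14. Rbm10, a splicing regulator, had -0.74 ± 0.01 (adjusted p = 0.00397), Huwe1, a ubiquitin ligase, -0.63 ± 0.14 (adjusted p = 0.000723), Otud5, a deubiquitinase, -0.68 ± 0.27 (adjusted p = 0.00669) and Dkc1, the pseudouridine synthase of box H/ACA particles, -0.62 ± 0.13. Of the autosomal genes outside the cascade, Phb2, a prohibitin of the inner mitochondrial membrane, had -1.11 ± 0.25 and Prmt5, an arginine methyltransferase, -0.97 ± 0.17. The adjusted p was 9.37e-05 for Eif2s3x, Kdm6a, Dkc1, Phb2 and Prmt5. Among enriched X-linked genes, H2al1m, a testis histone variant listed as 1700012L04Rik, had 0.46 ± 0.03 (adjusted p = 0.000188), but 4 of its 6 sgRNAs match 11 or 12 sites. With only its sgRNAs that have 1 perfect site it did not pass (0.31, adjusted p = 0.443).

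In lists of genes fixed in advance, 2 of 10 genes of the ribosome and its biogenesis were depleted and 8 did not pass (7 depleted when adjusted over the list alone; median log2 fold change -0.63, camera adjusted p = 2.61e-11, adjusted p = 0.0144 with an estimated correlation). Of 17 genes of mitochondria and energy metabolism, 5 were depleted and 12 did not pass (7 depleted when adjusted over the list alone; median -0.25, camera adjusted p = 9.16e-06, adjusted p = 0.0233 with an estimated correlation). Of 17 genes of transcription and RNA processing, 4 were depleted and 13 did not pass (5 depleted when adjusted over the list alone; median -0.21, camera adjusted p = 0.000144, adjusted p = 0.0315 with an estimated correlation). The ubiquitin system had 2 enriched and 3 depleted of 24 genes (3 and 4 when adjusted over the list alone; camera adjusted p = 0.696), and chromatin and cohesin had 2 depleted of 20 (the same when adjusted over the list alone; camera adjusted p = 0.890). In the 2 sets chosen as neutral, 0 of 22 genes of other tissues were called (median 0.02, camera adjusted p = 0.444) and 1 of 36 chemokines and growth factors was depleted (camera adjusted p = 0.545). Of 48 genes of multicopy X-linked families 2 were depleted (camera adjusted p = 0.545), and of 86 microRNAs 0 were called (camera adjusted p = 0.890), with the same counts when each list was adjusted over the list alone. Several of these counts change with single libraries. With any 1 of the 6 libraries left out, 2 to 5 genes of mitochondria, 2 to 4 of transcription and RNA processing, 1 to 4 of the ribosome, 2 to 4 of the ubiquitin system, 1 to 2 of chromatin and cohesin, 0 to 2 of multicopy families and 0 to 1 of the chemokines were depleted, and 1 to 2 of the ubiquitin system were enriched. Phb, another prohibitin, was lost whichever library was left out, and also with the replicate number as a block, with scaling to the NTCs and with a MAGeCK-style sgRNA test. Hcfc1, a transcriptional coregulator, was lost in 4 of these 6 fits and with a mean count of at least 50, an alpha of 0.1 or sums per gene. Ogt, counted under chromatin and cohesin, was also lost in 4 of these 6 fits. Its call was lost with the replicate number as a block (adjusted p = 0.0571), scaling to the NTCs or a MAGeCK-style sgRNA test. Uba1 of the ubiquitin system was lost in 5 of these 6 fits, with scaling to the NTCs, a MAGeCK-style sgRNA test or an alpha of 0.1. With only sgRNAs that have 1 perfect site the mitochondrial Ndufa1 and the glycolytic Pgk1 did not pass, and with sums per gene the multicopy Gm10921 did not. Of the 27 depleted genes outside the receptor to ERK cascade, 13 were also depleted between the plasmid library and unsorted cells at day 7, with a median log2 fold change of -0.57 over all 27, against 0.00 for all genes tested.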

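Dusp9, a phosphatase of Erk, had the largest log2 fold change of all genes tested in the SRE-Elk screen, 1.41 ± 0.14 (SD, n = 3), a 2.65-fold enrichment in the GFP-high cells. Klhl13, an X-linked substrate adaptor of the Cullin3 ubiquitin ligase, had 0.85 ± 0.18 (1.80-fold). At the other end, the called X-linked genes with the lowest values were Nr0b1, a nuclear receptor of pluripotent cells, at 0.500-fold (SD 0.23 in log2), Klf8, a Krüppel-like transcription factor, with -0.99 ± 0.19 (0.505-fold), and Eras, a constitutively active Ras of embryonic stem cells, with -0.90 ± 0.17 (0.537-fold). The adjusted p from limma and rank aggregation was 0.000188 for Dusp9 and Klhl13 and 9.37e-05 for each of the 3 depleted genes. These are the lowest adjusted values for enrichment and for depletion in the SRE-Elk screen, where no p can fall under 1e-06. Other genes share them, such as Mid1ip1 (0.35) and Ptpn2 (-0.59), so they do not rank genes by strength. All 3 sorted libraries showed the direction of Dusp9, Klhl13, Nr0b1, Klf8 and Eras. The values of Dusp9 and Csk differ by less than the SD between replicates. Each of these 5 X-linked genes kept its call when any single library was left out.

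In GRCm38, Dusp9 lies on the X chromosome from 73639389 to 73643514, Klhl13 from 23219271 to 23365161, Klf8 from 153225339 to 153398925, Nr0b1 from 86191775 to 86195947 and Eras from 7924276 to 7928607.

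**Figure D1:**
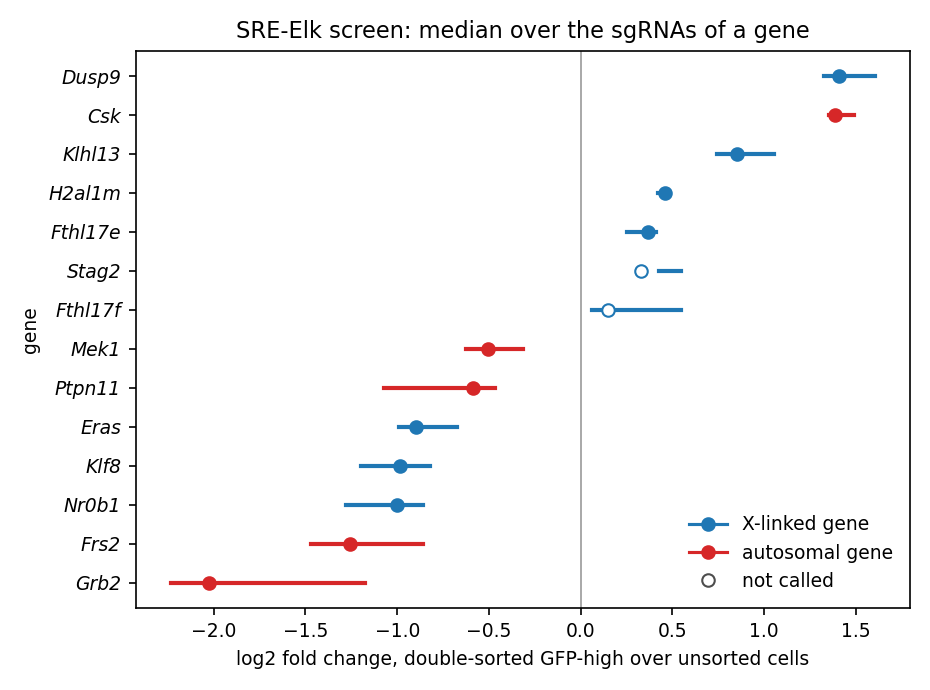
Log2 fold change of 14 genes between double-sorted GFP-high cells (day 9) and unsorted cells (day 7) of the SRE-Elk screen. Points are medians over the sgRNAs of a gene, lines span the gene medians of the 3 sorted libraries, and open points did not pass an adjusted p of 0.05; a point is the median of sgRNA means and can lie outside its line, as for Stag2. Dusp9 lies highest at 1.41 and Grb2 lowest at -2.03.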

Dusp9, Klhl13, and Zic3 were the top-scoring MAPK inhibitors, and Klf8, Nr0b1, and Eras were the strongest activators (Fig. 1c).

In principle, enrichment in the double-sorted fraction at day 9 compared to the unsorted cells at day 7 could also be due to faster proliferation between the two sampling points. To identify genes that affect proliferation or viability, we compared sgRNA frequency in the cloned library and the unsorted cells at day 7 (Additional file 1: Figure S1G; Additional file 3: Table S2). 

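Between the cloned library and unsorted cells at day 7, 49 of 1125 genes were depleted, 37 of them X-linked, each in all 3 unsorted libraries. The lowest log2 fold changes were those of the microRNA genes mmu-mir-3472 (-4.31 ± 0.29 (SD, n = 3), adjusted p = 0.00251) and mmu-mir-680-2 (-3.25 ± 0.25, adjusted p = 0.000150), whose sgRNAs have 420 to 33558 and 25 to 264 perfect genomic sites. Of the 10 lowest, Gm10058, Gm21637, Gm2913 and Spin2-ps1 also have only sgRNAs with more than 1 site, and mmu-mir-1970 has 3 such sgRNAs of 4. The other 3 are Rps4x, Hcfc1 and Las1l. More than 1 site also holds for 3 of the 6 Rps4x sgRNAs, and with only its single-site sgRNAs it had -2.89 (adjusted p = 0.000532). Rps4x, a protein of the small ribosomal subunit, had -2.94 ± 0.28, which leaves 0.130 of its frequency in the library (adjusted p = 8.65e-05). Las1l, which acts in the maturation of the large subunit, had -2.25 ± 0.28 (adjusted p = 0.000211), and the large subunit proteins Rpl36a and Rpl10 had -2.11 ± 0.24 and -1.39 ± 0.18 (adjusted p = 0.00795 and 8.65e-05). Hcfc1, a chromatin-bound coregulator of cell cycle genes, had -2.35 ± 0.45 (adjusted p = 0.00251), and the mitochondrial prohibitins Phb2 and Phb had -2.05 ± 0.32 and -1.90 ± 0.07 (adjusted p = 0.000711 and 8.65e-05). Grb2 of the receptor to ERK cascade had -1.05 ± 0.14 (adjusted p = 0.0101). Eras, which is outside this list and was chosen here after its values were seen, had -0.94 ± 0.14 (adjusted p = 0.00158). By limma and rank aggregation 0 genes were enriched, with 80 enriched at an unadjusted p under 0.05, 0 with a MAGeCK-style sgRNA test and 45 with limma on counts summed per gene. The latter gave 97 depleted genes, and only sgRNAs with 1 perfect site gave 27.

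Of 10 genes of the ribosome and its biogenesis, 7 were depleted and 3 did not pass (7 when adjusted over the list alone; median -1.39, camera adjusted p = 2.62e-09, adjusted p = 0.223 with an estimated correlation). Of 17 genes of mitochondria and energy metabolism, 3 were depleted (6 when adjusted over the list alone; median -0.38, camera adjusted p = 0.000244, adjusted p = 0.223 with an estimated correlation), and of 12 genes of the receptor to ERK cascade 1 was depleted (4 when adjusted over the list alone; median -0.31, camera adjusted p = 0.00189, adjusted p = 0.223 with an estimated correlation). Transcription and RNA processing had 2 depleted of 17 (6 when adjusted over the list alone; median -0.17, camera adjusted p = 0.0420, adjusted p = 0.278 with an estimated correlation). Of 22 genes of other tissues 0 were called and their median was 0.14 (1 enriched when adjusted over the list alone; camera adjusted p = 0.0179, adjusted p = 0.249 with an estimated correlation). The 86 microRNAs had 3 depleted and a median of 0.09 (1 enriched and 3 depleted when adjusted over the list alone; camera adjusted p = 0.0179, adjusted p = 0.223 with an estimated correlation). Chemokines and growth factors had 2 depleted of 36 (camera adjusted p = 0.175), chromatin and cohesin 1 of 20 (camera adjusted p = 0.348), and inhibitors of receptor tyrosine kinase or Src signalling 1 of 11 (camera adjusted p = 0.538), with the same counts when adjusted over the list alone. The ubiquitin system had 1 depleted of 24 (1 enriched and 1 depleted when adjusted over the list alone; camera adjusted p = 0.615), and MAPK phosphatases had 0 called of 11 by either adjustment (camera adjusted p = 0.721). With any 1 unsorted library left out, 2 to 3 genes of mitochondria, 1 to 2 of the cascade, 2 to 4 of transcription and RNA processing and 0 to 1 of chromatin and cohesin were depleted, and the other counts did not change.

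Multicopy X-linked families had 6 depleted of 48 genes (8 when adjusted over the list alone), with a median of 0.06 while the test pointed down (camera adjusted p = 0.348). Their depleted members include Gm10058 (-2.91 ± 0.10, adjusted p = 8.65e-05). Over all genes, sgRNAs with 1 perfect genomic site had a median log2 fold change of 0.01, those with 2 to 4 sites -0.26 and those with 5 or more sites -1.16, and of the last group 59.3% fell more than 2-fold. The plasmid library is 1 sample, so the SDs here cover only the unsorted libraries, and the p-values assume that it varies like them. The library and the screen come from separate tables and were joined by the median of ratios. The NTCs lay 0.19 above the targeting sgRNAs (permutation p = 6e-05), and log2 values would be lower by about this amount if the libraries were scaled to the NTCs, which gives 46 depleted and 1 enriched genes.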

Among the identified X-linked MAPK inhibitors, only H2al1m seemed to affect mESC proliferation positively, which would however lead to a decrease and not an enrichment, in sgRNA abundance between day 7 and day 9. 

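Of the 14 genes enriched in the GFP-high cells, 1 was depleted between the plasmid library and unsorted cells at day 7. This gene is H2al1m, with a log2 fold change of -0.98 ± 0.10 (SD, n = 3) (0.505-fold, adjusted p = 8.65e-05 from limma and rank aggregation). Dusp9 had 0.33 ± 0.18 (adjusted p = 0.683) and Klhl13 0.23 ± 0.12 (adjusted p = 1.00), and neither passed. H2al1m lies on the X chromosome of GRCm38 from 9283764 to 9284288. Its sgRNA ACCACCAGACGTACATCCTC has 11 perfect sites, in single coding exons of H2al1m, H2al1a, H2al1k, H2al1o and other copies, and had a log2 fold change of -2.04 ± 0.11 (SD, n = 3). The sgRNA TCATGGCCAAGAAAATGCAA has 12 perfect sites and had -0.77 ± 0.17. The sgRNA CAGGAAGCGCGTAACTCCAG has 1 perfect site, on the X chromosome from 9284068 to 9284087 in exon 1 of H2al1m, and had -0.09 ± 0.20. The other sgRNA with 1 perfect site had 0.25 ± 0.05, and with these 2 alone the gene had 0.08 (adjusted p = 1.00). The paper reasons that a gene with this effect on proliferation would lose and not gain sgRNA abundance between day 7 and day 9.

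**Figure D2:**
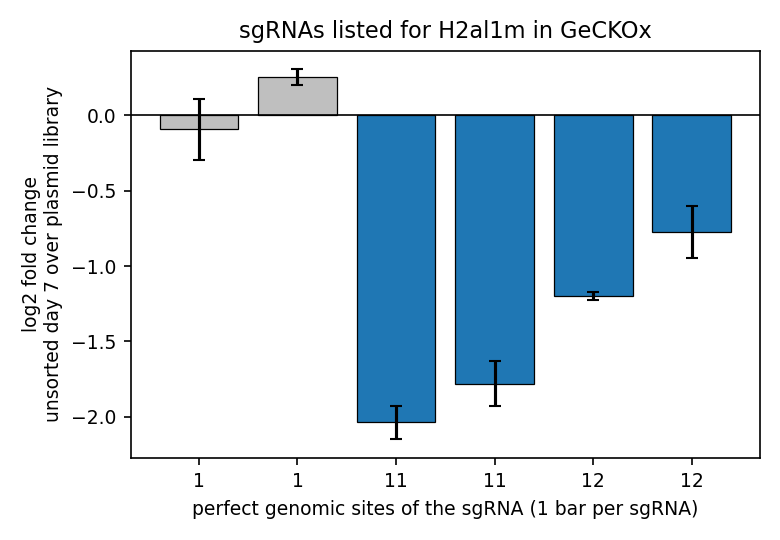
Log2 fold change between the plasmid library and unsorted cells at day 7 for each of the 6 H2al1m sgRNAs, ordered by their number of perfect genomic sites. Bars are means and error bars SDs over the 3 unsorted libraries; the sgRNAs with 11 or 12 sites lie between -2.04 and -0.77, and those with 1 site at -0.09 and 0.25.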

In summary, we found a series of X-encoded inhibitors of the MAPK pathway, which might potentially drive the X-dosage-dependent pluripotency phenotype.

### Secondary screens identify X-linked regulators of pluripotency factors, differentiation kinetics, and Mek phosphorylation

Having identified a set of putative X-linked MAPK pathway regulators, we further investigated their function in a series of complementary CRISPR screens. Specifically, we tested whether the identified candidate genes affected pluripotency factor expression, differentiation dynamics, and phosphorylation of Mek in a manner that would phenocopy the male pluripotency phenotype. 

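The cloned plasmid library of the secondary screens, called GeCKOxs, was sequenced as 1 sample, so its values carry no replicate error. It holds 400 sgRNAs, 390 against genes and 10 NTCs. The targeted genes are 100 X-linked and 30 autosomal genes by the annotation of GRCm38, with 3 sgRNAs each. The deposited raw counts add up to 1078655 reads, 2697 per sgRNA on average, and every sgRNA was read. The 90th percentile of the sgRNA counts was 2.11 times the 10th percentile, and the 95th percentile 2.76 times the 5th. In the GRCm38 genome, 362 of the targeting sgRNAs have 1 perfect site and 28 have 2 or more, among them 8 with 5 or more sites. The 10 NTCs have no perfect site.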

For this purpose, a sub-library of the GeCKOx sgRNA library (GeCKOxs) was generated, targeting the 50 most enriched and depleted X-linked genes, together with the 10 most enriched and depleted MAPK controls from the primary screen (Fig. 2a; Additional file 1: Figure S2A; Additional file 4: Table S3). For each gene, the three most effective sgRNAs were selected. In addition, sgRNAs targeting 10 pluripotency regulators were included as further controls (Sox2, Tbx3, Tcf3, Fgf2, Stat3, Esrrb, Tfcp2l1, Klf2, Nanog, and Oct4).

**Fig. 2:**
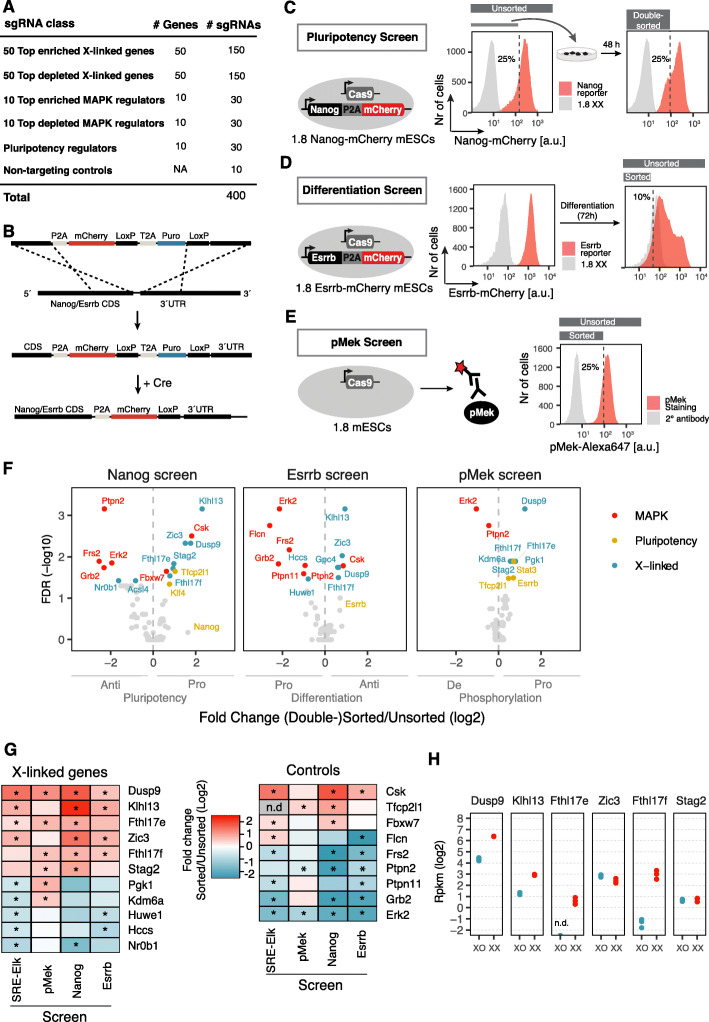
Secondary CRISPR screens profiling pluripotency factor expression, differentiation kinetics and Mek phosphorylation. **a** Composition of the GeCKOxs sgRNA library, targeting hits from the primary MAPK screen and positive control genes with 3 sgRNAs per gene. **b** Schematic representation of the C-terminal tagging of the *Nanog* and *Esrrb* genes with the mCherry fluorescent protein through Cas9-mediated homologous recombination and subsequent Cre-mediated excision of the puromycin resistance cassette. Nanog/Esrrb and mCherry are linked through a P2A self-cleaving peptide. **c–e** Schematic depiction of the three secondary screens to profile effects on pluripotency factor expression (**c**), differentiation (**d**), and Mek phosphorylation (**e**). Female mESCs, carrying mCherry-tagged *Esrrb/Nanog* loci, as indicated, expressing the Cas9 endonuclease, were transduced with the sgRNA library in **a**. **c** In the Nanog screen, the 25% cells with the weakest mCherry fluorescence were enriched in two consecutive sorts (day 7 and day 9 after transduction). **d** For the Esrrb screen, cells were differentiated via LIF withdrawal for 3 days and the 10% cells with the lowest mCherry fluorescence were FACS sorted. **e** In the pMek screen, cells were stained intracellularly with a pMek-specific antibody and the 25% cells with the lowest signal were sorted. Three replicates were generated for the Esrrb and pMek reporter screens and two for the Nanog screen. **f** Volcano plots of the most enriched and depleted genes in the Nanog, Esrrb, and pMek screens. Genes with an FDR < 0.05 are highlighted as indicated. **g** Heatmap summarizing the results from all 4 screens. Enrichment of all X-linked (left) and control genes (right) that were significantly enriched or depleted in at least 2 screens is shown. *FDR < 0.05 (MAGeCK), n.d non-determined. **h** Expression levels for a subset of X-linked genes shown in **g** in 1.8XX and 1.8XO mESCs assessed by RNA sequencing

To assess effects on pluripotency factor expression, we decided to assay for Nanog levels, which are consistently higher in female compared to male mESCs [11, 12, 25]. As a readout for differentiation efficiency, we monitored Esrrb, a naive pluripotency marker, which is downregulated with faster dynamics in cells with only one X chromosome [11]. We generated two transgenic mESC lines, where the endogenous *Nanog* and *Esrrb* genes, respectively, were tagged C-terminally with the fluorescent protein mCherry (Fig. 2b; Additional file 1: Figure S2B-C). Both reporters were downregulated upon differentiation, suggesting that they indeed mirrored expression of Nanog and Esrrb, respectively (Additional file 1: Figure S2D). 

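The Nanog screen was sequenced as 6 libraries of mESCs whose Nanog gene carries mCherry, 2 replicates each of unsorted cells at day 7 and of cells from the bottom and the top of the mCherry signal at day 9. Both fractions are labelled as double-sorted. For the lowest signal, the paper gives sorts on day 7 and again on day 9, taking 25% of the cells each time. It gives no share for the highest. An sgRNA becomes more frequent in the bottom fraction where loss of its gene lowers the Nanog reporter. The deposited table holds counts of 400 sgRNAs that the authors scaled by 1 factor per library with MAGeCK. The depth recovered from them is 122398 and 135230 reads in the unsorted libraries, 136235 and 137264 in the bottom libraries and 100924 and 106996 in the top libraries. All values come from the normalized counts as deposited, with the sgRNA and gene tests used for the SRE-Elk screen. Genes have 3 sgRNAs here, and n is the number of sorted libraries. The sgRNA p-values measure the spread between these samples. The gene p-values measure how the sgRNAs of a gene rank among all sgRNAs, and not the spread between libraries directly. With 2 libraries per group, 25% of 8 simulated genes with a log2 fold change of 0.5 were called. Of 6 genes each with 1 and 2, 100% were called. Some measured genes with changes of this size were not called, such as Ptpn11 (-1.88) and Slc35a2 (-1.56). The simulated shares therefore do not hold for every gene. Where 1 library is left out, the lone library of its group is assumed to vary like the other group.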

In the pluripotency screen, we aimed at identifying Nanog activators, which when knocked out would reduce Nanog levels, and therefore sorted cells with low Nanog expression (Fig. 2c). Similarly, the differentiation screen aimed at identifying genes that would, when deleted, induce a more rapid downregulation of Esrrb. 

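The Esrrb screen was sequenced as 9 libraries of mESCs whose Esrrb gene carries mCherry. There were 3 replicates each of unsorted cells and of cells with the lowest and with the highest mCherry signal. The paper gives 10% of the cells for the lowest signal and no share for the highest. All cells had been without leukemia inhibitory factor (LIF) for 3 days, which starts differentiation. By the methods of the paper they were sorted on day 8 after transduction, while the sample labels give day 7. The bottom fraction holds more sgRNAs of genes whose loss speeds up the fall of Esrrb. The deposited normalized counts give back 112683 to 117372 reads in the unsorted libraries (median 115493), 88852 to 136600 in the bottom libraries (median 115889) and 109498 to 140697 in the top libraries (median 119895). For the secondary screens, the paper states a depth of at least 1.2e+05 fragments per sample, not all of which mapped to the sgRNA library, and the values given here use the deposited counts. In simulated data at this depth, 0% of 8 genes with a log2 fold change of 0.5 were called. Of 6 genes each with 1 and 2, 66.7% and 83.3% were called, so smaller changes can be missed. Samples with the same replicate number deviated together, and the replicate number as a block is an alternative fit.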

We therefore sorted Esrrb-low cells after 3 days of differentiation (Fig. 2d). For the Nanog screen, a double-sorting strategy similar to the primary MAPK screen was used, while only a single sorting step was performed for the differentiation screen, where a transient phenotype was analyzed (Fig. 2c, d).

In a third secondary screen, we aimed to test whether deletion of the candidate genes would result in decreased phosphorylation of Mek as observed in cells with one X chromosome [11, 25]. To this end, we performed an intracellular staining with a pMek-specific antibody and sorted cells with a low pMek signal (Fig. 2e). 

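The pMek screen was sequenced as 9 libraries, 3 replicates each of unsorted cells at day 7 and of 2 sorted fractions of fixed cells. These had the lowest and the highest antibody signal for phosphorylated Mek. The paper gives 25% of the cells for the lowest signal and no share for the highest. The bottom fraction gains sgRNAs of genes whose loss lowers Mek phosphorylation. The deposited normalized counts correspond to 243742 to 307269 reads in the unsorted libraries (median 293714), 270165 to 654333 in the bottom libraries (median 285181) and 202907 to 264191 in the top libraries (median 216433). These are the deepest libraries of the secondary screens. Simulated genes with a log2 fold change of 0.5 were called in 37.5% of 8 cases, and those with 1 or 2 in 100% of 6 cases each. As in the Esrrb screen, samples with the same replicate number deviated together, and results that change with the replicate number as a block are given with both values.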

Staining specificity was confirmed by a higher pMek signal in XX compared to XO cells, together with an increase in pMek levels upon Meki treatment in the latter (Additional file 1: Figure S2E). Since the staining required cell fixation, only a single sorting step was possible. Sufficient sgRNA library representation was maintained throughout all steps of the screens (Additional file 1: Figure S2F). 

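In the bottom fractions, 0 to 1 sgRNAs per library of the 400 had no read in the Nanog screen, 1 to 2 in the Esrrb screen and 0 in the pMek screen, and every unsorted library held all sgRNAs. Counts were spread more widely after sorting in the Nanog screen, where the 90th percentile was 5.03 to 5.22 times the 10th in the unsorted libraries and 10.4 to 11.1 times in the bottom libraries. In the Esrrb screen this ratio was 6.38 to 9.20 in the unsorted and 10.1 to 11.8 in the bottom libraries. It stayed at 4.27 to 4.78 and 4.39 to 5.08 in the pMek screen. The lowest depth was that of bottom replicate 1 of the Esrrb screen, with 222 reads per sgRNA. Across sgRNAs, Pearson's correlation of log2 normalized counts between libraries ranged from 0.782 to 0.964 over 6 pairs in the Nanog screen, from 0.812 to 0.919 over 15 pairs in the Esrrb screen and from 0.924 to 0.977 over 15 pairs in the pMek screen. In the Nanog screen the correlations within unsorted or within bottom replicates were 0.943 and 0.964.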

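The 10 NTCs of the sub-library were compared with the targeting sgRNAs by their median log2 fold changes between the bottom fraction and unsorted cells, with two-sided permutations of the sgRNA labels. In the Nanog screen the NTCs lay 0.066 above the targeting sgRNAs (SD 0.068, n = 2; permutation p = 0.664), and by 0.0170 to 0.114 with any 1 library left out. In the Esrrb screen they lay 0.028 above (SD 0.058, n = 3; permutation p = 0.714), and the sign turned when bottom replicate 3, unsorted replicate 1 or unsorted replicate 3 was left out (-0.0141 at the lowest). For the pMek screen the shift was -0.108 (SD 0.051, n = 3), or 0.928-fold, with a permutation p of 0.116. All 10 NTCs lay below the median of the targeting sgRNAs in the pMek screen. Without bottom replicate 1, bottom replicate 2 or unsorted replicate 3 the permutation p of the pMek shift was 0.0282, 0.0465 and 0.0165. A permutation test of rank sums, chosen after the first test had been seen, gave p = 0.00397 for the pMek screen.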

NTCs were neither enriched nor depleted in the pluripotency and differentiation screens, but seemed slightly but significantly depleted in the pMek screen (Additional file 1: Figure S2G). SgRNAs targeting the screen hits however exhibited a much stronger effect (Additional file 1: Figure S2G). 

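The 27 sgRNAs of the genes enriched among pMek-low cells had a median log2 fold change of 0.63, and all 27 lay above every NTC (permutation p = 3e-05). The 9 sgRNAs of the depleted genes had a median of -0.49, and 8 of them lay below every NTC (permutation p = 0.00145). In the Nanog screen, all 30 sgRNAs of enriched genes lay above every NTC (median 1.03, permutation p = 0.00127) and all 24 of depleted genes below (median -1.84, permutation p = 4e-05). The Esrrb screen gave the same picture for 24 sgRNAs of enriched genes (median 0.72, permutation p = 3e-05, 24 above every NTC) and 36 of depleted genes (median -1.01, permutation p = 0.00436, 36 below). Since these genes were called from the same libraries, the distance of their sgRNAs from the NTCs is not independent evidence.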

Among the known MAPK regulators, the pathway components Erk2, Grb2, and Frs2 were identified as anti-pluripotency and pro-differentiation factors and the negative MAPK regulator Csk showed the opposite behavior (Fig. 2f, red, Additional file 3: Table S2). 

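In Nanog-low cells, the sgRNAs of Frs2 had a log2 fold change of -3.37 ± 0.79 (SD, n = 2), or 0.0970 of their frequency in unsorted cells (adjusted p = 0.00728 from limma and rank aggregation over 130 genes). Grb2 had -2.45 ± 1.06 (adjusted p = 0.0387), while Csk was enriched 3.55-fold (1.83 ± 0.27, adjusted p = 0.00273). After LIF withdrawal, these genes moved the same way in Esrrb-low cells. Frs2 had -3.28 ± 0.85 (n = 3, adjusted p = 0.0208), Grb2 -2.27 ± 0.47 (adjusted p = 0.0160) and Csk 0.86 ± 0.47 (adjusted p = 0.0243). Ptpn11 was depleted from Esrrb-low cells (-1.03 ± 0.42, adjusted p = 0.0208). The Grb2 call of the Nanog screen was lost without unsorted replicate 1 (adjusted p = 0.0636). The Csk call of the Esrrb screen was lost without bottom replicate 1 or 3 or unsorted replicate 2 or 3 (adjusted p up to 0.236).

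Of 5 measured genes of the receptor to ERK cascade, 3 were depleted, 0 enriched and 2 did not pass in the Nanog screen (4 depleted when adjusted over the list alone; median -1.88, camera adjusted p = 0.00142, adjusted p = 0.648 with an estimated correlation). In the Esrrb screen 4 of the 5 were depleted (4 when adjusted over the list alone; camera adjusted p = 2.21e-05, adjusted p = 0.107 with an estimated correlation). The paper states that Grb2 and Frs2 are anti-pluripotency and pro-differentiation factors and that Csk showed the opposite behavior (Fig. 2f).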

Erk2 also scored as the strongest negative regulator of Mek phosphorylation due to strong Erk-mediated negative feedback regulation [23, 24]. 

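Ptpn2 encodes a protein tyrosine phosphatase that acts on receptor kinases and on Jak and Stat proteins. Its sgRNAs were depleted from Nanog-low cells with a log2 fold change of -2.32 ± 0.57 (SD, n = 2) (0.200-fold, adjusted p = 0.0133 from limma and rank aggregation). In Esrrb-low cells they had -0.94 ± 0.28 (SD, n = 3; 0.521-fold, adjusted p = 0.0208). In pMek-low cells the change was -0.49 ± 0.15 (SD, n = 3; adjusted p = 0.00156, 0.0811 without bottom replicate 2). The direction was the same in every sorted library of the 3 screens.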

Ptpn2, a known negative regulator of MAPK signaling [38, 39], was surprisingly identified as an anti-pluripotency and pro-differentiation factor, potentially due to its previously reported inhibitory effect on Jak/STAT signaling, a pro-pluripotency pathway [40]. Moreover, Folliculin (Flcn) was identified as a strong pro-differentiation factor in agreement with its previously reported central role in early differentiation [41]. 

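Among the genes depleted from Esrrb-low cells, Flcn, the tumour suppressor folliculin that acts on Tfe3 and mTORC1 signalling, had a log2 fold change of -2.47 ± 0.48 (SD, n = 3), so 0.181 of its sgRNA frequency in unsorted cells remained (adjusted p = 0.00361 from limma and rank aggregation). In the SRE-Elk screen Flcn was enriched in GFP-high cells (0.51 ± 0.10, n = 3, adjusted p = 0.00937, 0.144 without double-sorted replicate 1). X-linked Hccs, the holocytochrome c synthase of mitochondria, and Huwe1 were also depleted from Esrrb-low cells (-0.97 ± 0.28 and -0.85 ± 0.06, adjusted p = 0.0208 and 0.0311; Huwe1 0.106 without bottom replicate 1). Flcn lies on chromosome 11 from 59791408 to 59810039 in GRCm38.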

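In Nanog-low cells, sgRNAs against Tfcp2l1, a transcription factor of naive pluripotency, were enriched 2.01-fold (log2 fold change 1.01 ± 0.17 (SD, n = 2), adjusted p = 0.0215 from limma and rank aggregation). Klf4, a Krüppel-like factor of the same network, was enriched 1.53-fold (0.61 ± 0.07, adjusted p = 0.0403). Of 10 pluripotency factors measured, these were the 2 enriched genes, Nr0b1 was depleted (-1.55 ± 0.24, adjusted p = 0.0322) and 7 did not pass (the same when adjusted over the list alone). No shift of the group passed the test (median 0.13, camera adjusted p = 0.494). Tfcp2l1 did not pass without bottom replicate 2 (adjusted p = 0.0543), Klf4 without bottom replicate 1 or unsorted replicate 2 (adjusted p up to 0.176) and Nr0b1 without bottom replicate 1 or unsorted replicate 1 (adjusted p up to 0.0578). Klf4 was also lost with a MAGeCK-style sgRNA test and with an alpha of 0.1, and Klf4 and Tfcp2l1 with all libraries of the screen in one fit. Tfcp2l1 lies on chromosome 1 from 118627923 to 118685168 and Klf4 on chromosome 4 from 55527137 to 55532475 in GRCm38.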

Finally, also the pluripotency factors Tfcp2l1 and Klf4 were identified as Nanog activators as expected [28, 42, 43]. Nanog and Esrrb themselves were enriched 3.1 (FDR = 0.67) and 1.6-fold (FDR = 0.2), respectively. 

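Nanog sgRNAs had a median log2 fold change of 0.98 ± 0.39 (SD, n = 2) in Nanog-low cells, or 1.98-fold, and did not pass (adjusted p = 0.866 from limma and rank aggregation). Esrrb sgRNAs were enriched 1.52-fold in Esrrb-low cells (0.61 ± 0.25, n = 3, adjusted p = 0.0188), but not without bottom replicate 3 or unsorted replicate 2 (adjusted p up to 0.0812). Of 9 pluripotency factors measured in the Esrrb screen, Esrrb was enriched and Nr0b1 was depleted (-0.81 ± 0.45, adjusted p = 0.0325, up to 0.134 without bottom replicate 2 or 3), and 7 did not pass (2 enriched and 1 depleted when adjusted over the list alone; median 0.09, camera adjusted p = 0.747). In GRCm38, Nanog lies on chromosome 6 from 122707489 to 122714633 and Esrrb on chromosome 12 from 86361117 to 86521628.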

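Between the plasmid library and unsorted cells at day 7 of the Nanog screen, the 3 sgRNAs against Nanog had log2 fold changes of -1.24 ± 0.13, -3.81 ± 0.32 and -4.34 ± 0.31 (SD, n = 2). Over the gene this is -3.81 ± 0.32, so 0.0711 of the frequency in the library was left (adjusted p = 0.123 from limma and rank aggregation, not passing). The unsorted libraries held mean normalized counts of 95.5, 19.5 and 11.1 for them. In Nanog-low cells the 3 sgRNAs then had log2 fold changes of 2.45 ± 0.37, 0.98 ± 0.51 and 0.65 ± 0.20 in the same order, the largest for the sgRNA with the highest count. That sgRNA, CATTGCTAGTCTTCAACCAC, has its only perfect site on chromosome 6 of GRCm38 from 122712685 to 122712704 in exon 3 of Nanog. The other sgRNAs lie in exon 3 (TCACTCTGCAGGTTAAGACC, from 122712618 to 122712637) and exon 2 (TCTGAACCTGAGCTATAAGC, from 122711782 to 122711801).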

The low statistical power to detect Nanog enrichment can be attributed to the fact that sgRNAs targeting Nanog become depleted over time, because they affect proliferation (Additional file 1: Figure S2H; Additional file 3: Table S2). 

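Among pMek-low cells, sgRNAs against Esrrb were enriched 1.71-fold (log2 fold change 0.77 ± 0.09 (SD, n = 3), adjusted p = 0.0285 from limma and rank aggregation). Stat3, the transcription factor activated by LIF and Jak kinases, was enriched 1.60-fold (0.68 ± 0.36, adjusted p = 0.0319), and Tfcp2l1, a Stat3 target, 1.40-fold (0.49 ± 0.09, adjusted p = 0.0319). Of 10 pluripotency factors these 3 were enriched, 0 were depleted and 7 did not pass (4 enriched when adjusted over the list alone). The group as a whole did not pass (median 0.03, camera adjusted p = 0.394). Esrrb and Stat3 did not pass without bottom replicate 2 or unsorted replicate 1 (adjusted p up to 0.0750), nor Tfcp2l1 without bottom replicate 1 or 2 or unsorted replicate 1 (adjusted p up to 0.0740). Stat3 was also lost when the libraries were scaled to the NTCs. In GRCm38, Stat3 lies on chromosome 11 from 100886806 to 100939594.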

Interestingly, the pluripotency regulators Stat3, Esrrb, and Tfcp2l1 scored as positive regulators of Mek phosphorylation, potentially in part due to crosstalk from the Jak/Stat to the MAPK signaling pathway [44]. In summary, all three secondary screens recovered known regulators supporting the validity of the approaches.

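Of 100 X-linked genes tested in each secondary screen, 6 were enriched and 4 depleted in Nanog-low cells, 6 were enriched and 6 depleted in Esrrb-low cells, and 6 were enriched and 1 depleted in pMek-low cells, each in every sorted library. At an unadjusted p under 0.05 these counts were 9 and 12, 13 and 12, and 16 and 4. With any 1 library left out, 5 to 6 were enriched and 0 to 4 depleted in the Nanog, 4 to 5 were enriched and 2 to 6 depleted in the Esrrb and 6 to 7 were enriched and 0 to 1 depleted in the pMek screen. In the Esrrb screen 2 were depleted without bottom replicate 2 or without bottom replicate 3. The X-linked genes depleted in the Nanog screen were Nr0b1, Alg13, a subunit of a glycosyltransferase of N-glycan synthesis (-1.22 ± 0.09 (SD, n = 2), adjusted p = 0.0322), the glycolytic kinase Pgk1 (-1.22 ± 0.02, adjusted p = 0.0322) and Acsl4, a long-chain acyl-CoA synthetase (-0.75 ± 0.15, adjusted p = 0.0322). None of them passed without unsorted replicate 1 or without bottom replicate 1, nor Acsl4 without bottom replicate 2 (adjusted p up to 0.0709 for Alg13, 0.0578 for Pgk1 and Nr0b1 and 0.150 for Acsl4). Pgk1 was also lost with the replicate number as a block (adjusted p = 0.0521) and with all libraries of the screen in one fit, and Pgk1 and Alg13 with a MAGeCK-style sgRNA test. Among the genes depleted in the Esrrb screen, Slc35a2 had -1.16 ± 0.24 (n = 3, adjusted p = 0.0363), but did not pass without unsorted replicate 1 or any 1 of the 3 bottom replicates (adjusted p up to 0.0864) nor with a MAGeCK-style sgRNA test. In pMek-low cells the enriched X-linked genes included Pgk1 (0.77 ± 0.23, n = 3, adjusted p = 0.0136), Kdm6a (0.57 ± 0.03, adjusted p = 0.0205) and the zinc finger factor Zfx (0.42 ± 0.07, adjusted p = 0.0319, 0.0505 without bottom replicate 1). Slc35a2, a UDP-galactose transporter of the Golgi, was the depleted one (-0.35 ± 0.07, adjusted p = 0.0132), but did not pass with the replicate number as a block (adjusted p = 0.130) nor without bottom replicate 1 or 3 or unsorted replicate 1 (adjusted p up to 0.185).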

In all three secondary screens, 5–6 X-linked genes were enriched in the (double-)sorted populations, while only maximally 2 were depleted (Fig. 2f, blue, Fig. 2g, Additional file 3: Table S2). 

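Dusp9 sgRNAs were enriched 3.46-fold in Nanog-low cells (log2 fold change 1.79 ± 0.16 (SD, n = 2), adjusted p = 0.00614 from limma and rank aggregation). In Esrrb-low cells the enrichment was 1.50-fold (0.59 ± 0.15, n = 3, adjusted p = 0.0386), and it did not pass without bottom replicate 1, bottom replicate 2 or unsorted replicate 3 (adjusted p up to 0.188). Among pMek-low cells Dusp9 had the largest value of all genes, 1.26 ± 0.15 (n = 3, 2.39-fold, adjusted p = 0.000260). In the SRE-Elk screen it was also called. Over the 4 screens, 2 X-linked genes were enriched in each, Dusp9 and the ferritin-like Fthl17e. The Fthl17e call of the Esrrb screen was lost when any 1 of the 6 libraries was left out and with a MAGeCK-style sgRNA test, and that of the Nanog screen without bottom replicate 1 or unsorted replicate 2 and with an alpha of 0.1. Its sgRNAs have 2 to 8 perfect sites, so its values cannot be given to 1 gene of the Fthl17 cluster. A further 3 X-linked genes were enriched in 3 screens, 0 in 2 screens and 11 in 1 screen. These counts come from fits without the replicate number as a block. With the block, Klhl13 and Stag2 also passed in the pMek screen (adjusted p = 0.0471 and 0.0372), which would add this screen to each of them.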

The only gene that significantly affected all 4 phenotypes (including the SRE-Elk screen, Fig. 1) was Dusp9, a known MAPK inhibitor that dephosphorylates Erk and has previously been implicated in sex differences in ES cells [12, 25, 35]. In addition, Klhl13, two members of the Fthl17 cluster, Fthl17e and Fthl17f, Zic3 and Stag2 significantly affected 2–3 phenotypes and generally showed the expected trend in all screens (Fig. 2g; Additional file 1: Figure S2I). 

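Klhl13 was enriched 4.78-fold in Nanog-low cells, the largest value of that screen (log2 fold change 2.26 ± 0.08 (SD, n = 2), adjusted p = 0.000260 from limma and rank aggregation), and 1.93-fold in Esrrb-low cells (0.95 ± 0.09, n = 3, adjusted p = 0.000645). In pMek-low cells it had 0.36 ± 0.08 and did not pass (adjusted p = 0.0577), but passed with the replicate number as a block (adjusted p = 0.0471). Stag2, a cohesin subunit, was enriched in Nanog-low cells (0.94 ± 0.07, adjusted p = 0.0184) and did not pass in the Esrrb (0.28 ± 0.17, adjusted p = 0.302), pMek (0.51 ± 0.17, adjusted p = 0.0556) and SRE-Elk screens (0.33 ± 0.06, adjusted p = 0.171). In the pMek screen Stag2 passed with the replicate number as a block (adjusted p = 0.0372).

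The ferritin-like genes Fthl17e and Fthl17f are listed in the files as Fthl17 and Gm5635. Fthl17e had 0.37 ± 0.08 in the SRE-Elk (adjusted p = 0.00129), 0.91 ± 0.01 in the Nanog (adjusted p = 0.0456), 0.73 ± 0.24 in the Esrrb (adjusted p = 0.0394) and 0.85 ± 0.07 in the pMek screen (adjusted p = 0.0136). It was lost in the Nanog screen without bottom replicate 1 or unsorted replicate 2 (adjusted p up to 0.169) and with an alpha of 0.1, and in the Esrrb screen when any 1 of the 6 libraries was left out (adjusted p up to 0.143) and with a MAGeCK-style sgRNA test. Fthl17f had 0.80 ± 0.10 (adjusted p = 0.0215), 0.52 ± 0.26 (adjusted p = 0.0157) and 0.63 ± 0.10 (adjusted p = 0.00968) in the Nanog, Esrrb and pMek screens, and 0.15 ± 0.25 in the SRE-Elk screen, where it did not pass (adjusted p = 0.532). Its call in the Nanog screen was lost with all libraries of the screen in one fit. The 6 Fthl17e sgRNAs of the SRE-Elk screen have 2 to 8 perfect sites. The 3 Fthl17e sgRNAs of the sub-library have 8, 2 and 7 perfect sites, in Fthl17b, Fthl17c, Fthl17d, Fthl17e, Fthl17f and pseudogenes. The Fthl17e values of the 4 screens therefore cannot be given to 1 gene of the cluster. Each Fthl17f sgRNA has 1 perfect site. Fthl17e lies on the X chromosome of GRCm38 from 9033486 to 9034333, Fthl17f from 9063090 to 9063822 and Stag2 from 42149297 to 42277186.

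The study chose 6 X-linked genes on these samples, so the direction of this list is not independent evidence. The list tested here holds 5 of the 6, since Fthl17f was not matched to its symbol in the files, and the counts and p-values are for this shortened list. Of the 5 genes, 4 were enriched and 1 did not pass in the SRE-Elk screen (5 when adjusted over the list alone; camera adjusted p = 9.67e-14, adjusted p = 0.0144 with an estimated correlation), 5 in the Nanog screen (5; camera adjusted p = 0.000337, adjusted p = 0.515 with an estimated correlation), 4 in the Esrrb screen (5; camera adjusted p = 0.000275, adjusted p = 0.107 with an estimated correlation) and 2 in the pMek screen (4; camera adjusted p = 0.000141, adjusted p = 0.146 with an estimated correlation). With any 1 library left out, 4 were enriched in the SRE-Elk, 4 to 5 in the Nanog, 2 to 3 in the Esrrb and 2 to 3 in the pMek screen. Whether a gene differed between screens was not tested. From these genes the paper proposes a contribution to the sex differences of mESCs.

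**Figure D3:**
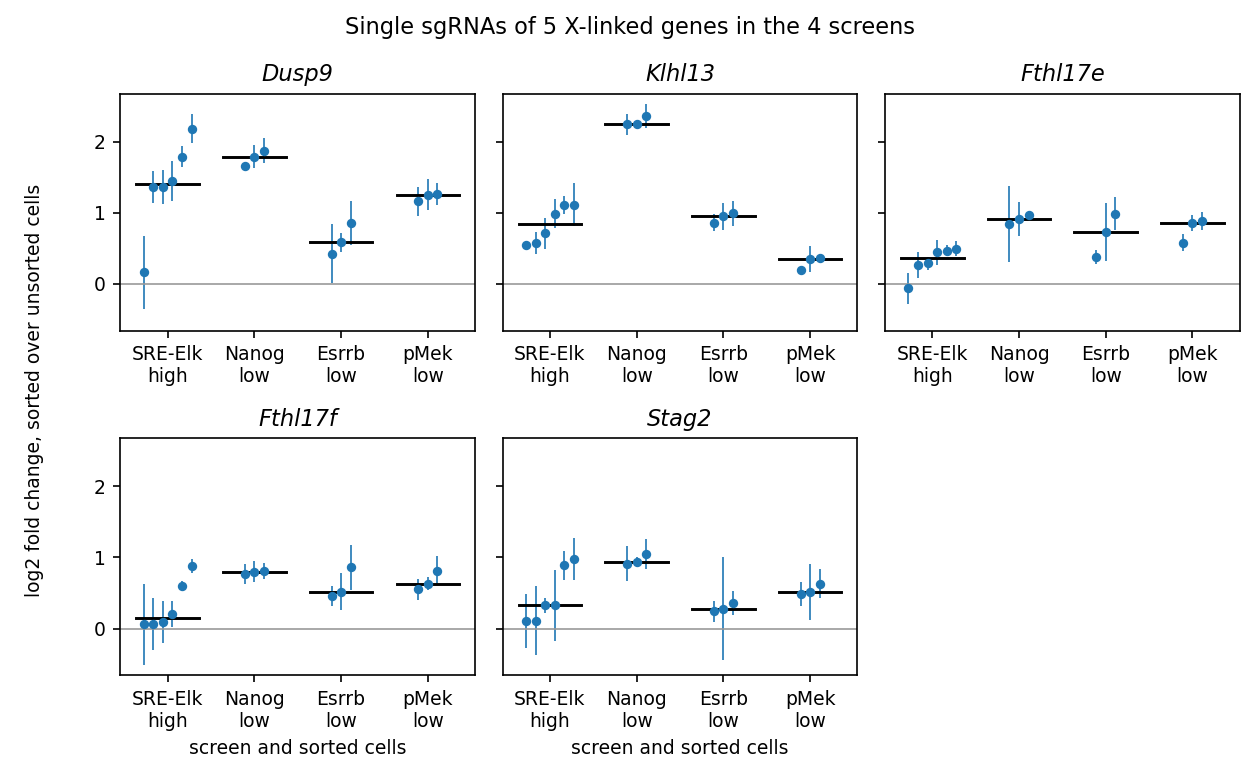
Log2 fold change of each sgRNA against Dusp9, Klhl13, Fthl17e, Fthl17f and Stag2 in the 4 screens, between GFP-high and unsorted cells for the SRE-Elk screen and between the bottom fraction and unsorted cells for the others. Points are means and error bars SDs over the sorted libraries, and the black line is the median over the sgRNAs of the gene; the Klhl13 sgRNAs lie between 2.25 and 2.36 in the Nanog screen and between 0.20 and 0.37 in the pMek screen.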

Taken together, we have identified 6 genes that might contribute to the sex differences observed in mESCs, none of which, apart from Dusp9, has previously been implicated in mediating sex differences. Klhl13 encodes a substrate adaptor protein for the Cullin3 E3 ubiquitin-protein ligase complex with no known role in pluripotency or MAPK signaling regulation [45]. The Fthl17 gene cluster encodes ferritin-like proteins with unknown functions that are partially nuclear and lack ferroxidase activity [46]. Zic3 is a transcription factor implicated in pluripotency and early differentiation, whereas Stag2 regulates chromatin conformation and has also been shown to be involved in the maintenance of the pluripotent state in mESCs [47–50]. Among these candidates, the strongest effects were observed for Dusp9 and Klhl13.

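The 3 Dusp9 sgRNAs of the secondary screens cut in coding exons of Dusp9. CCGACATGCTCCCCCTCCGC has its only perfect site on the X chromosome of GRCm38 from 73640389 to 73640408 in exon 2, CTTCCGCTTGACCAAGTCGT from 73642204 to 73642223 in exon 4, and ACTCAACGATGCCTACGACT from 73642190 to 73642209 in exon 4. They had log2 fold changes of 1.66 to 1.88 in Nanog-low cells (n = 2), 0.42 to 0.86 in Esrrb-low cells and 1.16 to 1.26 in pMek-low cells (n = 3 each). The 6 Dusp9 sgRNAs of the SRE-Elk screen ranged from 0.17 ± 0.51 to 2.19 ± 0.21 (SD, n = 3), and 5 of them lay at 1.36 or above. The Klhl13 sgRNAs TGTGATGTGACACTGATGCC and GCAATCCATCAAGCCGAAGC have their only perfect sites in exon 3 of Klhl13, from 23248192 to 23248211 and from 23248214 to 23248233, and GACAAAGGCAAGGCGCTCGA in exon 5 from 23235863 to 23235882. The 3 had log2 fold changes of 0.86 to 0.99 in Esrrb-low cells. In the SRE-Elk screen, the 6 Klhl13 sgRNAs ranged from 0.55 ± 0.03 to 1.12 ± 0.31. The sgRNAs of Fthl17e, Fthl17f and Stag2 stayed at or below 1.05 in the Nanog screen.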

### Klhl13 and Dusp9 exhibit higher levels in females in vitro and in vivo

To further characterize the six identified putative mediators of the female pluripotency phenotype, we compared their expression pattern between cells with one and two X chromosomes, both in vitro and in vivo. We generated RNA sequencing data of the female mESC line used in all screens (1.8XX) and a subclone of that line with only one X chromosome (1.8XO, Additional file 5: Table S4). Although X-linked genes showed in general the expected 2-fold higher expression in XX compared to XO cells (Additional file 1: Figure S3A), two genes, Zic3 and Stag2, were expressed at similar levels in the two cell lines (mean fold-change 0.8 and 1.1 respectively), potentially due to gene-specific dosage-compensation mechanisms (Fig. 2h). Dusp9 and Klhl13 were expressed at 4.2- and 3.2-fold higher levels in XX compared to XO cells, respectively, and the two members of the Fthl17 cluster were essentially not expressed in the XO line (Fig. 2h). The strong expression difference for Fthl17e and Fthl17f can be explained by the fact that the cluster is maternally imprinted, such that it is only expressed from the paternal X chromosome, which is present only in female embryos and was probably also lost in the XO clone [51].

To assess expression patterns in mouse embryos in vivo, we analyzed epiblast cells in published single-cell RNA sequencing data collected between embryonic days E4.5 and E6.5 (Additional file 1: Figure S3B-G) [52]. Reactivation of the paternal X chromosome, which is silenced early in development in an imprinted form of XCI, is initiated around E4.5, completed at E5.5 and followed by random XCI around E6.5 [53, 54]. X-chromosomal expression was thus 1.6- and 1.4-fold higher in female compared to male cells at E4.5 and E5.5, respectively, with the difference being largely neutralized by E6.5 (Additional file 1: Figure S3B). In contrast to mESCs, where both X chromosomes are active in the naive pluripotent state, in vivo naive pluripotency factors are primarily expressed prior to X reactivation around E3.5 and are mostly downregulated at E4.5 [53]. As a consequence, most naive markers were not well detected in the data set we analyzed and a combined analysis of 9 naive factors revealed only a slight trend towards higher expression in female cells at E4.5 (Additional file 1: Figure S3C-D). Analysis of a group of 9 markers of the primed pluripotent state, by contrast, showed a clear trend towards higher expression in all three time points (Additional file 1: Figure S3E-F), suggesting that differentiation of female cells with a double X-dosage is also delayed in embryos in vivo. Analysis of the six identified putative candidate genes revealed a trend towards higher expression in female cells at E5.5 for all factors, which was statistically significant (*p* < 0.05, Wilcoxon rank sum test) for Dusp9, Fthl17e, Fthl17f, and Stag2 (Additional file 1: Figure S3G). In summary, all six factors were expressed at higher levels in female compared to male cells in vivo, but only four of them (Dusp9, Klhl13, Fthl17e/f) showed the same trend in the 1.8XX/XO cell lines in vitro. Since the 1.8XX/XO lines show a strong X-dosage-dependent phenotype [11], we concluded that the four differentially expressed factors would be the best candidates for mediating X-dosage effects on pluripotency and differentiation and decided to further validate Dusp9 and Klhl13, which appeared to induce the strongest phenotypes.

### Over-expression of Klhl13 and Dusp9 leads to an enhanced pluripotency state and slower differentiation kinetics in male mESCs

If Dusp9 and Klhl13 would indeed mediate the sex differences observed in mESCs, their over-expression in male cells should lead to a female-like pluripotency phenotype, while their heterozygous deletion should shift female cells towards a male-like phenotype. In order to over-express Klhl13 and Dusp9 from their endogenous loci in male mESCs, we implemented the CRISPR activation (CRISPRa) system. We made use of an E14 mESC line carrying the components of the CRISPRa SunTag system under control of a doxycycline-inducible promoter, which allows recruitment of multiple VP64 activation domains through a single sgRNA (Fig. 3a) [55, 56].

**Fig. 3:**
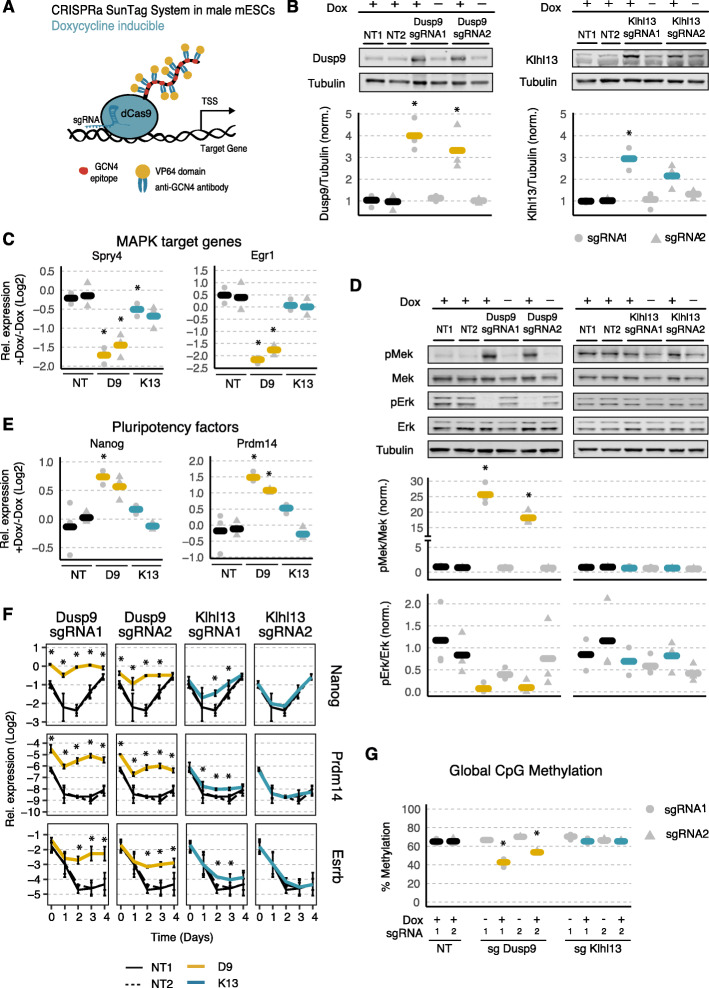
Over-expression of Klhl13 and Dusp9 in male mESCs leads to an enhanced pluripotency state and slower differentiation kinetics. **a** Schematic representation of the dCas9-SunTag system used for gene activation. **b–e** To over-express Dusp9 (yellow) and Klhl13 (blue), male E14 mESCs, stably expressing the doxycycline-inducible SunTag system, were either transduced with one of two different sgRNAs targeting the respective promoter regions or with non-targeting control (NT) sgRNAs and were treated for 3 days with 1 μg/ml doxycycline as indicated. Protein levels of Dusp9 (left) and Klhl13 (right) were quantified via immunoblotting (**b**), expression levels of MAPK target genes Spry4 and Egr1 (**c**) and of naive pluripotency factors Nanog and Prdm14 (**e**) were assessed by qPCR and phosphorylation of Mek and Erk was quantified by immunoblotting (**d**). The immunoblot signals were normalized to Tubulin (**b**) or to total Mek/Erk (**d**) and to the mean of two doxycycline-treated non-targeting control sgRNAs. qPCR measurements were normalized to two housekeeping genes and to the respective untreated control (−Dox). Dots and triangles depict individual measurements of the two different sgRNAs, and thick bars show the mean of three biological replicates. **f** Dusp9- and Klhl13 over-expressing mESCs were treated with 1 μg/ml doxycycline 24 h before differentiation via LIF withdrawal for 4 days, and expression levels of pluripotency factors were measured by qPCR at different time points as indicated. Mean and standard deviation across 3 biological replicates is shown. **g** Global CpG methylation levels in cell lines over-expressing Dusp9 and Klhl13 via doxycycline treatment for 3 passages were assessed via pyrosequencing-based luminometric DNA methylation assay (LUMA). *p < 0.05 in a two-tailed paired Student’s *t* test comparing the Dusp9/Klhl13 over-expressing samples and the non-targeting controls (mean of sgRNA1 and sgRNA2)

The SunTag system was recruited to either the Dusp9 or Klhl13 promoters using two different sgRNAs per gene and one sgRNA per cell line, leading to a 4- and 3.3-fold over-expression of Dusp9 protein and to a 2.9- and 2.1-fold induction of Klhl13 protein, respectively (Fig. 3b; Additional file 1: Figure S4A). We then characterized these cell lines with respect to pluripotency factor expression, differentiation dynamics, MAPK pathway activity, and global DNA methylation levels, all of which are affected by X-chromosomal dosage in mESCs. To assess MAPK pathway activity, we measured expression levels of Spry4 and Egr1 [20, 21], two well-known Erk target genes, by qPCR (Fig. 3c). Both MAPK target genes were strongly downregulated upon Dusp9 over-expression (2.7/5.5-fold), as expected for an Erk phosphatase, while their expression was only slightly, albeit mostly not significantly reduced upon Klhl13 over-expression. When assessing phosphorylation levels of MAPK pathway intermediates, we found that Dusp9 over-expression reduced pErk levels 12-fold, again as expected for an Erk phosphatase, but increased pMek 22-fold, most possibly due to reduced negative feedback inhibition (Fig. 3d). Over-expression of Klhl13 by contrast had no significant effect on either Erk or Mek phosphorylation. A previous study had reported the opposite effect of Dusp9 over-expression on Erk phosphorylation, potentially due to the requirement for trypsinization when analyzing feeder-dependent mESC lines, which were used in that study [25] (Additional file 1: Figure S4B). Taken together, these results confirm that Dusp9 is a strong inhibitor of MAPK pathway activity, while Klhl13 might slightly inhibit MAPK target gene expression, but does not affect pathway intermediates, which is in accordance with our screening results (Fig. 2g).

We next assessed how over-expression of Klhl13 and Dusp9 would affect pluripotency factor expression and differentiation dynamics. To this end, we quantified the pluripotency factors Nanog and Prdm14, which have been reported to be expressed at 2–4-fold higher levels in PSCs with two X chromosomes compared to those with one [11, 12, 25]. Over-expression of Dusp9 in male mESCs resulted in a nearly comparable increase of Nanog (1.5–1.7-fold) and Prdm14 (2.3–3-fold) levels. Upon Klhl13 over-expression by contrast, only Prdm14 was increased (1.6-fold) and only by the stronger sgRNA (Fig. 3e). A very similar trend was observed with regard to differentiation dynamics, where Dusp9 over-expression essentially blocked downregulation of naive pluripotency markers, Nanog, Prdm14, and Esrrb, while for Klhl13 only the stronger sgRNA had a mild effect on differentiation dynamics (Fig. 3f). Over-expression of Dusp9 in male cells thus seemed to induce a strong shift towards the naive pluripotent state similar to female cells, while Klhl13 over-expression resulted in only a minor shift.

Since Dusp9 has been suggested to be responsible for the reduction of global CpG methylation levels typically observed in female mESCs (20–30% compared to 60–80% in male mESCs) [13, 25, 31], we analyzed how over-expression of Dusp9 and Klhl13 affected global DNA methylation through the pyrosequencing-based luminometric DNA methylation assay (LUMA; Fig. 3g). Upon Dusp9 over-expression, global DNA methylation levels were reduced from ~ 60% in NTC-transduced control cells to 53% and 42%, but were unaffected by Klhl13 over-expression. Our results confirm a previously described effect of Dusp9 on global DNA methylation [25].

Overall, we observe a stronger induction of a naive-like state in Dusp9- compared to Klhl13-over-expressing cells. It is important to note, however, that over-expression is less efficient for Klhl13 than for Dusp9 and that the observed effects seem to be strongly dose dependent. The fact that small, but significant effects are observed also for Klhl13 with the stronger sgRNA (which increases Klhl13 expression to levels similar albeit slightly lower compared to those in females) suggests that also Klhl13 might contribute to sex differences with respect to pluripotency factor expression, differentiation, and MAPK target gene expression. To test this, we further investigated the role of both genes in female mESCs.

### Mutation of one copy of *Klhl13* and *Dusp9* in female mESCs induces the male pluripotency state

If increased expression of Klhl13 and Dusp9 in female compared to male cells is indeed what drives sex differences in mESCs, their deletion on one X chromosome in female ESCs should induce the male phenotype. We therefore generated both heterozygous (HET) and homozygous (HOM) mutant mESC lines for Klhl13 (K13) and Dusp9 (D9) and a heterozygous double-mutant line (D9K13). For Klhl13, a 5-kb region spanning the promoter was deleted using Cas9, whereas for Dusp9, where attempts to create a promoter deletion were unsuccessful, frameshift mutations were introduced through an sgRNA targeting the start of the coding sequence (CDS) (Fig. 4a; Additional file 1: Figure S4C-D). Two clones were analyzed for each genotype throughout all experiments except for differentiation dynamics. Loss of Klhl13 transcription in the respective mutants was confirmed by nascent RNA FISH (Additional file 1: Figure S4E) and all generated clones were karyotyped via double digest genotyping-by-sequencing (Additional file 1: Figure S4F) [57]. Dusp9 protein levels were reduced ~ 1.8-fold in the respective HET mutants, which is less than the 3.5-fold reduction observed when comparing XX to XO cells, suggesting that Dups9 levels are modulated by other X-linked genes (Fig. 4b). In HET lines with a Klhl13 mutation, the Klhl13 protein was reduced ~ 2.7-fold (Fig. 4b). In all cell lines, we then analyzed MAPK signaling, pluripotency factor expression, differentiation, and global DNA methylation.

**Fig. 4:**
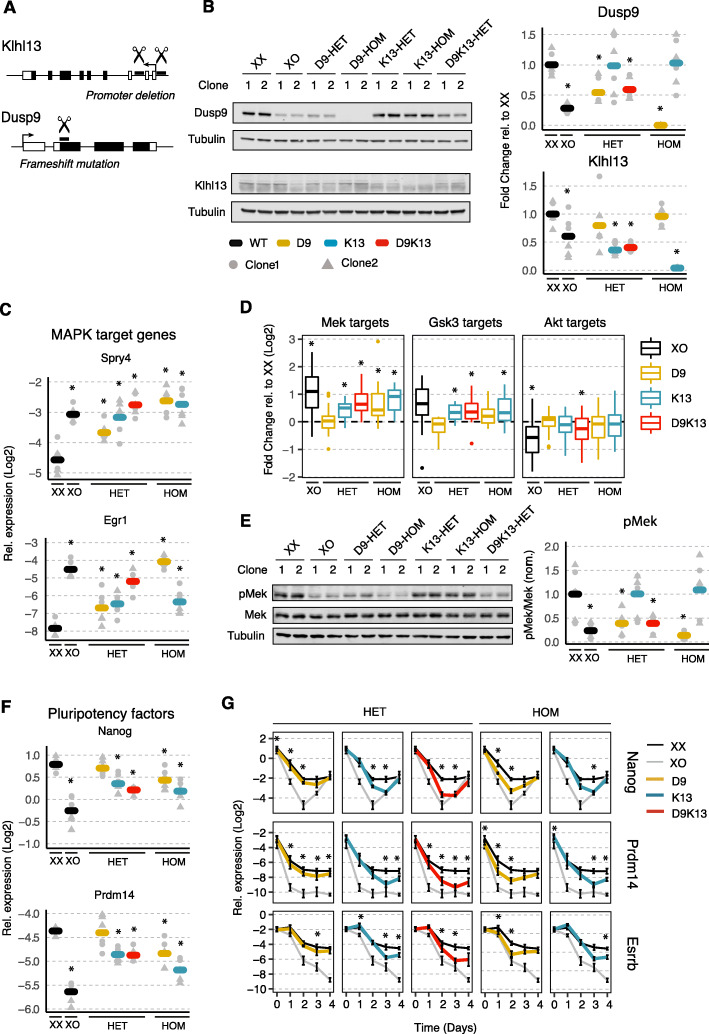
Heterozygous mutations of Klhl13 and Dusp9 in female mESCs partially phenocopy the male pluripotency state. **a** Schematic depiction of the strategies used to generate Klhl13 (K13) and Dusp9 (D9) mutant cell lines. **b–f** Comparison of female 1.8XX mESCs with a heterozygous (HET) or homozygous (HOM) deletion of Dusp9 (yellow), Klhl13 (blue) or both (red) with the parental XX line and XO controls (2 clones per genotype). Individual measurements are shown as gray dots (clone 1) and triangles (clone 2), and the mean across two clones and three biological replicates is indicated by a thick bar. **b** Immunoblot quantification of Dusp9 (top) and Klhl13 (bottom) protein levels, normalized to Tubulin and to the mean of the XX controls. **c** Quantification of MAPK target genes by qPCR. **d** Boxplots showing expression of Mek (left), Gsk3 (middle), and Akt (right) target genes in cell lines with the indicated genotypes as assessed by RNA-seq. Boxes indicate the 25th to 75th percentiles, and the central line represents the median. **e** Quantification of pMek, normalized to total Mek and to the XX control cells by immunoblotting. **f** Pluripotency factor expression (Nanog and Prdm14) assessed by qPCR. **g** qPCR quantification of pluripotency factors during differentiation by 2i/LIF withdrawal in one clone for each genotype from the cell lines used in **b–f**. Mean and SD of three biological replicates is shown. *p < 0.05 Wilcoxon rank sum test (**d**), otherwise two-tailed paired Student’s *t* test comparing each mutant/XO cell line and XX wildtype controls

To assess whether MAPK pathway activity was affected in the mutant cell lines, we again quantified expression of the MAPK target genes Egr1 and Spry4 (Fig. 4c; Additional file 1: Figure S5A). Both were expressed at higher levels in all mutant lines compared to the XX control clones, suggesting that the MAPK pathway inhibition was at least partially lifted. Among the HET mutant lines, D9 showed the weakest effect, followed by K13 and D9K13, with the double mutant reaching similar expression levels as found in the XO control cells (3.4/6.5-fold for Spry4/Egr1 in D9K13-HET vs 2.7/10.2 in XO). To get a more global picture of signaling activity, we analyzed a larger set of MAPK target genes using RNA sequencing (Fig. 4d; Additional file 1: Figure S5B; Additional file 6: Table S5). In agreement with the qPCR results, we found MAPK target genes were significantly increased in K13-HET cells and further elevated in D9K13 double mutants. We also assessed signatures of two other signaling pathways, Akt and Gsk3, implicated in pluripotency and differentiation, for which differential activity has been found in male and female mESCs [11, 58, 59]. Again, the heterozygous D9K13 mutant cells showed the strongest effects on Akt and Gsk3 target genes (Fig. 4d, Additional file 1: Figure S5B). It is important to note, however, that for none of the pathways we analyzed, target gene expression reached the levels found in XO control clones, suggesting that additional genes, other than Dusp9 and Klhl13, are involved in their regulation.

We next investigated phosphorylation levels of Mek and observed a completely different pattern. Neither HOM nor HET mutations of Klhl13 had any effect on pMek, but levels were reduced in the Dusp9 mutants in a dose-dependent manner (Fig. 4e; Additional file 1: Figure S5C). The D9K13-HET double mutants resembled the D9-HET single mutants and exhibited a 2.6-fold pMek reduction compared to the wildtype XX control, thus approaching, but not reaching the 4.3-fold reduction observed in XO cells (Fig. 4e). Taken together, these results confirm the screening results that Dusp9 and Klhl13 both affect expression of MAPK target genes, but only Dusp9 has a detectable effect on Mek phosphorylation (Fig. 2g), which is in accordance with their over-expression phenotypes in male mESCs (Fig. 3). These findings are in agreement with the role of Dusp9 as an Erk phosphatase, which reduces Erk phosphorylation and consequently the Erk-mediated negative feedback upstream of Mek. Although Dusp9 acts directly on the MAPK pathway, its deletion affects MAPK target gene expression less than the deletion of Klhl13 (Fig. 4d), which is in contrast to results obtained from over-expression, where Dusp9 shows stronger MAPK activation than Klhl13 (Fig. 3c).

In the next step, we investigated pluripotency factor expression and differentiation kinetics. Nanog and Prdm14 expression were significantly reduced in K13-HET, but not in D9-HET lines (Fig. 4f; Additional file 1: Figure S5D). D9K13 double mutant cells expressed similar levels as the K13 single mutant. With a ~ 1.5-fold reduction, the two genes could account for ~ 50% of the 2–2.4-fold decrease in Nanog and Prdm14 levels observed in XO cells (Fig. 4f). For the assessment of differentiation dynamics, cells were first adapted to 2i conditions (with serum and LIF) for at least five passages. Since these conditions neutralize the expression differences of pluripotency factors between the cell lines in undifferentiated cells, they allow easier comparison of differentiation dynamics upon 2i/LIF withdrawal. Also here, Klhl13 had a stronger effect than Dusp9 (Fig. 4g). D9-HET mutants showed only a minimal reduction of Esrrb, Nanog, and Prdm14 levels during differentiation compared to wildtype cells, while all three marker genes were reduced more in K13-HET cells (Fig. 4g). In the double D9K13 mutant, the effects of the single mutants added up to nearly the levels observed in XO cells (Fig. 4g). We can conclude that Klhl13 has a stronger effect on pluripotency factor expression and differentiation than Dusp9 and that the double mutant can qualitatively, but not quantitatively reproduce the sex differences in mESC, suggesting that additional X-linked factors also contribute.

Finally, we also assessed global CpG methylation with the LUMA assay (Additional file 1: Figure S5E). In XX control cells, 31% of all CpG dinucleotides were methylated and levels were increased by ~ 10% in the single HET mutants and by ~ 15% in the HET double mutant and the HOM mutants. Given that D9K13-HET double mutants exhibited 44% methylation compared to 59% in XO control cells, Klhl13 and Dusp9 together could account for half of the differences seen in the XX/XO comparison.

To get a more global picture of how well the mutant lines recapitulated the XO phenotype, we performed a transcriptome comparison. For each genotype, we identified autosomal genes that were differentially expressed when compared to the parental XX line. We found that 201 out of 956 differentially expressed genes (DEGs) on autosomes in XO cells were also differentially expressed in K13-HET cells, but only 148 in D9-HET lines (Fig. 5a). For the D9K13 double mutant, the overlap was 265 genes. A similar pattern was observed when performing principal component analysis (PCA). Also here the double mutant was found most closely to the XO controls, followed by K13-HET and D9-HET single mutants (Fig. 5b). These findings suggest that Klhl13 contributes more to X-dosage induced transcriptome changes than Dusp9 and that a combined effect of both can explain the observed sex differences best, but not completely.

**Fig. 5:**
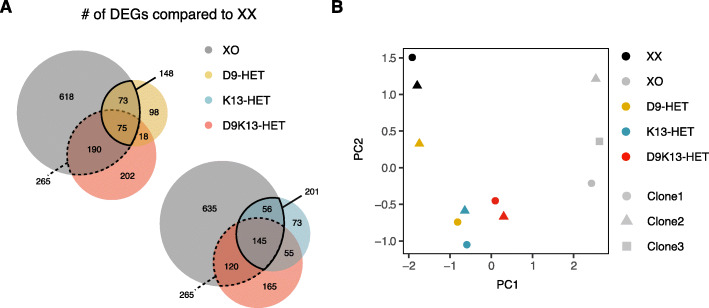
Global transcriptome profiling of Klhl13 and Dusp9 heterozygous mutant lines. **a** Differentially expressed autosomal genes (DEGs) in XO (gray), D9-HET (yellow), K13-HET (blue), and D9K13-HET cells (red) compared to the parental XX line were identified by RNA-seq (log_2_(fold-change) > 0.5 or log_2_(fold-change) < − 0.5, *p* value < 0.05). The overlap between these gene sets is shown in Venn diagrams. **b** Principal component analysis (PCA) of the 100 most variable autosomal genes across XX (black), XO (gray), and heterozygous mutant cell lines (D9 yellow, K13 blue, and D9K13 red), averaged across three replicates

When comparing the results of the mutant cell lines (Fig. 4) with the over-expression experiments in male cells (Fig. 3), it becomes apparent that the relative importance of the two genes seemed to be different in the two approaches. Dusp9 had a much stronger effect than Klhl13 on MAPK target genes and pluripotency factors in the over-expression experiment, while in the mutants, both genes affected MAPK target genes, but only Klhl13 altered pluripotency factor expression. To distinguish, whether this discrepancy was due to the direction of the perturbation or different perturbations strategies used, we implemented a third validation strategy, where Dusp9 and Klhl13 were downregulated through CRISPR interference (CRISPRi) in female mESCs, expressing an ABA-inducible split KRAB-dCas9 system (Fig. 6a). For both genes, 3 different sgRNAs targeting the gene’s TSS were coexpressed from a single vector resulting in ~ 20-fold reduction of mRNA expression of each gene, compared to non-targeting control sgRNAs (Fig. 6b, c). Out of 5 quantified MAPK target genes, the majority was increased upon Dusp9 and Klhl13 repression, with somewhat stronger effects for Dusp9 (Fig. 6d). The opposite pattern was observed, when profiling 5 naive pluripotency factors, where cells that downregulated Klhl13 seemed to express consistently lower levels of these genes compared to cells with Dusp9 downregulation (Fig. 6e), thus confirming the important role of Klhl13 observed with the knockout approach (Fig. 4f).

**Fig. 6:**
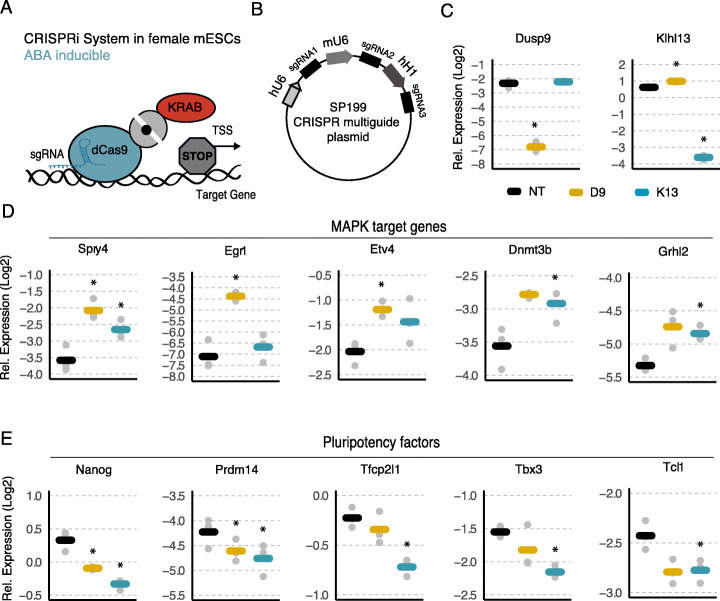
Knock-down of Dusp9 and Klhl13 in female mESCs leads to a shift towards the male pluripotency phenotype. **a** Catalytically dead Cas9 (blue) and the KRAB repressor domain (red) are each fused to one component of the PYL1-ABI system (gray), which dimerizes upon treatment with abscisic acid (ABA), resulting in gene repression. **b** CRISPR multiguide plasmid used for expression of three different sgRNAs targeting a specific gene. Each sgRNA is expressed under a different Pol III promoter, as indicated. **c–e** 1.8 female wildtype mESCs stably expressing the CRISPRi system shown in **a** were transduced with vectors expressing sgRNAs targeting Dusp9 (yellow), Klhl13 (blue), or a non-targeting control construct (NTC; black). Expression of each target gene (**c**), five MAPK target genes (**d**), and five pluripotency factors (**e**) was quantified by qPCR in cells expressing the respective sgRNAs or NTCs, as indicated. Bars represent the mean of 3 biological replicates, gray dots the individual measurements. Cells were treated with abscisic acid (ABA) for 5 days prior to cell harvesting for phenotypic assessment. *p < 0.05 two-tailed paired Student’s *t* test comparing gene-specific sgRNAs and NTCs are indicated

In conclusion, multiple genes underlie the female pluripotency phenotype of which we have identified and validated a novel key player, Klhl13. Dusp9 is responsible for the reduced levels of Mek phosphorylation in XX cells, but a combined effect of both genes together (partially) accounts for the global reduction of MAPK target genes in female ES cells. The pluripotency and differentiation phenotypes by contrast can primarily be attributed to reduced Klhl13 dosage in female cells. Since so far no mechanistic link between Klhl13 and pluripotency or differentiation had been reported, we set out to investigate putative Klhl13 interaction partners that might mediate the observed effects.

### Identification of Klhl13 interaction partners

Klhl13 is a member of the Cullin3 E3 ubiquitin ligase complex, where it acts as a substrate adaptor mediating protein ubiquitinylation, which might target proteins for proteasomal degradation (Fig. 7a) [60, 61]. We reasoned that the Klhl13-mediated sex differences we have identified might be due to reduced protein abundance of Klhl13 substrate proteins in female compared to male cells, which affect pluripotency factors, differentiation, and MAPK target gene expression. To identify Klhl13 substrates in mESCs, we profiled Klhl13 interaction partners and then selected those with increased protein levels in K13-HOM mutant cells (Fig. 7b). To identify interaction partners, we ectopically expressed either full-length Klhl13 or the substrate-binding Kelch domain, tagged with a green fluorescent protein (GFP), and identified binding partners by immunoprecipitation-mass spectrometry (IP-MS) using a GFP-specific antibody (Fig. 7b–d; Additional file 1: Figure S6A; Additional file 7: Table S6). Since E3 ubiquitin ligases usually interact with their substrates only transiently because they are rapidly degraded, the cells were treated with a proteasomal inhibitor for their stabilization. We identified a total of 197 interaction partners for the GFP-Kelch domain and 218 for full-length Klhl13 that were enriched relative to the GFP-only controls (Fig. 7c, d; Additional file 7: Table S6). As expected, the interaction partners identified for full-length Klhl13 and for the Kelch domain showed a large overlap, with 110 proteins being identified in both pull-downs. Two known interaction partners (Nudcd3 and Hsp90aa1) were identified with both constructs and several members of the Cullin 3 complex (Cul3, Klhl22, Klhl21, Klhl9) were found to interact with full-length Klhl13 only as expected (Fig. 7c, d, triangles) [62]. To identify putative Klhl13 substrates among the 110 proteins found to interact with full-length Klhl13 and with the Kelch domain only, we quantified the total proteome of K13-HOM cells and the parental XX control line through MS with label-free quantification (Fig. 7e; Additional file 8: Table S7). Among the 299 proteins that were significantly upregulated in the mutant cells (*p* value < 0.05, Benjamini-Hochberg FDR), 5 proteins (Scml2, Peg10, Alg13, Larp1, Cct3) had been identified as putative substrates in our IP-MS experiment (Fig. 7f).

**Fig. 7:**
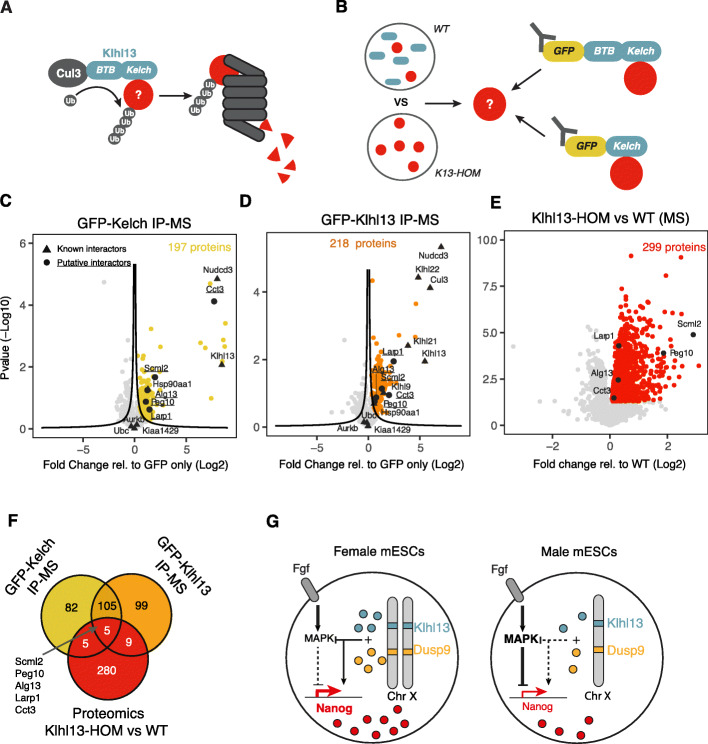
Identification of Klhl13 target proteins that mediate its effect on pluripotency and differentiation. **a** Schematic representation of the putative mechanism underlying Klhl13’s (blue) pluripotency-promoting effects, where differentiation-promoting substrate proteins (red) are targeted for proteasomal degradation through recruitment to the Cul3 E3 ubiquitin ligase complex via Klhl13’s Kelch domain. **b** Experimental strategy for the identification of Klhl13 target proteins: Putative substrates should be more abundant at the protein level in Klhl13-deficient cells and should interact with Klhl13 and with the Kelch domain only. To identify substrates, the proteomes in wildtype and K13-HOM cells were compared and Klhl13/Kelch interaction partners were identified through GFP-mediated IP-MS. All three datasets were integrated to identify candidate proteins. **c, d** Volcano plots of the IP-MS results for the GFP-Kelch (**c**) and GFP-Klhl13 (**d**) constructs. The mean fold-change across 3 biological replicates relative to the GFP-only control against the *p* value calculated via a two-sample Student’s *t* test with Benjamini-Hochberg correction for multiple testing is shown. Black lines indicate the significance threshold that was chosen such that FDR < 0.1, assuming that all depleted proteins (left-sided outliers) were false-positive. Triangles show known Klhl13 interaction partners extracted from the BioGRID. **e** Volcano plot showing the proteome comparison of 1.8XX wildtype cells and K13-HOM mESCs. The mean fold-change across 3 biological replicates is shown. Proteins that are upregulated upon Klhl13 depletion are highlighted in red (*p* < 0.05 of Student’s *t* test, Benjamini-Hochberg FDR). Circles in **c–e** depict putative Klhl13 substrate proteins that were found to interact with Klhl13 and the Kelch domain and were upregulated upon Klhl13 deletion. **f** Venn diagram summarizing results in **c–e**. **g** Model of how X-dosage modulates the MAPK signaling pathway, pluripotency factor expression, and differentiation

We next investigated whether any of the five identified putative Klhl13 target proteins would represent pro-differentiation factors by assessing MAPK target gene and pluripotency factor expression. To this end, we over-expressed them in female wildtype mESCs and tested whether their knock-down would rescue the phenotype of K13-HOM mutant cells. For the knock-down, we used the ABA-inducible split KRAB-dCas9 (CRISPRi) system described above (Fig. 6) and for gene over-expression an analogous system for gene activation, which recruits the VPR effector domain (CRISPRa) (Additional file 1: Figure S7A-B). Three different sgRNAs targeting the gene’s TSS were coexpressed from a single vector. Perturbation strength, as assessed by qPCR, was variable between genes, but reached at least 2-fold over-expression for all genes except Larp1 in the CRISPRa experiment and a more than 2-fold reduction for all except Cct3 upon CRISPRi (Additional file 1: Figure S7A-B).

We then assessed five MAPK targets (Spry4, Egr1, Etv4, Dnmt3b, and Grhl2) and five naive pluripotency markers (Nanog, Prdm14, Tfcp2l1, Tbx3, and Tcl1) by qPCR (Additional file 1: Figure S7C-D). For factors that mediate the Klhl13 phenotype, we would expect an increase of MAPK target genes and a decrease in pluripotency markers upon over-expression, and the opposite trends upon knock-down. Generally, we only observed weak and mostly not consistent effects upon perturbation (Additional file 1: Figure S7C-D). However, a subset of factors exhibited some of the expected trends. Peg10 led to a small, but significant increase in MAPK target genes and downregulation of naive pluripotency factors when over-expressed in female mESCs, a trend that was confirmed in an independent experiment with another sgRNA plasmid (Additional file 1: Figure S7E-G). This trend was however not observed in the CRISPRi experiment. Instead, knock-down of Larp1 seemed to partially rescue the reduced pluripotency factor expression in K13-HOM cells. The reason why no effect was observed for Larp1 in the CRISPRa experiment might be its inefficient over-expression in female wildtype mESCs (Additional file 1: Figure S7A).

In summary, we could not identify a single gene that might mediate the effects of Klhl13 on the female pluripotency phenotype through the chosen approach. Instead, the phenotype might be mediated by several factors, potentially including Peg10 and Larp1. Alternatively, ubiquitinylation of Klhl13 substrates might lead to consequences other than proteasomal degradation, in which case also Klhl13 interaction partners that were not upregulated in Klhl13 knockout cells might be involved in Klhl13 functions. We have thus narrowed down the list of candidate genes that warrant further investigation in the future.

## Discussion

We present what, to our knowledge, is the first comprehensive functional identification of genes that drive phenotypic consequences of the loss or gain of an entire chromosome. We developed a hierarchical CRISPR screening approach, which allowed us to profile a large number of genes with respect to multiple phenotypes linked to sex differences in mESCs in an unbiased manner. In an initial X chromosome-wide screen, we identified a set of candidate genes, which were then further characterized for a role in modulating three additional molecular phenotypes. In this way, we identified several genes that potentially mediate X-chromosomal dosage effects and characterized the two strongest candidates in more detail, namely Dusp9 and Klhl13. Through CRISPR-mediated over-expression in male and knockout or knock-down in female cells, we show that these two genes contribute to partially overlapping, yet distinct aspects of the X-dosage induced phenotype and that they appear to act in concert with additional factors. The X-dosage-dependent effects in pluripotent cells can thus not be attributed to a single X-linked gene, but arise from a complex interplay of multiple factors.

Dusp9 is a phosphatase that dephosphorylates the MAPK pathway intermediate Erk and is thus a known negative regulator of the pathway [35]. In agreement with previous reports, we found that Dusp9 gain-of-function perturbations in male cells alter feedback strength and target gene expression [25, 63], while deletion of one copy of *Dusp9* in female cells results in the opposite phenotype. In addition, we confirmed the previously reported alterations in global DNA methylation levels, but the magnitude of the effects was less pronounced in our study, maybe due to differences in the cell lines, culture conditions, and methylation assay used [25]. Dusp9 also strongly affected pluripotency factor expression and differentiation in the gain-of-function experiments, which is consistent with a previous report [25]. We however observed only marginal effects in the female heterozygous Dusp9 mutant cells, again in agreement with another study [12], which were however considerably stronger, when both copies of the gene were mutated or knocked-down.

For Dusp9, we thus observed a strong phenotype in the gain-of-function experiment in male cells and the opposite, albeit much weaker phenotype upon loss-of-function in female cells. Intriguingly, we found the opposite pattern for Klhl13, the second factor we investigated in detail. Here, the gain-of-function perturbation had only small effects, while loss-of-function led to an increase in MAPK target gene expression and a decrease for pluripotency factors, which was even more pronounced than the effects observed for Dusp9. This asymmetry between the gain- and loss-of-function perturbations remains puzzling and might point towards more complex interactions between multiple X-chromosomal factors.

Klhl13 is a substrate adaptor protein of the Cul3 E3 ubiquitin ligase complex [45] and has, to our knowledge, not yet been implicated in pluripotency, signaling, or X-dosage effects. Instead, it has been reported to be involved in mitotic progression through targeting Aurora kinase B in Hela cells [45]. We could however generate mutant ES cells with a normal karyotype without difficulty, suggesting a different function for Klhl13 in ES cells. While Klhl13 did not affect phosphorylation of the MAPK pathway intermediate Mek, we found that knockout of only one copy of the gene resulted in a substantial increase in MAPK target gene expression, a reduction in pluripotency factors, and more efficient differentiation.

We hypothesized that a protein, which is targeted for proteasomal degradation through Klhl13-dependent ubiquitinylation might mediate the Klhl13 phenotype. We therefore identified Klhl13-interacting proteins that were upregulated upon Klhl13 deletion. While none of the five identified proteins could fully recapitulate the Klhl13 phenotype, two of them, Peg10 and Larp1, might contribute. Peg10 is a known oncogene and has been shown to interact with Nanog and Oct4 in human cancer cells [64, 65], and Larp1 is thought to regulate translation downstream of the mTor pathway [66]. Identification of E3 ubiquitin ligase target proteins has also previously been reported to be challenging, probably due the transient nature of the interactions and the rapid target degradation [67]. Moreover, they typically have hundreds of substrates such that the Klhl13 phenotype might be a combined effect of multiple target proteins. Another possibility is that ubiquitinylation might not lead to degradation, but might function as a signaling moiety instead [68, 69]. The Klhl13 interaction partners we have identified that were not differentially expressed in Klhl13 mutant cells might thus warrant further investigation.

Whatever the events downstream of Klhl13 might be, or results clearly show that changes in Mek phosphorylation can be attributed completely to Dusp9, while Klhl13 appears to be the main regulator underlying the X-dosage-dependent shift towards the naive pluripotent state. The combined effect of the two genes can thus account qualitatively for all aspects of the X-dosage-induced phenotype. The fact that the magnitude of effects in the double-mutant does not completely reproduce those seen in XO cells, suggests a contribution of one or several additional genes. Our screening approach has identified some promising candidate genes that remain to be investigated in more detail. Moreover, additional screens in the D9K13 mutant background might allow identification of other factors in the future.

Among the other genes identified in the screens, Zic3 is a pluripotency transcription factor that induces Nanog expression and enhances iPSC generation [47, 48, 70]. Accordingly, our screen identified Zic3 as a MAPK inhibitor that promoted Nanog expression and impaired differentiation. Although it is not expressed in an X-dosage-sensitive manner in the cell line we used, higher expression in female compared to male cells has been reported in other cell lines [12]. However, pluripotency factor expression or differentiation was found to be unaffected in heterozygous Zic3 mutant mESC lines [12]. Another factor identified in our screens is Stag2, a member of the Cohesin complex that has been implicated in the maintenance of pluripotency through mediating long-range regulation of pluripotency-associated genes [49]. A particularly interesting candidate is the Fthl17 gene cluster, which contains seven genes that code for ferritin-like proteins, which however lack ferroxidase activity and are partially located in the nucleus [46]. They are maternally imprinted and therefore expressed only in female, but not in male blastocysts [51]. Their function is completely unknown, but the fact that they exhibit a female-specific expression pattern makes them intriguing candidates that warrant a more detailed investigation. Moreover, a contribution of X-linked imprinted genes to sex differences during development is also supported by the fact that mouse embryos with an XO genotype exhibit opposite growth phenotypes compared to XX embryos depending on whether they contain the maternal or paternal X chromosome [10].

## Conclusions

In summary, we report central mechanisms underlying sex differences in murine pluripotent cells. The identified genes likely contribute to the X-dosage-dependent developmental delay in female embryos that has been reported in several mammalian species in vivo [9]. The X-dosage-induced stabilization of the naive pluripotent state might be important to ensure that X-dosage compensation has occurred before differentiation continues. Moreover, a specific differentiation speed might be required to ensure the establishment of exactly one inactive X chromosome in a female-specific manner [71]. After having identified the relevant genes, it will now be possible to investigate the functional relevance of X-dosage effects in pluripotent cells and developmental progression, both in vitro and in vivo.

Since the MAPK pathway plays an important role in cancer progression, our comprehensive profiling of X-encoded MAPK regulators might lead to a better understanding of the sex bias observed in certain cancer types [72]. Since loss of the inactive X chromosome or partial reactivation of X-linked genes in cancer has been observed in several studies [73, 74], reactivation of X-linked MAPK regulators might contribute to cancer susceptibility. In the context of gender medicine, sex differences in pluripotent cells are particularly relevant for therapeutic application of iPSCs. Although conventionally cultured human iPSCs retain an inactive X chromosome, it is often eroded with passage resulting in partial, but irreversible reactivation, which will be maintained during subsequent differentiation [75, 76]. Moreover, recently developed culture conditions for naive hiPS cells induce reversal of XCI [77, 78]. If a specific tissue is to be regenerated through in vitro differentiation from iPSCs, we expect that double dosage of the genes identified in our study will modulate differentiation propensity in a sex-specific manner, which has already been described for the cardiac lineage [79]. Our results will thus enable a more focused investigation of how sex modulates iPS therapy. In conclusion, our study is a first step towards understanding how X-dosage effects shape phenotypes in a sex-specific manner.

## Methods

### Molecular cloning

#### SRE-Elk reporter

For the generation of the pLenti-SRE/Elk-GFP-PEST-Hygro plasmid, a construct consisting of the MAPK-sensitive SRE-Elk promoter, containing repetitive binding sequences for the SRF (serum response factor), and Elk1 transcription factors (Sequence found in Additional file 9: Table S8), which drives the expression of a GFP protein fused to a destabilizing PEST sequence (kind gift from Morkel and Brummer lab), was cloned into the NheI and BsrGI (NEB) linearized hygromycin-resistant lentiviral vector lenti MS2-P65-HSF1_Hygro (Addgene 61426, [80]) by using the In-Fusion HD Cloning Kit (Takara Bio).

#### Repair template for the generation of Nanog and Esrrb reporters

Repair templates to tag Nanog and Esrrb with mCherry (pUC19-Nanog-mCherry-puro, pUC19-Esrrb-mCherry-puro, Additional file 9: Table S8) consisted of the P2A self-cleaving peptide followed by the mCherry coding sequence and a puromycin resistance cassette, flanked by ~ 400 bp homology regions to the Nanog/Esrrb locus (Esrrb-HA-Upstream: chr12:86,518,604-86,519,062, Esrrb-HA-Downstream: chr12:86,519,066-86,519,521, Nanog-HA-Upstream: chr6:122,713,142-122,713,552, Nanog-HA-Downstream: chr6:122,713,556-122,714,007, GRCm38/mm10 Assembly). All four fragments (upstream and downstream homology arms together with mCherry and the puromycin resistance cassette) were cloned into an XbaI (NEB) linearized pUC19 plasmid (Invitrogen) using the NEBuilder® HiFi DNA Assembly Cloning Kit (NEB) with 0.05 pmol/fragment and 10 μl of the NEBuilder master mix.

#### Klhl13 over-expression constructs

pLenti-PGK-Degron-GFP-Blast, pLenti-PGK-Degron-GFP-Klhl13-Blast, pLenti-PGK-GFP-Blast, and pLenti-PGK-GFP-Kelch, which were used to identify Klhl13 interaction partners, were generated and cloned into the pLenti-PGK-GFP-Blast lentiviral plasmid (Addgene 19,069, [81]) by GenScript (Additional file 9: Table S8). The Klhl13 isoform expressed in mESCs was used (ENSMUST00000115313.7). The Kelch domain (AA290 to AA585) was extracted from the SMART (http://smart.embl-heidelberg.de/) database. The Degron sequence consists of a mutated cytosolic prolyl isomerase FKBP12^F36V^, but was not used in the reported experiments [82]. The GFP sequence was taken from previous publications [82].

#### sgRNA design

sgRNAs targeting the Nanog, Esrrb, Klhl13, and Dusp9 locus were designed using the CRISPR-Cas9 online tool http://crispr.mit.edu:8079/. Off-target scores based on in silico quality and off-target predictions [83] were compared among the candidate sgRNAs and only the top-scoring ones were selected.

CRISPRa sgRNA sequences targeting the TSS of the Dusp9, Cct3, Larp1, Peg10, and Scml2 genes were extracted from previously published libraries [84], whereas sgRNAs targeting the mESC-specific Klhl13 isoform (ENSMUST00000115313.7) were designed using the CRISPR library designer (CLD) from the Boutros lab (Heigwer et al. 2016). sgRNAs targeting the TSS of the Alg13 isoform ENSMUST00000238864.1 were designed using the CRISPOR sgRNA design tool [85].

CRISPRi sgRNA sequences targeting the TSS of the Dusp9, Alg13, Cct3, Larp1, Peg10, and Scml2 were also extracted from previously published libraries [84, 86], whereas sgRNAs targeting the mESC-specific Klhl13 isoform (ENSMUST00000115313.7) were designed using the CRISPOR sgRNA design tool [85]. Safe-targeting control sgRNAs were implemented for multiguide CRISPRa/CRISPRi validation experiments and sequences were extracted from previous publications [87].

#### sgRNA cloning

For sgRNA cloning into the PX330 (PX330-Nanog_sgRNA1, PX330-Nanog_sgRNA2, PX330-Esrrb_sgRNA1, PX330-Esrrb_sgRNA2, Additional file 9: Table S8, [88]) or PX458 plasmid (PX458-Dusp9_sgRNA1, [89]), two complementary oligos containing the guide sequence and a BbsI recognition site (Oligo F: 5′CACCGNNNNNNNNNN … .3′ and Oligo R: 5′AAACNNNNNNNNNN … ..C3´) were annealed and cloned into the BbsI (NEB) digested target plasmid.

sgRNAs for CRISPRa (pU6-Dusp9.1-EF1Alpha-puro-T2A-BFP, pU6-Dusp9.2-EF1Alpha-puro-T2A-BFP, pU6-Klhl13.1-EF1Alpha-puro-T2A-BFP, pU6-Klhl13.2-EF1Alpha-puro-T2A-BFP, pU6-NTC.1-EF1Alpha-puro-T2A-BFP, pU6-NTC.2-EF1Alpha-puro-T2A-BFP) were cloned into a BlpI and BstXI digested pU6-sgRNA-EF1*a*-puro-T2A-BFP plasmid (Addgene 60955, [90]) by annealing oligos containing the guide sequence and recognition sites for BlpI and BstXI (Oligo F: 5′TTGGNNN...NNNGTTTAAGAGC3′ and Oligo R: 5′TTAGCTCTTAAACNNN...NNNCCAACAAG3′) and ligating them together with the linearized vector using the T4 DNA ligase enzyme (NEB).

For the CRISPRi validation of Dusp9 and Klhl13 (SP199_multi_Dusp9_CRISPRi and SP199_multi_Klhl13_CRISPRi, Additional file 9: Table S8), as well as the CRISPRi/a validation of putative Klhl13 interacting partners Alg13, Cct3, Larp1, Peg10, and Scml2 (SP199_multi_NTC1, SP199_multi_NTC2, SP199_multi_Alg13_CRISPRi, SP199_multi_Cct3_CRISPRi, SP199_multi_Larp1_CRISPRi, SP199_multi_Peg10_CRISPRi, SP199_multi_Alg13_CRISPRa, SP199_multi_Cct3_CRISPRa, SP199_multi_Larp1_CRISPRa, SP199_multi_Peg10_CRISPRa, SP199_multi_Peg10_CRISPRa_2 and SP199_multi_Scml2_CRISPRa, Additional file 9: Table S8), three different sgRNAs targeting each gene were cloned into a single sgRNA expression plasmid with Golden Gate cloning, such that each sgRNA was controlled by a different Pol III promoter and fused to the optimized sgRNA constant region described in Chen et al. [91]. To this end, the sgRNA constant region of the lentiGuide-puro sgRNA expression plasmid (Addgene 52,963, [92]) was exchanged for the optimized version, thus generating the vector SP199 and the vector was digested with BsmBI (NEB) overnight at 37 °C and gel-purified. Two fragments were synthesized as gene blocks (IDT) containing the optimized sgRNA constant region (handle) coupled to the mU6 or hH1 promoter sequences. These fragments were then amplified with primers that contained part of the sgRNA sequence and a BsmBI restriction site (primer sequences can be found in Additional file 9: Table S8) and purified using the gel and PCR purification kit (Macherey&Nagel). The vector (100 ng) and two fragments were ligated in an equimolar ratio in a Golden Gate reaction with T4 ligase and the BsmbI isoschizomer Esp3I for 20 cycles (5 min 37 °C, 20 min 20 °C) and transformed into NEB Stable competent *E. coli* [93]. Successful assembly was verified by Sanger sequencing.

### Cell culture

#### Cell lines

Female 1.8 XX mESCs carry a homozygous insertion of 7xMS2 repeats in Xist exon 7 and are a gift from the Gribnau lab [11]. Several clones with XX or XO genotype (loss of one X chromosome) were generated through sub-cloning of the parental XX cell line. Female TX1072 ESCs carry a doxycycline responsive promoter in front of the *Xist* gene on one X chromosome and have been described previously [11]. For detailed information on the cell lines, refer to Additional file 9: Table S8. Low-passage Hek293T cells were a kind gift from the Yaspo lab.

The 1.8 SRE-Elk cell line was generated by lentiviral transduction of 1.8 XX mESCs with the pLenti-SRE/Elk-GFP-PEST-Hygro plasmid (Additional file 9: Table S8) followed by Hygromycin (250 ng/μl, VWR) selection. Single clones were picked and expanded and GFP expression confirmed via flow cytometry.

To identify Klhl13 interaction partners, female K13-HOM mESCs (Clone 2) were transduced with the lentiviral plasmids pLenti-PGK-Degron-GFP-Blast, pLenti-PGK-Degron-GFP-Klhl13-Blast, pLenti-PGK- GFP-Blast, and pLenti-PGK-GFP-Kelch plasmids (Additional file 9: Table S8) and selected using blasticidin (5 ng/μl, Roth). Protein expression was assessed via immunoblotting.

In 1.8-Nanog-mCherry and 1.8-Esrrb-mCherry reporter lines, the C-Terminus of the coding sequences of the Nanog or Esrrb genes, respectively, is tagged with the fluorescent protein mCherry, separated by a P2A self-cleaving peptide.

Cell lines over-expressing Klhl13 and Dusp9 via the CRISPRa Suntag system were generated by lentiviral transduction of E14-STN cells, which express the CRISPR activating Sun-Tag system [55] under a doxycycline-inducible promoter (kind gift from Navarro lab, [56]), with plasmids carrying sgRNAs targeted to the respective promoters or non-targeting controls (pU6-Klhl13.1-EF1Alpha-puro-T2A-BFP, pU6-Klhl13.2-EF1Alpha-puro-T2A-BFP, pU6-Dusp9.1-EF1Alpha-puro-T2A-BFP, pU6-Dusp9.2-EF1Alpha-puro-T2A-BFP, pU6-NTC.1-EF1Alpha-puro-T2A-BFP, pU6-NTC.2-EF1Alpha-puro-T2A-BFP, Additional file 9: Table S8; Additional file 1: Figure S3A) followed by puromycin selection (1 ng/μl, Sigma).

Dusp9 and Klhl13 heterozygous (HET) and homozygous (HOM) together with Dusp9 and Klhl13 double heterozygous mutant cell lines were generated via Cas9-mediated genome editing (see below) of 1.8 XX mESCs.

Cell lines for Klhl13 and Dusp9 knock-down were generated by lentiviral transduction of the 1.8 XX SP107 cell line (Clone A2, see below) with plasmids carrying sgRNAs targeting their respective promoters or a non-targeting control (SP199_multi_Dusp9_CRISPRi, SP199_multi_Klhl13_CRISPRi and SP199_multi_NTC1, Additional file 9: Table S8). Similarly, cell lines for Alg13, Cct3, Larp1, Peg10, and Scml2 knock-down and over-expression were generated by lentiviral transduction of the 1.8 XX K13-HOM SP107 and 1.8 XX SP106 cell line (see below), respectively, with plasmids carrying sgRNAs targeting their respective promoters (SP199_multi_Alg13_CRISPRi, SP199_multi_Cct3_CRISPRi, SP199_multi_Larp1_CRISPRi, SP199_multi_Peg10_CRISPRi, SP199_multi_Alg13_CRISPRa, SP199_multi_Cct3_CRISPRa, SP199_multi_Larp1_CRISPRa, SP199_multi_Peg10_CRISPRa, SP199_multi_Peg10_CRISPRa_2 and SP199_multi_Scml2_CRISPRa, SP199_multi_NTC1 and SP199_multi_NTC2, Additional file 9: Table S8). All cell lines were selected with puromycin (1 ng/μl, Sigma) for stable sgRNA integration.

#### Cell culture and differentiation

All mESC lines were grown without feeder cells on gelatin-coated flasks (Millipore, 0.1%) in serum-containing ES cell medium (DMEM (Sigma), 15% FBS (PanBiotech), 0.1 mM β-Mercaptoethanol (Sigma), 1000 U/ml leukemia inhibitory factor (LIF, Merck)). mESCs were passaged every second day at a density of 4 × 10^4^ cells/cm^2^ and medium was changed daily. Cells were differentiated by LIF withdrawal in DMEM supplemented with 10% FBS and 0.1 mM β-Mercaptoethanol at a density of 2 × 10^4^ cells/cm^2^ on fibronectin-coated dishes (Merck, 10 μg/ml).

For the differentiation of mutant cell lines (Fig. 4g), cells were first adapted to 2i + LIF medium (ES cell medium with addition of 3 μM Gsk3 inhibitor CT-99021 (Axon Medchem) and 1 μM Mek inhibitor PD0325901 (Axon Medchem)) for at least five passages before undergoing differentiation via LIF withdrawal (see above). TX1072 XX and XO cells were grown in ES cell medium supplemented with 2i and differentiated by 2i/LIF withdrawal. Hek293T cells were cultured in DMEM supplemented with 10% FBS and passaged every 2 to 3 days.

#### Lentiviral transduction

For the generation of cell lines carrying randomly integrated transgenes using lentiviral transduction, DNA constructs were first packaged into lentiviral particles. For this, 1 × 10^6^ Hek293T cells were seeded into one well of a 6-well plate and transfected the next day with the lentiviral packaging vectors: 1.2 μg pLP1, 0.6 μg pLP2, and 0.4 μg VSVG (Thermo Fisher Scientific), together with 2 μg of the desired construct using Lipofectamine 2000 (Thermo Fisher Scientific). Hek293T supernatant containing the viral particles was harvested after 48 h. 0.2 × 10^6^ mESCs were seeded per 12-well and transduced the next day with 500 μl of viral supernatant and 8 ng/μl polybrene (Sigma). Antibiotic selection was started 2 days after transduction and kept for at least 3 passages.

#### Genome editing

To generate 1.8-Nanog-mCherry and 1.8-Esrrb-mCherry reporter lines, 1 × 10^6^ 1.8 mESCs were transfected with 4 μg of the pUC19-Nanog-mCherry-puro or pUC19-Esrrb-mCherry-puro plasmid (Additional file 9: Table S8) and 1.5 μg of each of the sgRNAs plasmids (PX330-Nanog-sgRNA1/2 and PX330-Esrrb-sgRNA1/2) using 16.5 μl of Lipofectamine 3000 and 22 μl of P3000 (Thermo Fisher Scientific) according to the manufacturer’s recommendations. Cells were selected with puromycin (1 ng/μl, Sigma) for 3 days, starting at day 2 after transfection. The puromycin selection cassette was subsequently excised by transient transfection of a CRE recombinase expression plasmid pCAG-Cre (Addgene 13,775, [94]). Individual clones were expanded and tested for loss of puromycin resistance. mCherry fluorescence was measured via flow cytometry and clones were subsequently genotyped by PCR (Additional file 1: Figure S2B). All PCRs were carried out by using the Hotstart Taq Polymerase (Qiagen), a Tm of 56 °C and 30 cycles (Primer sequences are listed in Additional file 9: Table S8).

In order to generate Klhl13 mutant mESCs, 4 guide RNAs were designed to target a 4.5-kb region around the *Klhl13* promoter (2 guide RNAs on each side) with the Alt-R® CRISPR-Cas9 System (IDT), which contains all necessary reagents for the delivery of Cas9-gRNA ribonucleoprotein complexes (RNP) into target cells. Briefly, crRNAs and tracrRNA (gRNA sequences in Additional file 9: Table S8) were mixed in equimolar concentrations and the 4 crRNAs and tracrRNA duplexes were subsequently pooled together. 2.1 μl PBS, 1.2 μl of the tra + cr duplex (100 μM stock), 1.7 μl Cas9 (61 μM stock), and 1 μl electroporation enhancer were pipetted together and incubated for 20 min. In total, 10^5^ cells were nucleofected with the mixture using the CP106 program of the Amaxa 4D-Nucleofector (Lonza) and plated on gelatin-coated 48-well plates. After 48 h, cells were seeded at a density of 10 cells/cm^2^ into 10-cm plates. Individual clones were picked, expanded, and genotyped for the presence of the promoter deletion. The genotyping strategy is shown in Additional file 1: Figure S4B. For the amplification of the wildtype band, the HotStart Taq Polymerase (Qiagen) was used with an annealing temperature of 51 °C and 35 cycles. For the deletion, the Phusion HiFi Polymerase (NEB) was used with an annealing temperature of 63 °C and 35 cycles (Primer sequences are listed in Additional file 9: Table S8).

For the generation of Dusp9 mutant mESCs, 2 × 10^6^ WT and K13-HET (Clone 1) cells were nucleofected with 5 μg of the PX458-Dusp9_sgRNA1 plasmid (Additional file 9: Table S8) and subsequently plated on gelatin-coated 6-cm plates. The next day, high GFP+ cells were single-cell sorted into a 96-well plate and expanded. Clones were screened for homozygous or heterozygous frameshift deletions via Sanger sequencing and immunoblotting. Heterozygous deletion of several selected clones was further confirmed via NGS. Briefly, a region surrounding the Dusp9 deletion was amplified using the Phusion HiFi Polymerase (NEB) with a total of 30 cycles and an annealing temperature of 65 °C (Primer sequences in Additional file 9: Table S8, OG197/OG198). A second PCR using again the Phusion HiFi Polymerase (NEB) with a total of 14 cycles and an annealing temperature of 65 °C was performed in order to attach the Illumina adaptors and barcodes (Additional file 9: Table S8, OG202/OG210). A dual barcoding strategy was employed, where Illumina barcodes were included in the reverse and custom sample barcodes in the forward primers. Samples containing the same Illumina barcode but different custom sample barcodes were pooled in an equimolar fashion and sequenced on the Illumina Miseq platform PE150. Samples were aligned using Bowtie2 [95] and an index containing sample barcodes and possible deletion sequences based on previously generated Sanger sequencing data, gaining approximately 4000 reads per sample.

#### Generation of cell lines expressing the KRAB/VPR-dCas9 systems using piggybac transposition

The 1.8 XX SP107 (Clone A2) and 1.8 XX K13-HOM SP107 mESC lines stably express PYL1-KRAB-IRES-Blast and ABI-tagBFP-SpdCas9, constituting a two-component CRISPRi system, where dCas9 and the KRAB repressor domain are fused to ABI and PYL1 proteins, respectively, which dimerize upon treatment with abscisic acid (ABA) [96]. The 1.8 XX SP106 mESC line, on the other hand, expresses PYL1-VPR-IRES-Blast instead of PYL1-KRAB-IRES-Blast, together with ABI-tagBFP-SpdCas9, which leads to CRISPR-mediated activation of target genes when recruited to their TSS upon ABA treatment.

The 1.8 XX SP107, 1.8 XX K13-HOM SP107, and 1.8 XX SP106 mESC lines were generated through piggybac transposition. To this end, the puromycin resistance cassettes in the piggybac CRISPRi expression plasmid pSLQ2818 (pPB: CAG-PYL1-KRAB-IRES-Puro-WPRE-SV40PA PGK-ABI-tagBFP-SpdCas9, Addgene 84,241 [96]) and the CRISPRa expression plasmid pSLQ2817 (pPB: CAG-PYL1-VPR-IRES-Puro-WPRE-SV40PA PGK-ABI-tagBFP-SpdCas9, Addgene 84239 [96]) were exchanged for a blasticidin resistance, resulting in plasmid SP107 and SP106, respectively. The SP107 and SP106 plasmids were then, together with the hyperactive transposase (pBroad3_hyPBase_IRES_tagRFP) [97], transfected into the 1.8 XX K13-HOM (Clone 1) and 1.8 XX (Clone 1) mESC lines, respectively, in a 1-to-5 transposase-to-target ratio. RFP-positive cells were sorted 24 h after transfection and cells were selected with blasticidin (5 ng/μl, Roth) for stable construct integration. After expansion, high BFP-positive cells were sorted. For the 1.8 XX SP107 mESCs, a clonal line was generated. Since target gene repression in cell lines stably expressing the SP107 construct transduced with sgRNAs was often observed already without ABA treatment, we could not make use of the inducibility of the system. Instead, 1.8 XX SP107 and 1.8 XX K13-HOM SP107 mESCs were always treated with ABA (100 μM) 5 days before the analysis and effects were compared to NTC sgRNAs. A 5-day ABA treatment (100 μM) was also carried out for the 1.8 XX SP106 mESC line prior to cell harvesting.

### CRISPR KO screens

#### sgRNA library design

sgRNA sequences were extracted from the genome-wide GeCKO library [36]. For the GeCKOx library, a list of protein-coding and miRNA genes on the X chromosome was obtained from the NCBI Reference Sequence (Refseq) track on the UCSC genome browser [98, 99]. Control genes were included that were annotated with the Gene Ontology (GO) terms “Erk1 and Erk2 Cascade” (GO 0070371), “Regulation of Erk1 and Erk2 Cascade” (GO 0070372), “Negative regulation of Erk1 and Erk2 Cascade” (GO 0070373), and “Positive regulation of Erk1 and Erk2 Cascade” (GO 0070374). Additionally, known MAPK regulators Grb2, Fgfr2, Dusp5, Dusp7, and Dusp2 were added as additional controls. Six sgRNAs per gene and 100 non-targeting control sgRNAs were included in the GeCKOx library. The sgRNA sequences are provided in Additional file 2: Table S1. For the GeCKOxs library, the 50 most enriched and depleted X-linked genes and the 10 most enriched and depleted MAPK regulators from the primary screen were identified using HitSelect [100]. The most enriched genes were identified by comparing counts between Double-Sorted/Unsorted populations, whereas the most depleted genes were extracted by comparing counts between Unsorted/Double-Sorted populations. The 3 top-scoring sgRNAs for each gene were incorporated in the GeCKOxs library together with 10 non-targeting sgRNA controls. Additionally, 10 pluripotency regulators were added based on literature search (Sox2, Tbx3, Tcf3, Fgf2, Stat3, Esrrb, Tfcp2l1, Klf2, Nanog, Pou5f1). Klf4 was incorporated into the GeCKOxs library as a MAPK regulator (GO 0070373), having scored as a hit in the SRE/Elk screen, but was treated as a pluripotency factor control in later analyses. The sgRNA sequences are provided in Additional file 4: Table S3.

#### sgRNA library cloning

The GeCKOx and GeCKOxs sgRNA libraries were cloned into the lentiGuide-puro sgRNA expression plasmid (Addgene 52963, [92]). The vector was digested with BsmBI (NEB) overnight at 37 °C and gel-purified. sgRNA sequences were synthesized by CustomArray flanked with OligoL (TGGAAAGGACGAAACACCG) and OligoR (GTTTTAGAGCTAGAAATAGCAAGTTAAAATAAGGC) sequences. For the amplification of the library, 8 or 5 (GeCKOx/GeCKOxs) PCR reactions (Primer sequences in Additional file 9: Table S8, OG113/OG114) with approx. 5 ng of the synthesized oligo pool were carried out using the Phusion Hot Start Flex DNA Polymerase (NEB), with a total of 14 cycles and an annealing temperature of 63 °C in the first 3 cycles and 72 °C in the subsequent 11 cycles. The amplicons were subsequently gel-purified.

Amplified sgRNAs were ligated into the vector through Gibson assembly (NEB). Two 20 μl Gibson reactions were carried out using 7 ng of the gel-purified insert and 100 ng of the vector. The reactions were pooled, EtOH-precipitated to remove excess salts which might impair bacterial transformation, and resuspended in 12.5 μl H_2_O. Nine microliters of the eluted DNA was transformed into 20 μl of electrocompetent cells (MegaX DH10B, Thermo Fisher Scientific) according to the manufacturer’s protocol using the ECM 399 electroporator (BTX). After a short incubation period (1 h, 37 °C 250 rpm) in 1 ml SOC medium, 9 ml of LB medium with Ampicillin (0.1 mg/ml, Sigma) was added to the mixture and dilutions were plated in agar plates (1:100, 1:1000, and 1:10,000) to determine the coverage of the sgRNA libraries (600x for the GeCKOx and 2500x for the GeCKOxs). In total, 500 ml of LB media with Ampicillin was inoculated with the rest of the mixture and incubated overnight for subsequent plasmid purification using the NucleoBond Xtra Maxi Plus kit (Macherey-Nagel) following the manufacturer’s instructions. To assess library composition by deep sequencing, a PCR reaction was carried out to add Illumina adaptors by using the Phusion High Fidelity DNA Polymerase (NEB), with an annealing temperature of 60 °C and 14 cycles (OG125/OG126). The PCR amplicon was gel-purified by using the Nucleospin Gel and PCR clean-up kit (Macherey-Nagel) following the manufacturer’s instructions. Libraries were sequenced paired-end 50 bp on the HiSeq 2500 Platform yielding approximately 25 Mio fragments for the GeCKOx (20 pM loading concentration) and 1.3 × 10^6^ fragments for the GeCKOxs library (22 pM loading concentration).

#### Viral packaging of sgRNA libraries

To generate virus carrying sgRNAs of the GeCKOx and GeCKOxs libraries, HEK293T cells were seeded into 12/8 (for GeCKOx/GeCKOxs) 10-cm plates and transfected the next day at 90% confluence. Each plate was transfected with 6.3 μg of pPL1, 3.1 μg of pLP2, and 2.1 μg of VSVG vectors (Thermo Fisher Scientific) together with 10.5 μg of the GeCKOx/GeCKOxs library plasmids in 1 ml of Opti-MEM (Life Technologies). Sixty microliters Lipofectamine 2000 Reagent (Thermo Fisher Scientific) were diluted in 1 ml Opti-MEM. Both mixtures were incubated separately for 5 min and then combined followed by a 20 min incubation, after which they were added dropwise to the HEK293T cells. Medium was changed 6 h after transfection. Transfected HEK293T cells were cultured for 48 h at 37 °C; afterwards, the medium was collected and centrifuged at 1800×*g* for 15 min at 4 °C. Viral supernatant was further concentrated 10-fold using the lenti-X™ Concentrator (Takara Bio) following the manufacturer’s instructions and subsequently stored at − 80 °C.

To assess the viral titer, 5 serial 10-fold dilutions of the viral stock were applied to each well of a 6-well mESC plate (MOCK plus 10^− 2^ to 10^− 6^) for transduction with 8 ng/μl polybrene (Merck). Two replicates were generated for each well. Selection with puromycin (1 ng/μl, Sigma) was started 2 days after transduction and colonies were counted after 8 days. The number of colonies multiplied with the dilution factor yields the transducing units per ml (TU/ml), which ranged from 0.5–1.5 × 10^6^ TU/ml.

#### Transduction and phenotypic enrichment

For the SRE-Elk screen, female 1.8-SRE-Elk mESCs were passaged twice before transduction with the lentiCas9 plasmid (Addgene 52,962, [92]). Blasticidin selection (5 ng/μl, Roth) was started 2 days after transduction and kept for 4 passages, after which 6 × 10^6^ cells were transduced with the sgRNA library (MOI = 0.3). Puromycin selection (1 ng/μl, Sigma) was started 48 h after transduction and kept until harvesting at day 7 after transduction. The 25% of cells with the highest reporter activity were sorted. From these cells, 6–8 × 10^6^ cells were snap-frozen and 6 × 10^6^ were cultured for two additional days and subsequently sorted for GFP (top 25%). Around 8 × 10^6^ unsorted cells were snap-frozen on day 7 and day 9 after transduction.

For the secondary screens, 2 × 10^6^ female 1.8 XX Nanog-mCherry, 1.8 XX Esrrb-mCherry (see above for description), or 1.8 XX mESCs were transduced with the lentiCas9 plasmid as described above and then with the GeCKOxs library. 1.8 XX mESCs were stained for pMek (see below) on day 7 after transduction and the 25% of cells with the lowest pMek signal were sorted. 1.8-Esrrb-mCherry mESCs were differentiated by LIF withdrawal for 3 days starting on day 5 after transduction, after which cells were harvested and the 10% cells with the lowest mCherry fluorescence were sorted. 1.8-Nanog-mCherry mESCs were harvested on day 7 and the 25% cells with the lowest mCherry fluorescence were sorted. From these cells, around 2 × 10^6^ were cultured for two additional days and subsequently sorted for mCherry (bottom 25%). Approximately 1 × 10^6^ sorted and unsorted cells were snap-frozen for subsequent library preparation from all the secondary screens in order to maintain good library representation.

#### pMek intracellular staining

For the intracellular pMek staining, colonies were washed with PBS and dissociated to single cells with a 5 min trypsin (Life technologies) incubation. Trypsinization was stopped through addition of medium. Cells were disaggregated and pelleted, washed with PBS, and immediately fixed with 1.5% PFA (Roth). The cell mixture was incubated for 10 min at room temperature and subsequently centrifuged for 5 min at 500×*g*.

Cells were resuspended in ice-cold MeOH, incubated for 10 min on ice (0.5 ml/1 × 10^6^ cells) and centrifuged for 5 min at 500×*g*. Cells were washed once with staining buffer (PBS + 1% BSA (Sigma), 2 ml/1 × 10^6^ cells) and blocked for 10 min in staining buffer. Cells were incubated with the pMek-specific antibody (Cell Signaling, #2338, 1:100, antibodies are listed in Additional file 9: Table S8) for 30 min at room temperature (100 μl/1 × 10^6^ cells), then washed twice with staining buffer. Cells were then incubated with an anti-rabbit-Alexa647 antibody (Thermo Fisher Scientific,1:400) for 15 min at room temperature (100 μl/1 × 10^6^ cells), washed twice with staining buffer before FACS sorting using the BD FACSAria™ II.

#### Preparation of sequencing libraries

For the SRE-Elk screen, genomic DNA was isolated from the frozen cell pellets using the DNeasy Blood and Tissue kit (Qiagen) following the manufacturer’s instructions. For the secondary screens, genomic DNA from frozen cell pellets was isolated via Phenol/Chloroform extraction due to higher yields. Briefly, cell pellets were thawed and resuspended in 250 μl of lysis buffer (1% SDS (Thermo Fisher Scientific), 0.2 M NaCl, and 5 mM DTT (Roth) in TE Buffer) and incubated overnight at 65 °C. In total, 200 μg of RNAse A (Thermo Fisher Scientific) was added to the sample and incubated at 37 °C for 1 h. A total of 100 μg of Proteinase K (Sigma) was subsequently added followed by a 1 h incubation at 50 °C. Phenol/Chloroform/Isoamyl alcohol (Roth) was added to each sample in a 1:1 ratio, and the mixture was vortexed at RT for 1 min and subsequently centrifuged at 16000 x g for 10 min at room temperature. The aqueous phase was transferred to a new tube; 1 ml 100% EtOH, 90 μl 5 M NaCl, and 1 μl Pellet Paint (Merck) were added to each sample, mixed, and incubated at − 80 °C for 1 h. DNA was pelleted by centrifugation for 16,000×*g* for 15 min at 4 °C; pellets were washed twice with 70% EtOH, air-dried and resuspended in 50 μl H_2_O.

The PCR amplification of the sgRNA cassette was performed in two PCR steps as described previously with minor modifications [36]. In order to ensure proper library coverage (300×), each sample was amplified in 6/2 PCR reactions (2 μg DNA/reaction) in the primary/secondary screens using the ReadyMix Kapa polymerase (Roche) with a total of 20 cycles and an annealing temperature of 55 °C (primer sequences in Additional file 9: Table S8, OG115/OG116).

Successful amplification was verified on a 1% agarose gel, and a second nested PCR was performed to attach sequencing adaptors and sample barcodes with 2.5 μl of the sample from the first PCR with a total of 11 cycles and an annealing temperature of 55 °C (OG125/OG126).

Resulting amplicons were loaded on a 1% agarose gel, purified using the Nucleospin Gel and PCR clean-up kit (Macherey-Nagel). Libraries from the primary screen were sequenced 2 × 50bp on the HiSeq 2500 Platform (18 pM loading concentration) yielding 3–5 Mio fragments per sample. Secondary screens were sequenced 2 × 75bp (Pluripotency and differentiation screens) on the Nextseq 500 (2.2 pM loading concentration) or 2 × 50 (pMek screen) on the HiSeq 2500 Platform (20 pM loading concentration) yielding at least 1.2 × 10^5^ fragments per sample.

#### Data analysis

Data processing and statistical analysis was performed on the public Galaxy server usegalaxy.eu [101] with the MAGeCK CRISPR screen analysis tools [102, 103]. To this end, fastq files for read1 were uploaded to the Galaxy server. Alignment and read counting was performed with MAGeCK_count. Duplicated sgRNAs were excluded, leaving 6508 unique sgRNA sequences. Between 72 and 82% of reads mapped to the sgRNA library. Statistical analysis was performed with MAGeCK_test for each screen separately. Normalized counts and gene hit summary files were downloaded and analyzed in RStudio 3.5.3 using the stringr, tidyr, data.table, dplyr, and gplots packages. For easier interpretation of the results, common names were used instead of official gene symbols for a subset of genes (Erk2, Mek1, Fthl17e, Fthl17f, and H2al1m) in the figures and Additional file 3: Table S2. The 50 most enriched and depleted genes for the generation of the GeCKOxs sgRNA library from the primary screen were extracted using HitSelect [100].

### DNA methylation profiling via LUMA

For the assessment of global CpG methylation levels, the luminometric methylation assay (LUMA) was performed as described previously [104]. For this, genomic DNA was isolated using the DNeasy Blood and Tissue Kit (Qiagen) and 500 ng of DNA was digested either with HpaII/EcoRI (NEB) (Tube A) or MspI/EcoRI (NEB) (Tube B) in Tango Buffer (Thermo Fisher Scientific) in a total of 20 μl for 4 h at 37 °C. Fifteen microliters of Pyrosequencing Annealing Buffer (Qiagen) was mixed with 15 μl of each sample and overhangs were quantified by pyrosequencing using the following dispensation order GTGTGTCACACATGTGTGTG (nucleotides were pipetted in a two-fold dilution) in the PyroMark Q24 (Qiagen). The peak height from dispensation 13 (T) corresponds to the EcoRI digestion, and the peak height from dispensation 14(G) corresponds to the HpaII or the MspI digestion. For each sample, the HpaII/EcoRI ratio for tube A and the MspI/EcoRI ratio for tube B were calculated. The fraction of methylated DNA is then defined as: 1 − ((HpaII/EcoRI) / (MspI/EcoRI))*.*

### Flow cytometry

Cells were resuspended in Sorting buffer (1% FCS and 1 mM EDTA) or Staining Buffer (after pMek staining, PBS + 1% BSA) before flow cytometry, and cells were sorted using the BD FACSAria™ II. The sideward and forward scatter areas were used for live cell gating, whereas the height and width of the sideward and forward scatters were used for doublet discrimination. Analysis of FCS files was carried out using the FlowJo V10 Software (BD Biosciences). FCS files of the gated single-cell populations were visualized using RStudio and the Flowcore package.

### Immunoblotting

Lysates were prepared from ~ 2 × 10^6^ cells by washing with ice-cold PBS and directly adding Bioplex Cell Lysis Buffer (Biorad) supplemented with the provided inhibitors. Plates were shaken at 4 °C at 300 rpm for 30 min, after which the lysates were transferred to 1.5 ml Eppendorf tubes and centrifuged at 4 °C and 4500×*g* for 20 min. Protein was transferred to a clean tube and quantified using the Pierce BCA kit (Thermo Fisher Scientific). For signaling proteins, 25 μg protein was applied per lane. For Dusp9, 10 μg and for Klhl13 40 μg were loaded per lane. Proteins were transferred to nitrocellulose membranes by using the Trans-Blot Turbo Transfer System (Biorad) under semi-dry conditions. Membranes were blocked for 1 h with Odyssey Blocking Buffer/PBS (1:1) (Li-COR) at room temperature, followed by incubation with primary antibody (in Odyssey Blocking Buffer/PBST (1:1)) overnight at 4 °C. Signals were detected using near-infrared dye labeled secondary antibodies, and membranes were scanned using Li-COR Odyssey. Band intensities were quantified using the Image Studio Lite Ver 5.2 by calculating median intensities of the band area and subtracting the adjacent top/bottom background. Antibodies are listed in Additional file 9: Table S8.

### RNA extraction, reverse transcription, qPCR

For gene expression profiling, ~ 2 × 10^6^ cells were washed with ice-cold PBS and lysed by directly adding 500 μl of Trizol (Invitrogen). RNA was isolated using the Direct-Zol RNA Miniprep Kit (Zymo Research) following the manufacturer’s instructions. For quantitative PCR (qPCR), 1 μg RNA was reverse transcribed using Superscript III Reverse Transcriptase (Invitrogen) with random hexamer primers (Thermo Fisher Scientific) and expression levels were quantified in the QuantStudio™ 7 Flex Real-Time PCR machine (Thermo Fisher Scientific) using 2xSybRGreen Master Mix (Applied Biosystems) normalizing to Rrm2 and Arpo. Primer sequences are listed in Additional file 9: Table S8.

### RNA FISH

RNA FISH was performed as described previously with minor modifications [105]. Briefly, cells were singled out using Accutase (Invitrogen) and placed onto Poly-l-Lysine (Sigma)-coated (0.01% in H_2_O, 10 min incubation at room temperature) coverslips #1.5 (1 mm) for 10 min. Cells were fixed in 3% paraformaldehyde in PBS for 10 min at room temperature and permeabilized for 5 min on ice in PBS containing 0.5% Triton X-100 and 2 mM Vanadyl-ribonucleoside complex (New England Biolabs). Coverslips were stored in − 20 °C in 70% EtOH until further use.

Before incubation with the probe, the fixed cells were dehydrated through an ethanol series (80, 95, and 100% twice) and subsequently air-dried. BACs purified using the NucleoBond BAC kit (Macherey-Nagel) and spanning genomic regions of HuweI (RP24-157H12) and Klhl13 (RP23-36505) were labeled by nick-translation (Abbot) using dUTP-Atto550 (Jena Bioscience) and Green dUTP (Enzo) respectively. Per coverslip, 60 ng probe was ethanol precipitated with Cot1 repeats (in order to suppress repetitive sequences in the BAC DNA that could hamper the visualization of specific signals), resuspended in formamide, denatured (10 min 75 °C), and competed for 1 h at 37 °C. Probes were co-hybridized in hybridization buffer overnight (50% formamide, 20% dextran sulfate, 2X SSC, 1 μg/μl BSA, 10 mM vanadyl-ribonucleoside). To reduce background, three 7 min washes were carried out at 42 °C in 50% formamide/2XSSC (pH 7.2) and three subsequent 5 min washes in 2X SSC at room temperature. Cells were stained with 0.2 mg/ml DAPI and mounted using Vectashield mounting medium for fluorescence (Vector Laboratories). Images were acquired using a widefield Z1 Observer (Zeiss) equipped with a × 100 objective and the filter set 38 and 43 (Zeiss). Image analysis was carried out using the Zen lite 2012 software (Zeiss).

### Karyotyping

Cell lines were karyotyped via double digest genotyping-by-sequencing (ddGBS), a reduced representation genotyping method. The protocol was performed as described in the Palmers lab website, which was adapted from previously published protocols [57]. Briefly, the forward and reverse strands of a barcode adapter and common adapter were diluted and annealed, after which they were pipetted into each well of a 96-well PCR plate together with 1 μg of each sample and dried overnight (Oligo sequences are listed in Additional file 9: Table S8). The following day, the samples were digested with 20 μl of a NIaIII and PstI enzyme mix (NEB) in NEB Cutsmart Buffer at 37 °C for 2 h. After the digest, a 30 μl mix with 1.6 μl of T4 DNA ligase (NEB) was added to each well and placed on a thermocycler (16 °C 60 min followed by 80 °C 30 min for enzyme inactivation). By doing this, barcode and common adapters with ends complementary to those generated by the two restriction enzymes were ligated to the genomic DNA. Samples were cleaned with CleanNGS beads (CleanNA) using 90 μl of beads for each well and following the manufacturer’s instructions. Samples were eluted in 25 μl ddH_2_O and DNA was quantified using a dsDNA HS Qubit assay (Thermo Fisher). Samples were pooled in an equimolar fashion, size-selected (300-450 bp) by loading 400 ng of each pooled sample on an agarose gel followed by a cleaning step using the Nucleospin Gel and PCR clean-up kit (Macherey-Nagel). Samples were PCR amplified using the Phusion High-Fidelity DNA Polymerase (NEB) and an annealing temperature of 68 °C over 15 amplification cycles (OG218/OG219). Resulting amplicons were cleaned with CleanNGS beads in a 1:1.2 ratio (sample:beads) and sequenced with 2 × 75 bp on the Miseq platform (12 pM loading concentration), yielding from 0.2 × 10^6^ to 1 × 10^6^ fragments per sample.

Data processing and statistical analysis was performed on the public Galaxy server usegalaxy.eu. Briefly, fastq files were uploaded and demultiplexed using the “Je-demultiplex” tool [106]. Reads were mapped to the mm10 mouse reference genome (GRCm38) using “Map with BWA” [107, 108]. Read counts for each chromosome were calculated with “multiBamSummary” [109] and normalized to a previously karyotyped XX control cell line (using Dapi-stained metaphase spreads and chromosome painting).

### RNA-seq

For the RNA sequencing of 1.8 XX and 1.8 XO cell lines, libraries were generated using the Tru-Seq Stranded Total RNA library preparation kit (Illumina) with 1 μg starting material and amplified with 15 cycles of PCR. Libraries were sequenced 2 × 50 bp on one HiSeq 2500 lane (22 pM loading concentration), which generated ~ 40 Mio fragments per sample. The reads were mapped with the STAR aligner allowing for maximally 2 mismatches to the mm10 mouse reference genome (GRCm38) and quantified using the ENSEMBL gene annotation [110], resulting in ~ 80% uniquely mapped reads. Gene expression values (rpkm) were obtained using the EdgeR package in RStudio [111]. Rpkm values are provided in Additional file 5: Table S4.

For RNA sequencing of the mutant cell lines, the QuantSeq 3′ mRNA-Seq Library Prep Kit (FWD) for Illumina (Lexogen) was used with 800 ng starting material. Samples were sequenced with 1 × 75 bp on the NextSeq 500 Platform (2 pM loading concentration), which generated 1.5–3 Mio reads per sample. Read mapping, UMI collapsing, and read counting were performed with the FWD-UMI Mouse (GRCm38) Lexogen QuantSeq 2.6.1 pipeline from the BlueBee NGS data analysis platform (https://www.bluebee.com/). 62–68% of reads were mapped uniquely. Differential expression analysis was carried out, excluding X-chromosomal genes, using the EdgeR package in RStudio, together with normalization of gene expression values (cpm) [111]. Cpm values are provided in Additional file 6: Table S5.

### Single-cell RNA-seq data analysis

For reanalysis of previously published scRNA-seq data, the normalized counts and the cell type annotation were downloaded from https://github.com/rargelaguet/scnmt_gastrulation. Sex annotation was provided by Ricard Argelaguet. For comparison of individual genes between male and female cells, a Wilcoxon rank sum test was performed using the wilcox.test function in R. For comparing chromosome-wide expression, counts for all genes located on a specific chromosome were summed up for each cell and then compared with a Wilcoxon rank sum test as described above. For the analysis of gene groups (naive and primed pluripotency markers), the log2-transformed counts for all genes in the group were averaged for each cell and then analyzed as above.

### Mass spectrometry

#### GFP immunoprecipitation

The GFP immunoprecipitation protocol was performed as described previously with minor modifications [112]. Briefly, cells were treated with 15 μM of MG132 for 3 h prior to harvesting. Cells were pelleted and resuspended in 1 ml of lysis buffer containing 150 mM NaCl, 50 mM Tris, pH 7.5, 5% glycerol, 1% IGEPAL-CA-630, 1 mM MgCl_2_, 200 U benzonase (Merck), and EDTA-free complete protease inhibitor cocktail (Roche). Cells were incubated on ice for 30 min to allow cell lysis. Lysates were centrifuged at 4000×*g* and 4 °C for 15 min, and the supernatant was incubated with 50 μl magnetic beads coupled to monoclonal mouse anti-GFP antibody (Miltenyi Biotec) for 20 min on ice. Magnetic columns were equilibrated by washing first with 250 μl of 100% EtOH followed by two washes with the same volume of lysis buffer. After the 20 min incubation, the lysates were applied to the column followed by three washes with 800 μl of ice-cold wash buffer I (150 mM NaCl, 50 mM Tris, pH 7.5, 5% glycerol, and 0.05% IGEPAL-CA-630) and two washes with 500 μl of wash buffer II (150 mM NaCl, 50 mM Tris, pH 7.5, and 5% glycerol). Column-bound proteins were subsequently pre-digested with 25 μl 2 M urea in 50 mM Tris, pH 7.5, 1 mM DTT, and 150 ng trypsin (Roche) for 30 min at room temperature. Proteins were eluted by adding two times 50 μl elution buffer (2 M urea in 50 mM Tris, pH 7.5, and 5 mM chloroacetamide). Proteins were further digested overnight at room temperature. The tryptic digest was stopped by adding formic acid to a final concentration of 2%.

#### Sample preparation for proteomics with label-free quantification (LFQ)

Proteomics sample preparation was done according to a published protocol with minor modifications [113]. Approximately 2 × 10^7^ cells were lysed under denaturing conditions in a buffer containing 3 M guanidinium chloride (GdmCl), 5 mM tris (2-carboxyethyl) phosphine, 20 mM chloroacetamide, and 50 mM Tris-HCl pH 8.5. Lysates were denatured at 95 °C for 10 min shaking at 1000 rpm in a thermal shaker and sonicated in a water bath for 10 min. A small aliquot of cell lysate was used for the bicinchoninic acid (BCA) assay to quantify the protein concentration. In total, 50 μg protein of each lysate was diluted with a dilution buffer containing 10% acetonitrile and 25 mM Tris-HCl, pH 8.0, to reach a 1 M GdmCl concentration. Then, proteins were digested with LysC (Roche, Basel, Switzerland; enzyme to protein ratio 1:50, MS-grade) shaking at 700 rpm at 37 °C for 2 h. The digestion mixture was diluted again with the same dilution buffer to reach 0.5 M GdmCl, followed by a tryptic digestion (Roche, enzyme to protein ratio 1:50, MS-grade) and incubation at 37 °C overnight in a thermal shaker at 700 rpm.

#### LC-MS/MS instrument settings for shotgun proteome profiling

Peptide desalting was performed according to the manufacturer’s instructions (Pierce C18 Tips, Thermo Scientific, Waltham, MA). Desalted peptides were reconstituted in 0.1% formic acid in water and further separated into four fractions by strong cation exchange chromatography (SCX, 3 M Purification, Meriden, CT). Eluates were first dried in a SpeedVac, then dissolved in 5% acetonitrile and 2% formic acid in water, briefly vortexed, and sonicated in a water bath for 30 s prior injection to nano-LC-MS. LC-MS/MS was carried out by nanoflow reverse phase liquid chromatography (Dionex Ultimate 3000, Thermo Scientific) coupled online to a Q-Exactive HF Orbitrap mass spectrometer (Thermo Scientific), as reported previously [114]. Briefly, the LC separation was performed using a PicoFrit analytical column (75 μm ID × 50 cm long, 15 μm Tip ID; New Objectives, Woburn, MA) in-house packed with 3-μm C18 resin (Reprosil-AQ Pur, Dr. Maisch, Ammerbuch, Germany). Peptides were eluted using a gradient from 3.8 to 38% solvent B in solvent A over 120 min at 266 nL per minute flow rate. Solvent A was 0.1% formic acid and solvent B was 79.9% acetonitrile, 20% H_2_O, 0.1% formic acid. For the IP samples, a 1 h gradient was used. Nanoelectrospray was generated by applying 3.5 kV. A cycle of one full Fourier transformation scan mass spectrum (300–1750 m/z, resolution of 60,000 at m/z 200, automatic gain control (AGC) target 1 × 10^6^) was followed by 12 data-dependent MS/MS scans (resolution of 30,000, AGC target 5 × 10^5^) with a normalized collision energy of 25 eV. In order to avoid repeated sequencing of the same peptides, a dynamic exclusion window of 30 s was used. In addition, only peptide charge states between two to eight were sequenced.

#### Data analysis

Raw MS data were processed with MaxQuant software (v1.6.0.1) and searched against the mouse proteome database UniProtKB with 22,286 entries, released in December 2018. Parameters of MaxQuant database searching were a false discovery rate (FDR) of 0.01 for proteins and peptides, a minimum peptide length of seven amino acids, a first search mass tolerance for peptides of 20 ppm, and a main search tolerance of 4.5 ppm, and using the function “match between runs”. A maximum of two missed cleavages was allowed for the tryptic digest. Cysteine carbamidomethylation was set as fixed modification, while N-terminal acetylation and methionine oxidation were set as variable modifications. Contaminants, as well as proteins identified by site modification and proteins derived from the reversed part of the decoy database, were strictly excluded from further analysis.

Comparison of protein abundance for both the proteomics (K13-HOM vs XX wildtype) and the IP datasets (GFP-Kelch vs GFP, D-GFP-Klhl13 vs D-GFP) was performed with Perseus (v1.6.1.3). LFQ intensities, originating from at least two different peptides per protein group, were transformed by log_2_. Only groups with valid values in at least one group were used, and missing values were replaced by values from the normal distribution. Statistical analysis for differential expression was done by a two-sample *t*-test with Benjamini-Hochberg (BH, FDR of 0.05) correction for multiple testing. The processed output files can be found in Additional file 7: Table S6 (IP-MS) and Additional file 8: Table S7 (Proteome).

For the identification of Klhl13 interaction partners, cut-offs were set from the data displayed in the volcano plots using a previously published method [115]. Briefly, a graphical formula as a smooth combination of the following parameters was implemented:

$$ -{\log}_{10}(p)\ge \frac{c}{\mid x\mid -{x}_{\mathrm{o}}} $$

*x*: enrichment factor of a protein

*p*: *p* value of the *t*-test, calculated from replicates

*x*_o_: fixed minimum enrichment

*c*: curvature parameter

We optimized parameters *c* and *x*_o_ such as to have 10% FDR (left-sided outliers) while maximizing the number of right-sided outliers. In the case of the GFP-Kelch IP, *c* = 0.32 and *x*_o_ = 0.02. For the D-GFP-Klhl13 IP, *c* = 0.28 and *x*_o_ = 0.04. Proteins without an associated gene name were filtered out in further analyses. Known Klhl13 interaction partners were extracted from the Biogrid database (Arih1, Aurkb, C1qbp, Cd2ap, Cops2, Cops4, Cops5, Cops6, Cops7a, Cul3, Dcun1d1, Hsp90aa1, Kiaa1429, Klhl21, Klhl22, Klhl9, Mad2l1, Nhlrc2, Nudcd3, Tfg, Ube2m, Ubxn7, Usp11, Zmym4).

## Supplementary Information

**Additional file 1:** Figure S1. Identification of X-chromosomal MAPK regulators through a pooled CRISPR knockout screen. Figure S2. Secondary CRISPR screens profiling pluripotency factors, differentiation kinetics and Mek phosphorylation. Figure S3. Sex differences in embryonic stem cells and mouse embryos. Figure S4. Perturbation of Klhl13 and Dusp9 in mESCs. Figure S5. Heterozygous mutations of Klhl13 and Dusp9 in female mESCs partially phenocopy the male pluripotency state. Figure S6. Identification of Klhl13 target proteins that mediate its effect on pluripotency and differentiation. Figure S7. Effects of putative Klhl13 targets proteins on MAPK target gene and pluripotency factor expression.

**Additional file 2:** Table S1. GeCKOx sgRNA library.

**Additional file 3:** Table S2. Screen analysis: Enrichment, false discovery rate (FDR), rank and hit summary of the generated primary and secondary screens together with the proliferation effects for the SRE-Elk and Nanog screens.

**Additional file 4:** Table S3. GeCKOxs sgRNA library.

**Additional file 5:** Table S4. RNA-seq data of 1.8 XX/XO mESCs (Rpkm values).

**Additional file 6:** Table S5. RNA-seq data of Dusp9 and Klhl13 mutant mESCs (Cpm values).

**Additional file 7:** Table S6. IP-MS data for full length Klhl13 and the Kelch domain, showing LFQ (label-free quantification) protein intensities (log2), fold change (FC) and statistical comparison of GFP-Kelch vs GFP and D-GFP-Klhl13 vs D-GFP.

**Additional file 8:** Table S7. Proteome comparison of 1.8 XX and K13HOM mESCs (2 clones, 3 replicates), including LFQ protein intensities (log2), fold change and statistical comparison of K13HOM vs XX cells.

**Additional file 9:** Table S8. Antibodies, cell lines, plasmids, gRNAs, oligos and primers used in the study.

**Additional file 10.** Review history.

## Data Availability

The datasets generated during the current study are available in the GEO repository, with identifiers GSE142348, GSE142349, and GSE142350 (SuperSeries GSE143784) [116] and via ProteomeXchange with identifiers PXD016729 [117] and PXD017875 [118]. The published single-cell RNA-seq data set [52] reanalyzed in this study is available at https://github.com/rargelaguet/scnmt_gastrulation [119].

# Supplementary material for: Identification of X-chromosomal genes that drive sex differences in embryonic stem cells through a hierarchical CRISPR screening approach
**Source:** Genome Biol. 2021 Apr 16;22:110. doi: 10.1186/s13059-021-02321-2
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Identification of X-chromosomal MAPK regulators through a pooled CRISPR knockout screen. Figure S2. Secondary CRISPR screens profiling pluripotency factors, differentiation kinetics and Mek phosphorylation. Figure S3. Sex differences in embryonic stem cells and mouse embryos. Figure S4. Perturbation of Klhl13 and Dusp9 in mESCs. Figure S5. Heterozygous mutations of Klhl13 and Dusp9 in female mESCs partially phenocopy the male pluripotency state. Figure S6. Identification of Klhl13 target proteins that mediate its effect on pluripotency and differentiation. Figure S7. Effects of putative Klhl13 targets proteins on MAPK target gene and pluripotency factor expression.

Figure S1

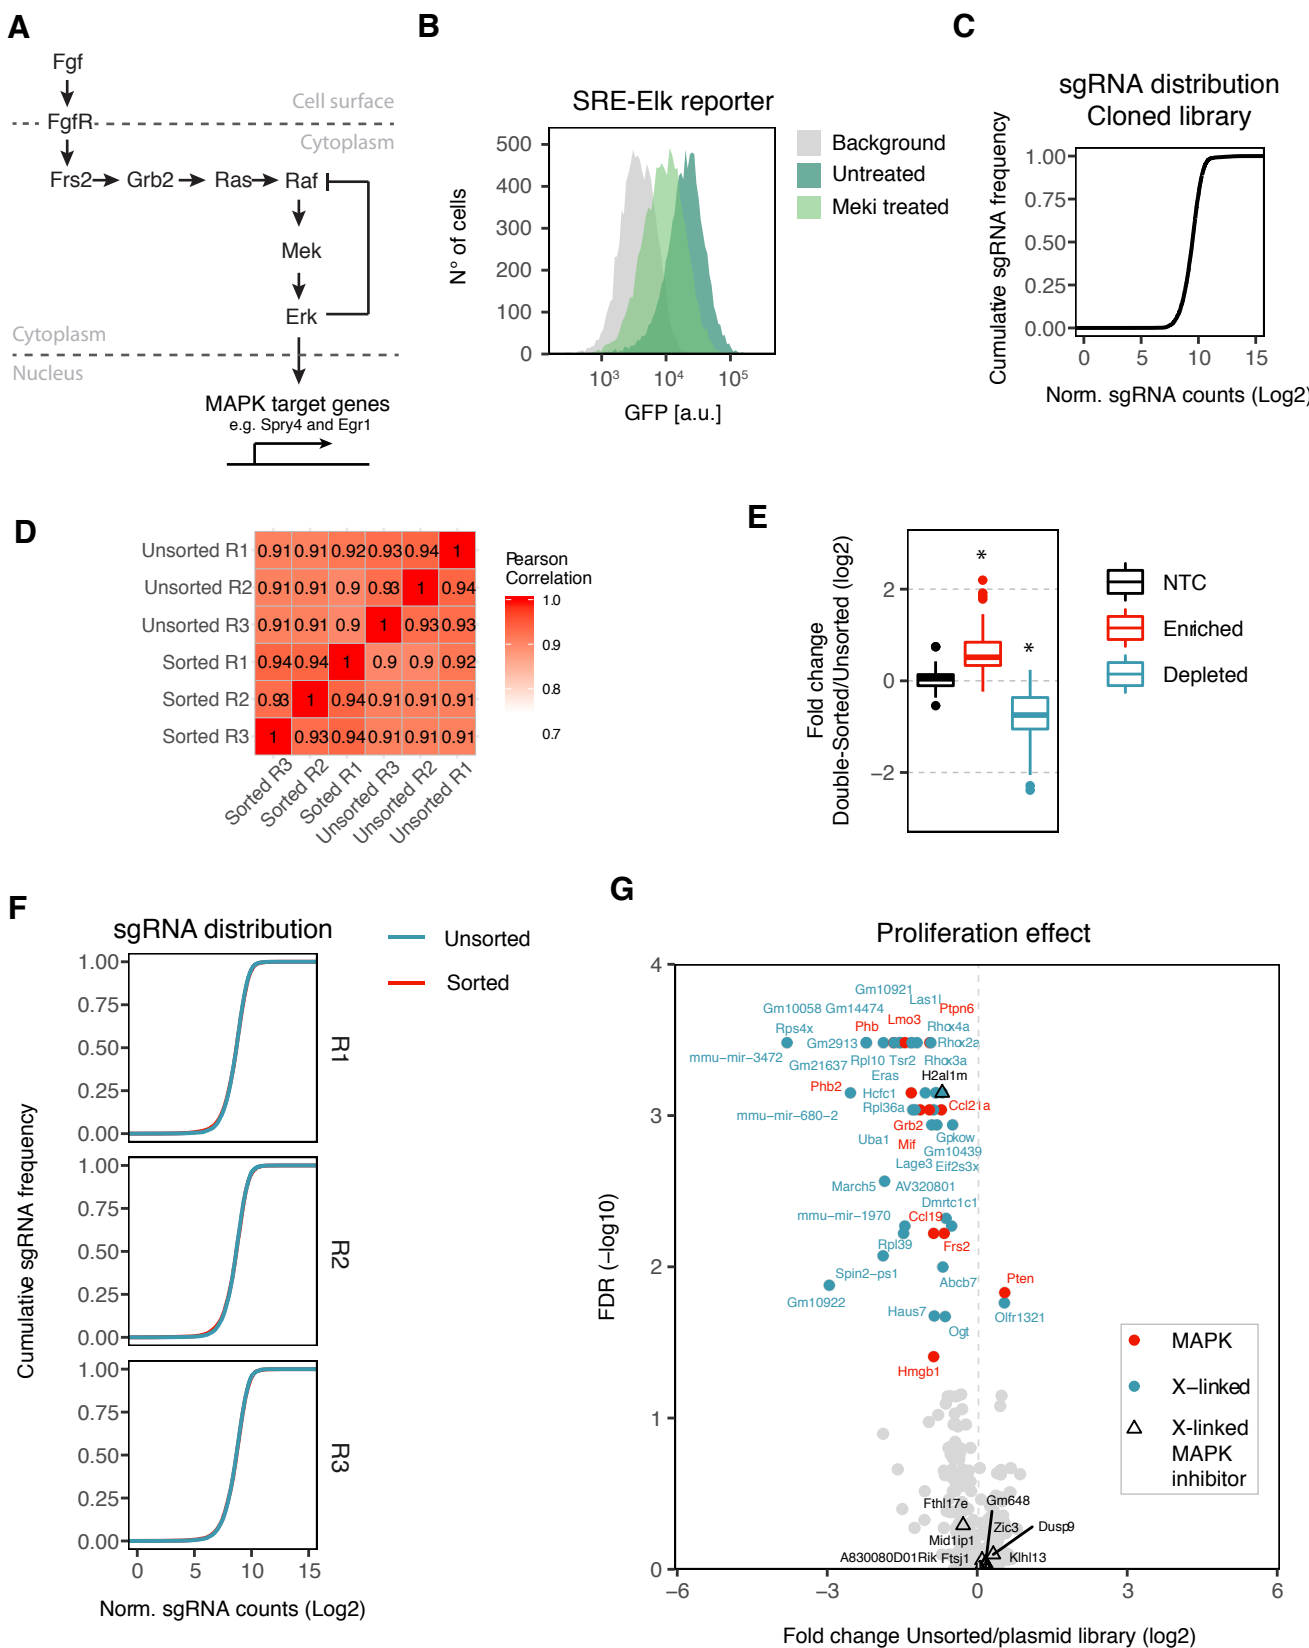

**Figure S1. Identification of X-chromosomal MAPK regulators through a pooled CRISPR knockout screen.**

(A) Schematic description of the MAPK signaling pathway. Briefly, the fibroblast growth factor (Fgf) binds and activates the Fgf receptor (FgfR), leading to the formation of a complex consisting of the FgfR Substrate 2 (Frs2) and growth factor receptor-bound protein 2 (Grb2). This complex activates the small GTPase Ras which triggers the kinase cascade of Raf, Mek and Erk. Phosphorylated Erk translocates to the nucleus and activates MAPK target genes. Erk-dependent deactivation of Raf constitutes a strong negative feedback loop.

(B) Flow cytometry measurement of GFP fluorescence in 1.8-SRE-Elk ESCs, treated for 48 h with 1  $\mu$ M of the Mek inhibitor U0126 (Meki treated) or with DMSO (Untreated). The parental 1.8 mESC line is shown in grey.

(C) sgRNA distribution in the cloned GeCKOx library.

(D) Heatmap showing the pearson correlation coefficients between the sgRNA counts of all unsorted and double-sorted fractions in the MAPK screen.

(E) Mean fold change between the double-sorted and unsorted populations for non-targeting controls and for individual sgRNAs targeting significantly enriched or depleted genes (FDR < 0.05, MAGeCK), \*  $p < 0.05$ , Wilcoxon rank sum test.

(F) sgRNA distribution in sorted and unsorted fractions in all 3 replicates.

(G) To detect genes that affect growth of mESCs, the sgRNA abundance was compared in the unsorted cells (day 7 after transduction) and the cloned plasmid GeCKOx library. Genes with a FDR<0.05 (MAGeCK) are highlighted in red (MAPK controls) and blue (X-linked genes). Triangles mark the identified X-linked MAPK inhibitors (compare Fig. 1C).

Figure S2

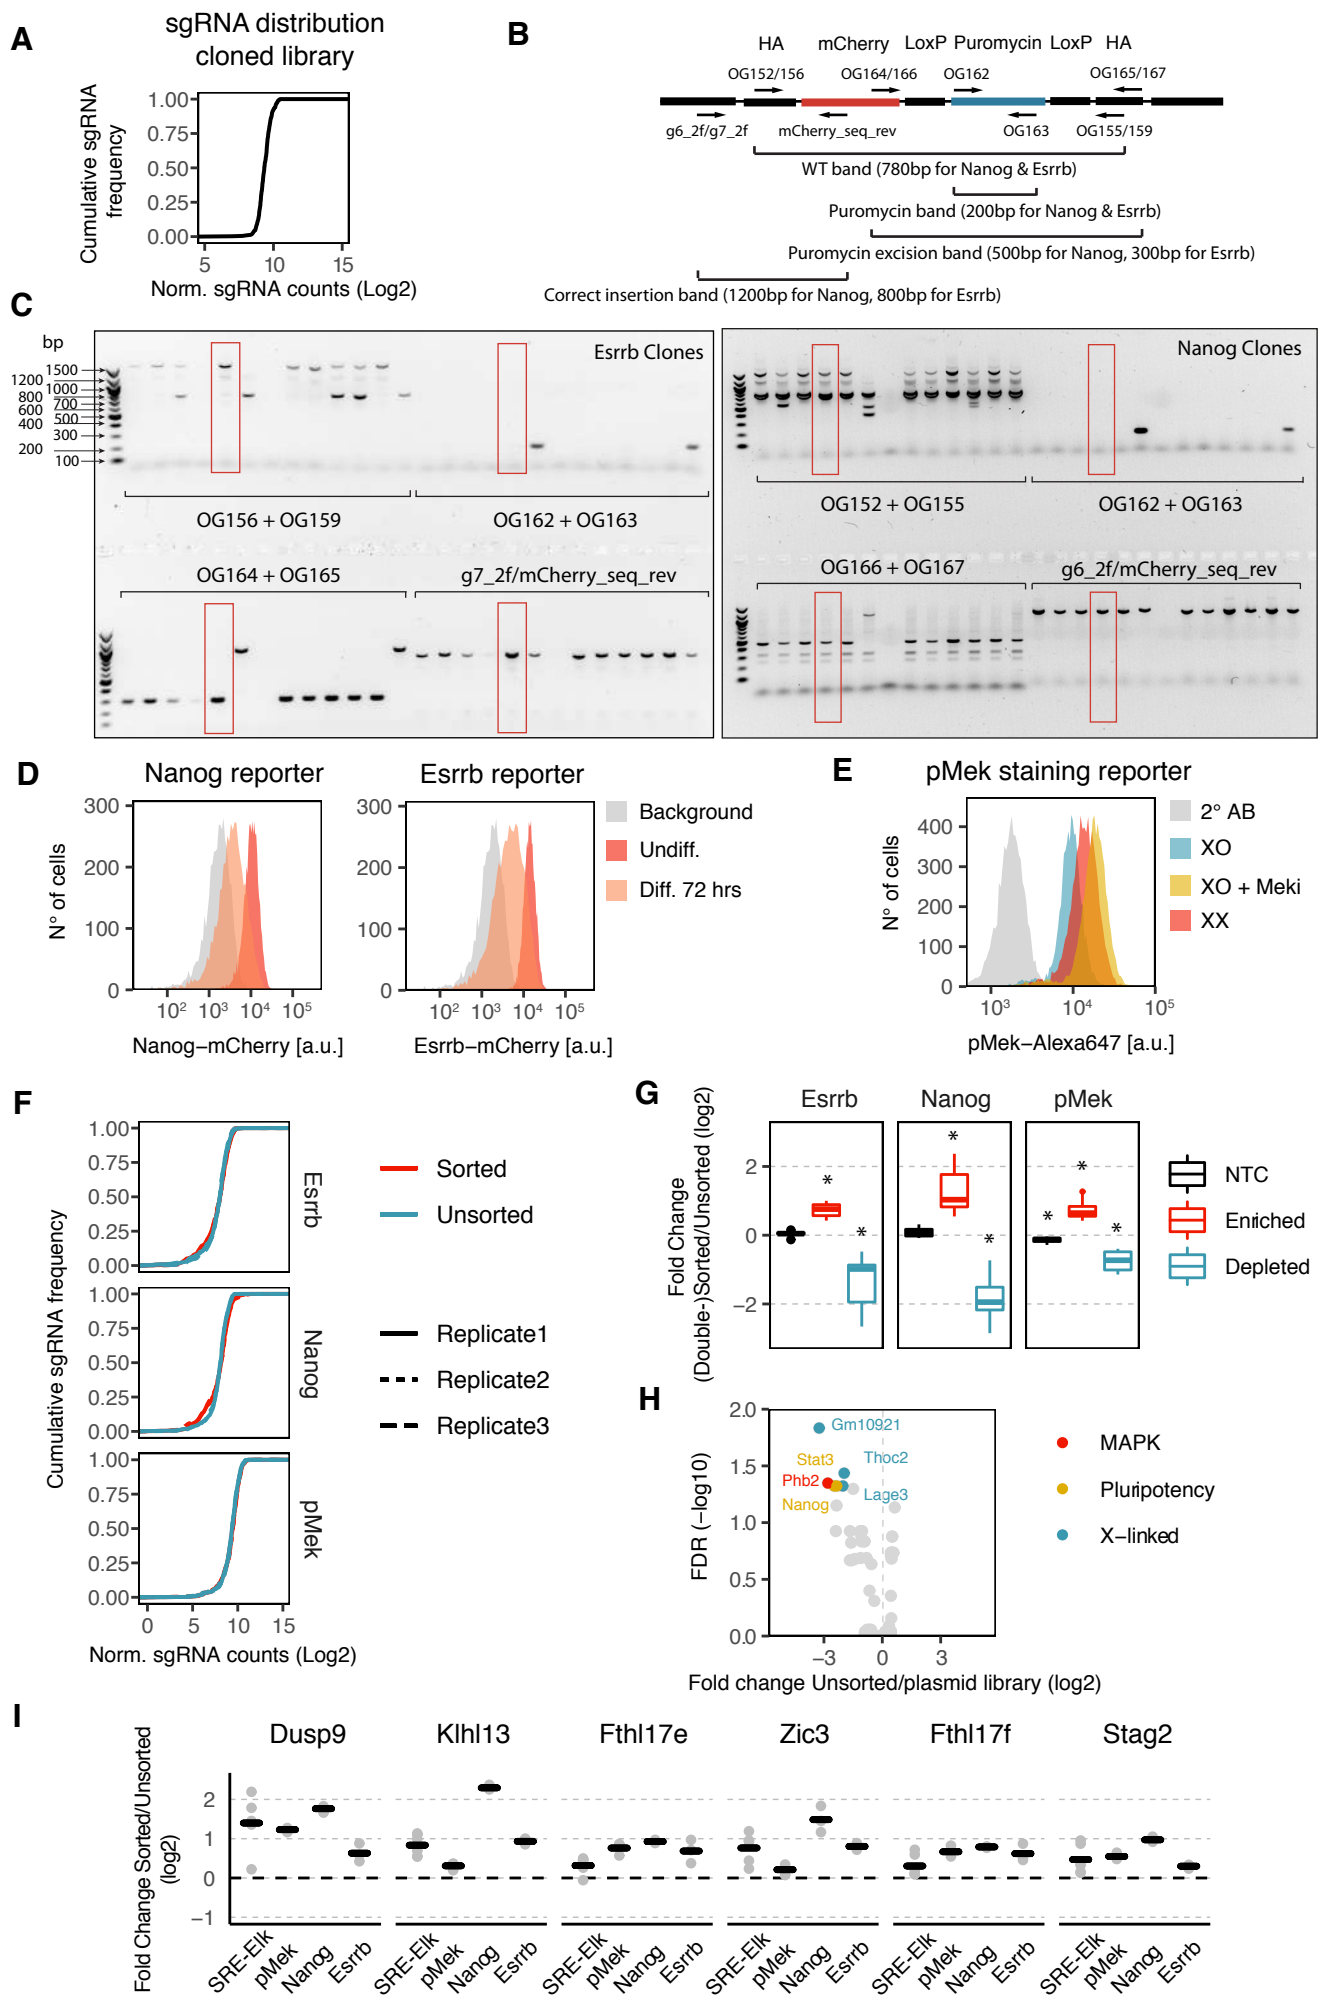

**Figure S2. Secondary CRISPR screens profiling pluripotency factors, differentiation kinetics and Mek phosphorylation**

(A) sgRNA distribution of the cloned GeCKOxs library.

(B-C) Genotyping of Nanog and Esrrb tagged cell lines. (B) Primer locations are shown as arrows and are labelled with the primer number. The expected amplicons are shown below. (C) Genotyping PCR results using the indicated primer pairs, clones used for the secondary screens are highlighted in red.

(D) Flow cytometry measurement of 1.8-Nanog-mCherry (left) and 1.8-Esrrb-mCherry mESCs (right) before and after 3 days of differentiation, showing the expected differentiation-induced down-regulation of the two pluripotency factors.

(E) Intracellular pMek staining of 1.8 XX, XO and XO cells treated with Mek inhibitor (Meki) PD0325901 for 48 h, showing the expected feedback-mediated increase in XX mESCs and upon Meki treatment.

(F) Cumulative sgRNA distribution in unsorted and sorted fractions for all replicates of all 3 secondary screens.

(G) Mean fold change between the (double-)sorted and unsorted populations for non-targeting controls and individual sgRNAs targeting significantly enriched or depleted genes (\*  $p < 0.05$ , Wilcoxon rank sum test).

(H) To detect genes that affect growth of mESCs, the sgRNA abundance was compared in the unsorted cells (day 7 after transduction) and the cloned plasmid GeCKOxs library. 

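In this comparison 4 of 130 genes were depleted, each in both unsorted libraries of the Nanog screen. Gm10921, a multicopy X-linked gene, had a log2 fold change of -3.33 ± 0.19 (SD, n = 2) (adjusted p = 0.0149 from limma and rank aggregation). Stat3 had -2.34 ± 0.02 (0.198-fold, adjusted p = 0.0395), Lage3, a subunit of the tRNA-modifying KEOPS complex, -2.25 ± 0.07 (0.211-fold, adjusted p = 0.0395), and Thoc2, a subunit of the THO complex of mRNA export, -1.96 ± 0.29 (0.257-fold, adjusted p = 0.0149). Stat3 and Lage3 did not pass with the libraries scaled to the NTCs or with a MAGeCK-style sgRNA test, nor Lage3 with only sgRNAs that have 1 perfect site. By limma and rank aggregation 0 genes were enriched, with 8 at an unadjusted p under 0.05, 0 with a MAGeCK-style test and 20 with limma on counts summed per gene. Chosen here after their values were seen, the pluripotency factors Pou5f1 and Sox2 had -3.64 and -1.73 and the prohibitin Phb2 had -3.63, and none of them passed (adjusted p = 0.511, 0.147 and 0.135). Of 10 pluripotency factors, 1 was depleted and 9 did not pass (5 depleted when adjusted over the list alone; median -1.15, camera adjusted p = 0.000171, adjusted p = 0.743 with an estimated correlation). The cloned library is 1 sample without spread of its own, so the SDs cover the unsorted libraries only and the p-values assume that it varies like these. The NTCs lay 0.33 above the targeting sgRNAs (permutation p = 0.0984; p = 0.00219 by a permutation test of rank sums, chosen after the first test had been seen), which is the shift between the scaling used and a scaling to the NTCs.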

Genes with a FDR<0.05 (MAGeCK) are highlighted.

(I) Screen results for all individual sgRNAs targeting enriched candidate genes shown in main Fig. 2H.

Figure S3

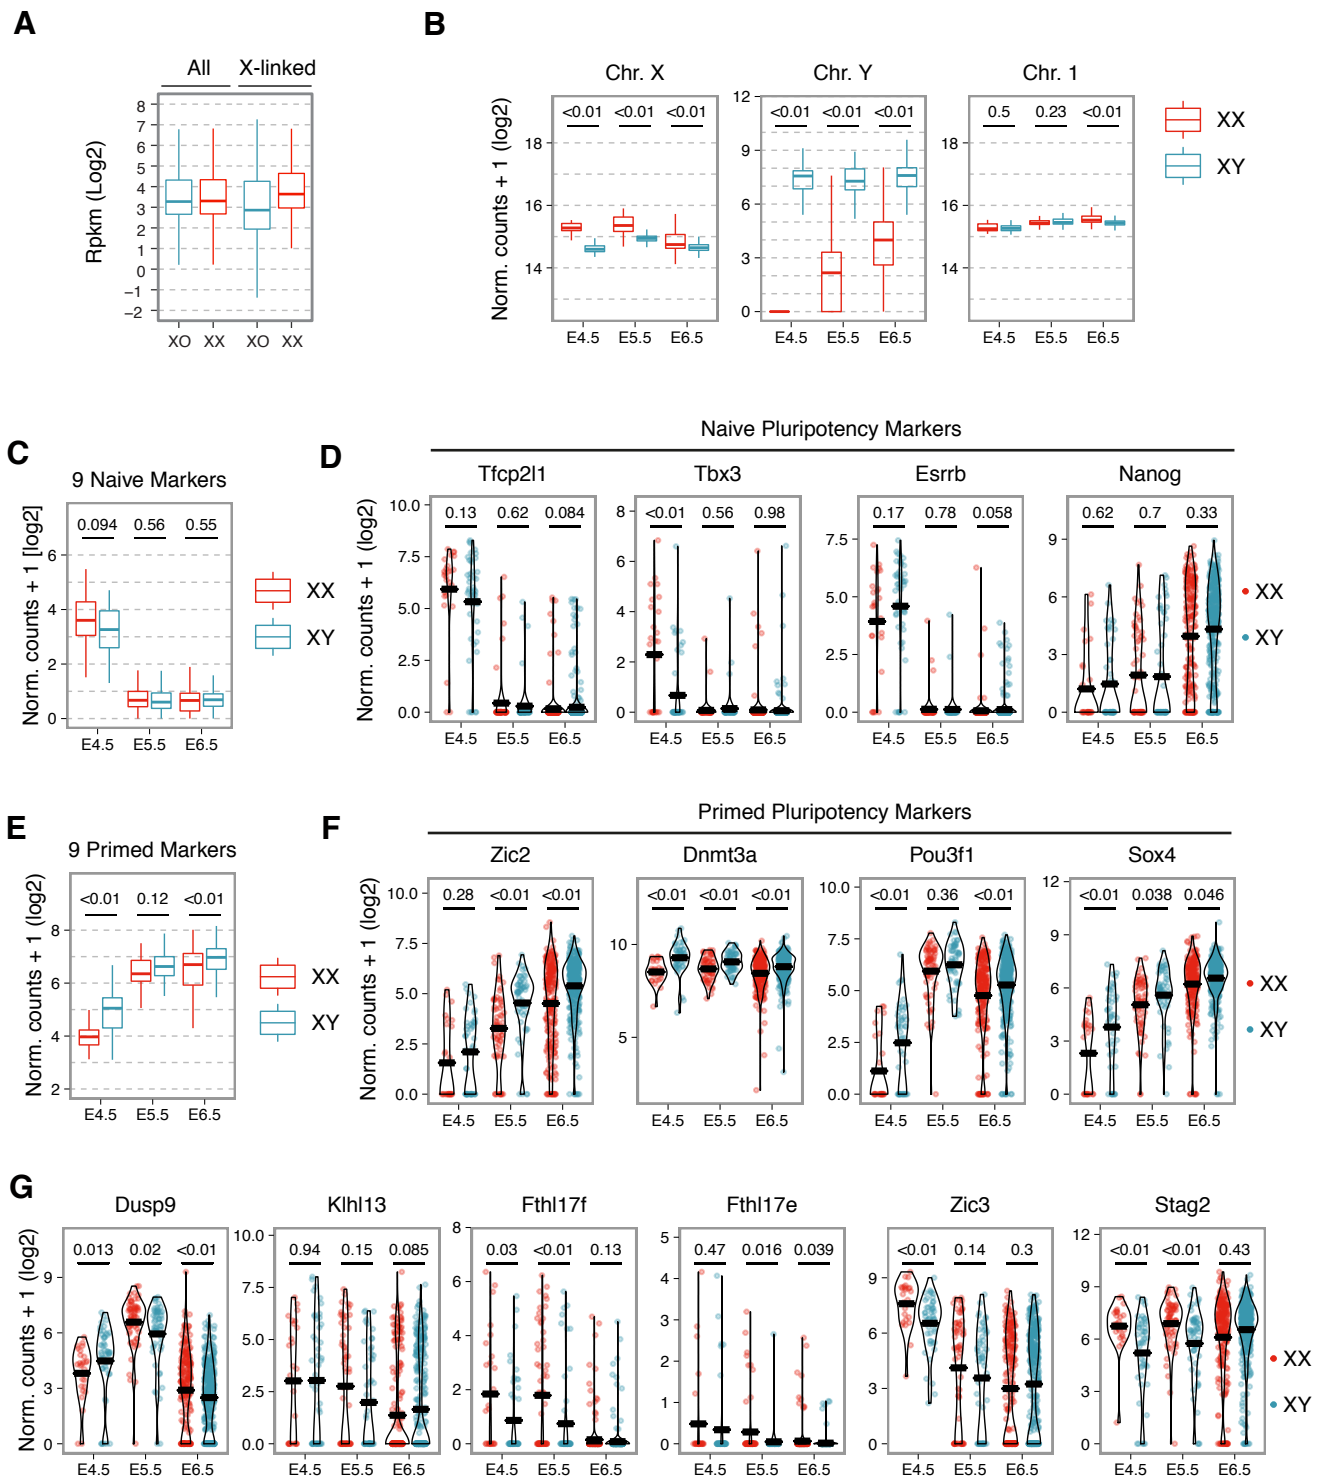

**Figure S3. Sex differences in embryonic stem cells and mouse embryos**

(A) Boxplot showing expression levels of all genes and only X-linked genes in 1.8 XX and 1.8 XO mESCs.

(B-G) Comparison of male and female epiblast cells at three time points of embryonic development by single-cell RNA sequencing (Argelaguet et al, Nature, 2019). Expression in individual cells are shown for entire chromosomes (B), mean expression for each cell of 9 naive pluripotency factors (Tfcp2l1, Tbx3, Esrrb, Rex1, Klf2, Klf5, Tcf1, Nanog, Klf4) (C), expression of 4 naive pluripotency factors (D), mean expression for each cell of 9 primed pluripotency factors (Fgf5, Otx2, Pou3f1, Dnmt3b, Lef1, Sox4, Zic2, Sall2, Dnmt3a) (E), expression of 4 primed pluripotency factors (F) and expression of X-linked genes identified through CRISPR screening (G). Thick bars in D,F,G indicate the mean. p-values for a Wilcoxon rank sum test are indicated.

Figure S4

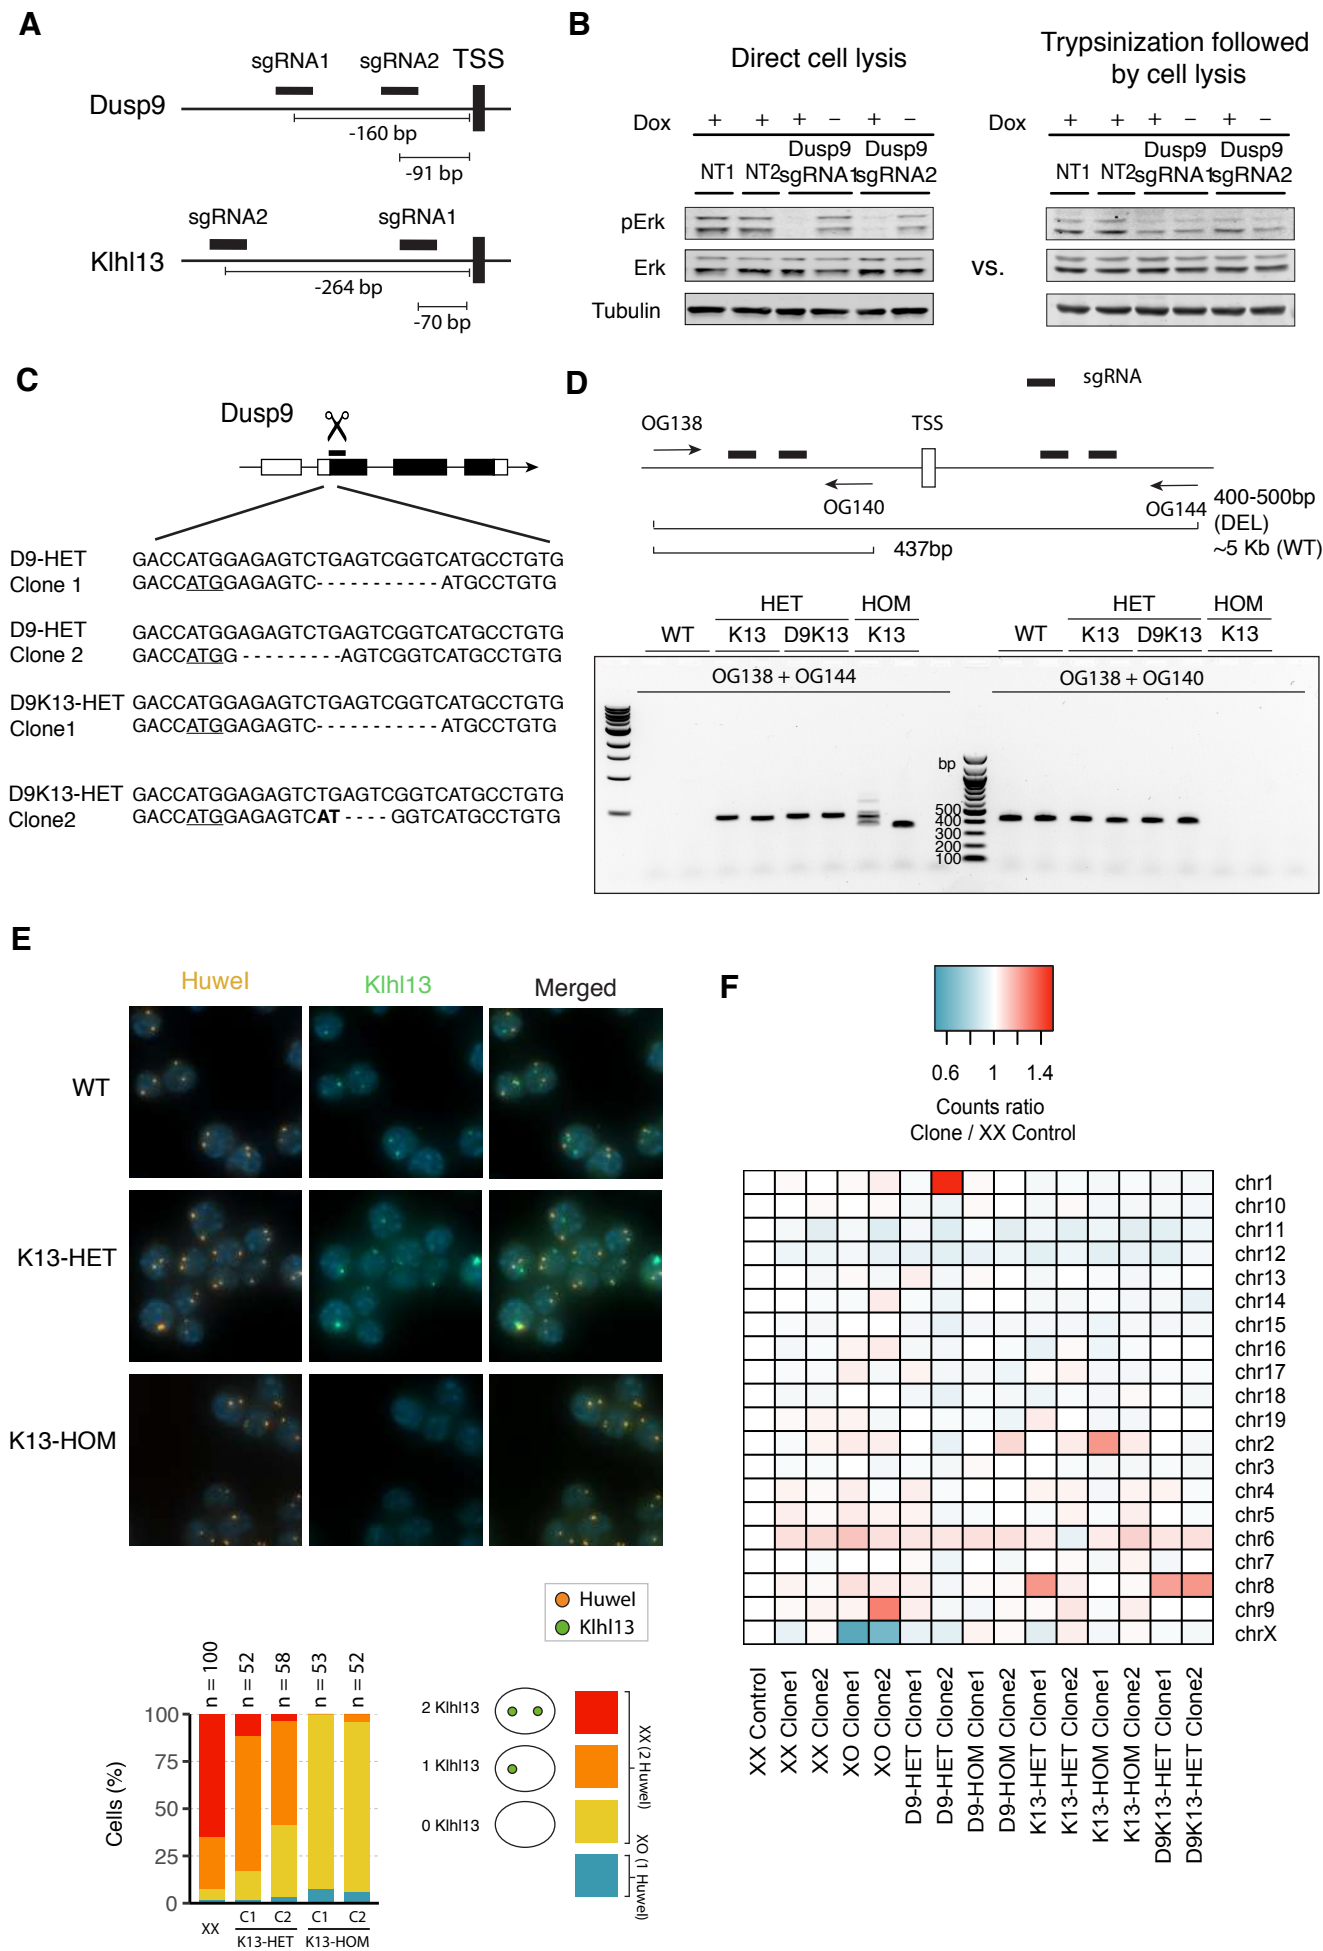

#### **Figure S4. Perturbation of Klhl13 and Dusp9 in mESCs**

(A) Position of the sgRNA sequences used to over-express Dusp9 and Klhl13 in Fig. 3. SgRNAs for Dusp9 were targeted 91 bp (chrX:73,639,328-73,639,346, GRCm38/mm10 Assembly) and 160 bp (chrX:73,639,259-73,639,277) upstream of the transcriptional start site (TSS), whereas for Klhl13 they were targeted 264 bp (chrX:23,365,328-23,365,347) and 70 bp (chrX:23,365,134-23,365,152) upstream of the TSS.

(B) Comparison of pErk levels in cells over-expressing Dusp9, harvested either through direct cell lysis (left) or after trypsinization and cell pelleting (right).

(C) Sequence of Dusp9 frameshift mutants, the start codon is underlined.

(D) PCR-genotyping of Klhl13 mutant lines. Arrows indicate primer position, thick bars sgRNA target sites.

(E) RNA fluorescence in situ hybridization of wildtype, heterozygous and homozygous Klhl13 mutant mESCs using probes for Klhl13 (green) and another X-linked gene (Huwe1, orange). The fraction of cells with a specific pattern was quantified (bottom).

(F) Karyotyping of all cell lines used in Fig. 4 by double digest genotyping by sequencing (ddGBS). Counts mapping to each chromosome were normalized to an XX clone that had previously been karyotyped via metaphase spreads.

Figure S5

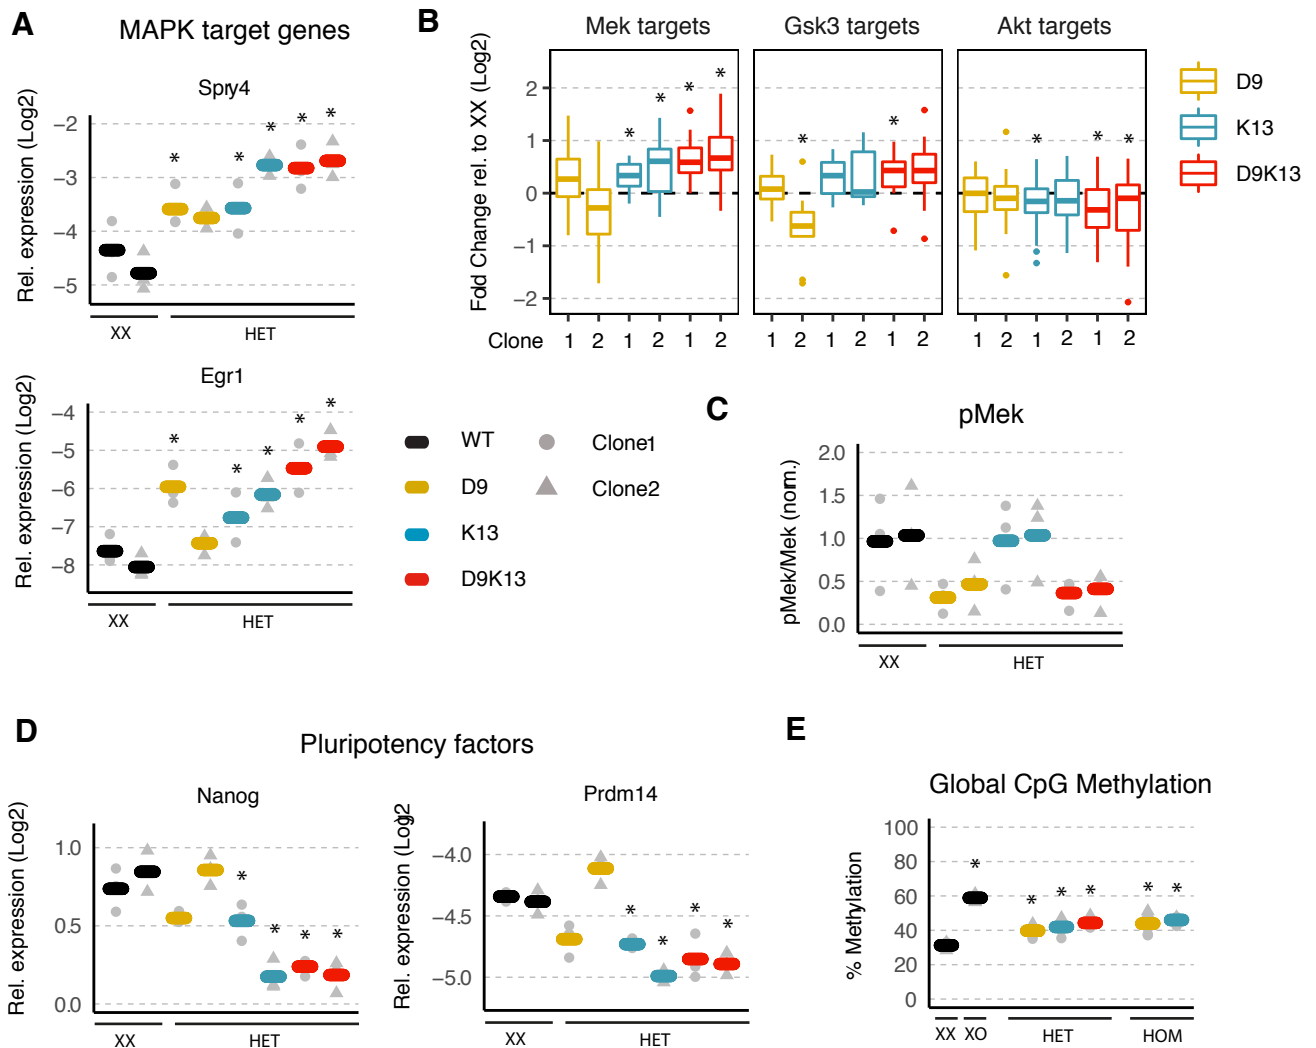

**Figure S5. Heterozygous mutations of *Klf13* and *Dusp9* in female mESCs partially phenocopy the male pluripotency state**

(A-D) Comparison of female 1.8 XX mESCs with a heterozygous (HET) deletion of *Dusp9* (yellow), *Klf13* (blue) or both (red) with the parental XX line (2 clones per genotype plotted separately). Individual measurements are shown as grey dots (clone 1) and triangles (clone 2) and the mean across three biological replicates for each clone is indicated by a thick bar. (A) Quantification of MAPK target genes by qPCR. (B) Boxplots showing expression of Mek (left), Gsk3 (middle) and Akt (right) target genes in each clone for cell lines with the indicated genotype, normalized to the average expression in two XX clones, as assessed by RNA-seq. Boxes indicate the 25th to 75th percentiles and the central line represents the median. (C) Quantification of pMek, normalized to total Mek and to the XX control cells by immunoblotting. (D) Pluripotency factor expression (*Nanog* and *Prdm14*) assessed by qPCR. \*  $p < 0.05$  Wilcoxon rank sum test (B), otherwise two-tailed paired Student's t-test comparing each clone for a given mutant cell line and the mean of the two analyzed XX wildtype control clones. (E) Global CpG methylation levels assessed via pyrosequencing-based luminometric DNA methylation assay (LUMA) in the cell lines used in Fig. 4 in Serum/LIF conditions. Individual measurements are shown as grey dots (clone 1) and triangles (clone 2) and the mean across two clones and three biological replicates is indicated by a thick bar. \*  $p < 0.05$  two-tailed paired Student's t-test comparing each mutant/XO cell line with the XX wildtype cells

Figure S6

A

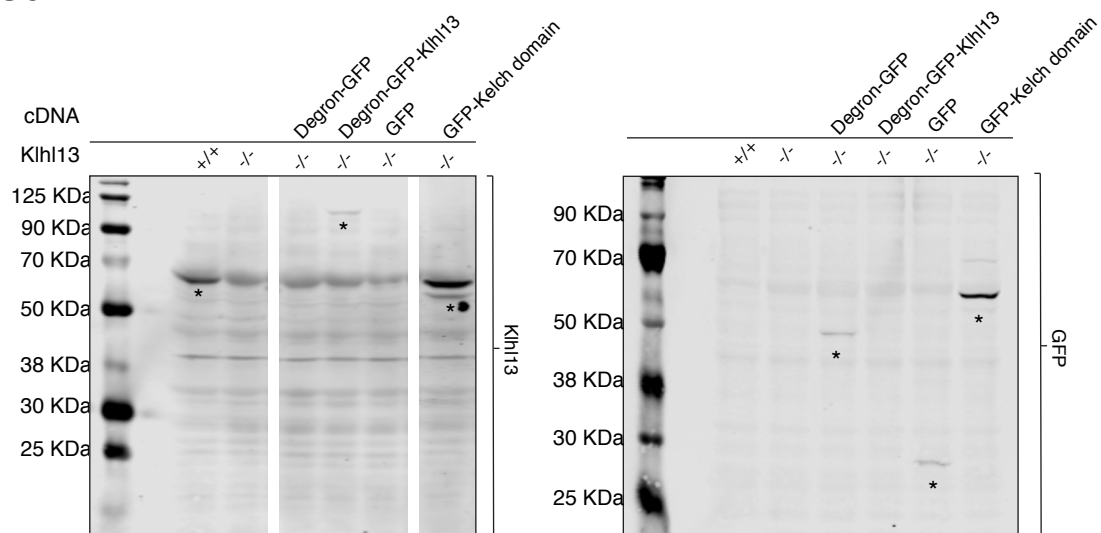

**Figure S6. Identification of Khl13 target proteins that mediate its effect on pluripotency and differentiation**

(A) Immunoblotting of protein lysates from female K13-HOM cell lines expressing constructs for the identification of Khl13 interacting proteins and an XX wildtype control. Membranes were incubated with an anti-Khl13 antibody (left) and an anti-GFP antibody (right). \* bands with the expected size.

Figure S7

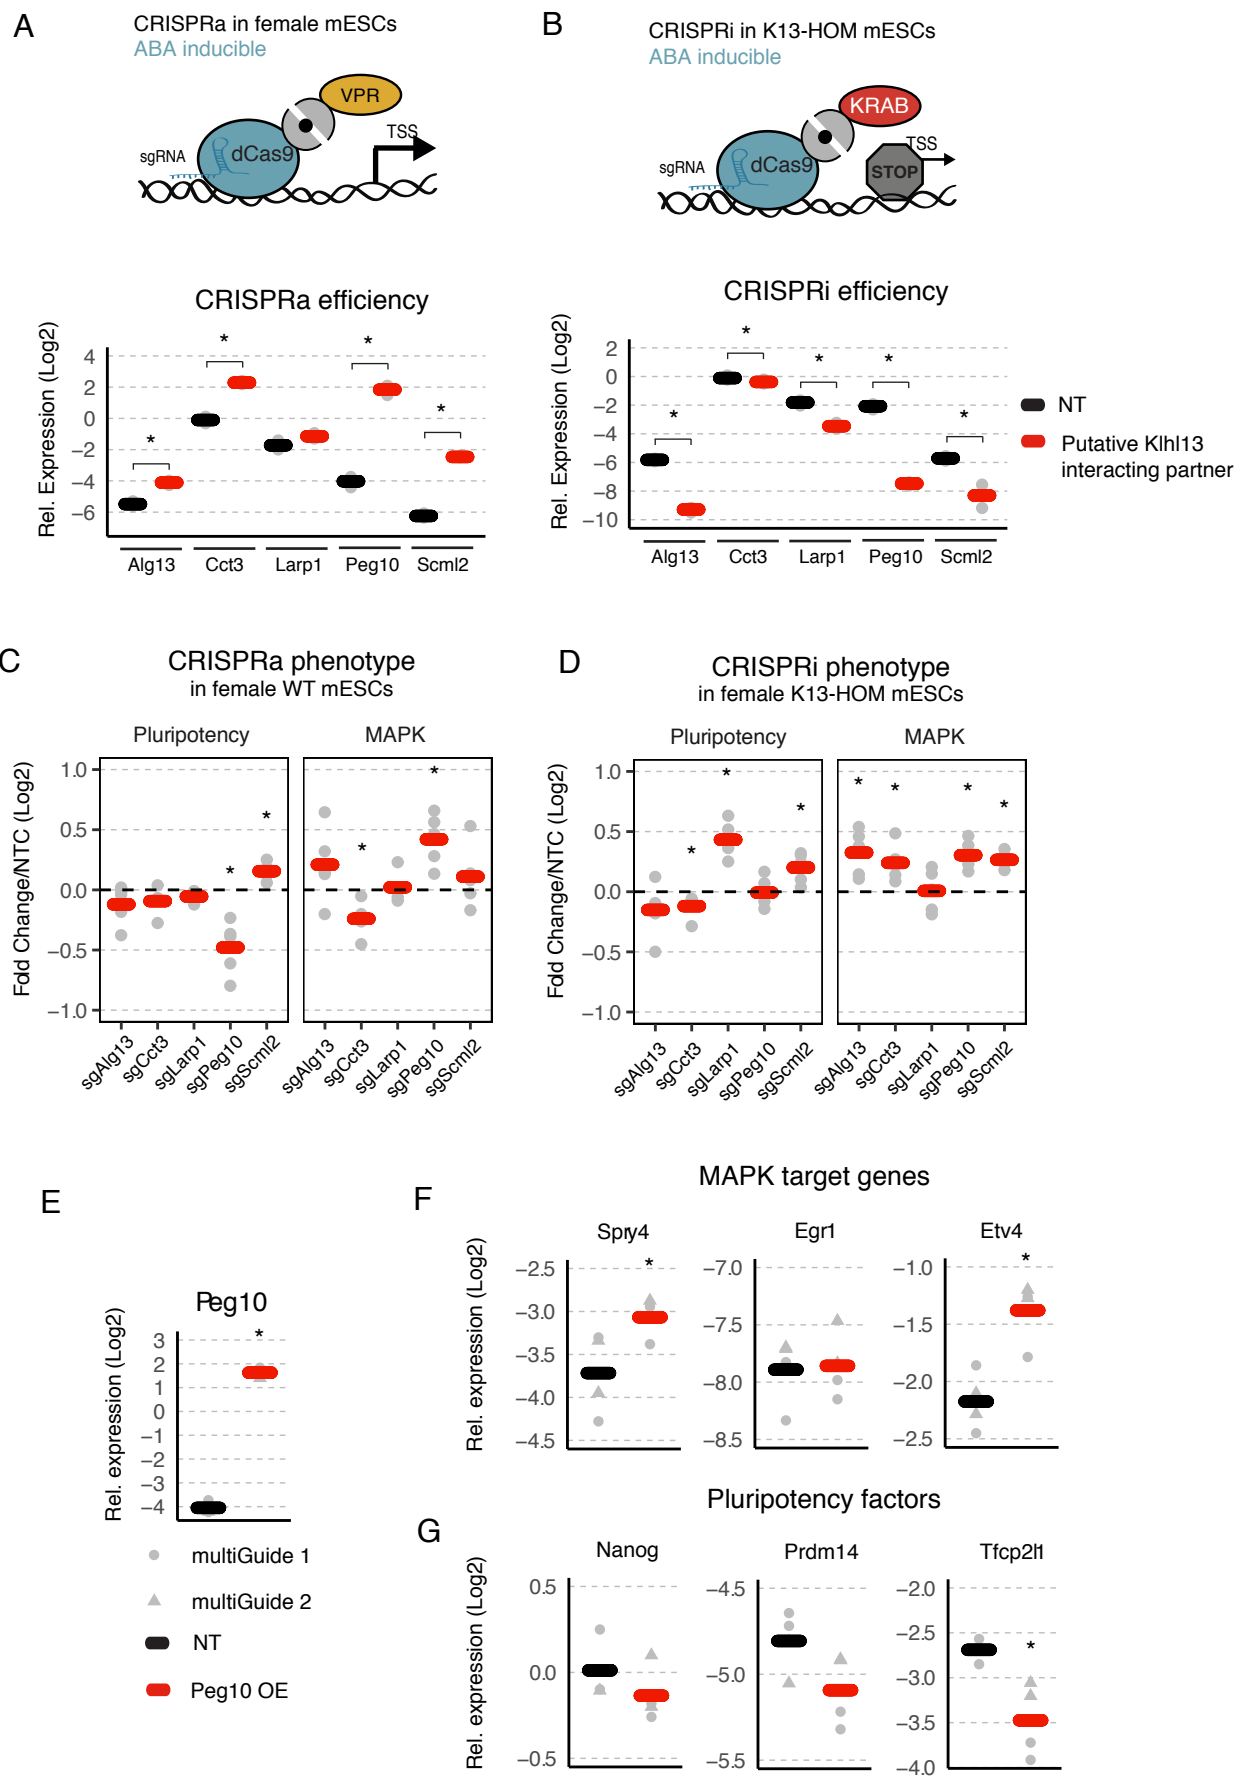

**Figure S7. Effects of putative Klf13 target proteins on MAPK target gene and pluripotency factor expression**

(A-B) 1.8 female wildtype mESCs stably expressing the CRISPRa system (A) and 1.8 female K13-HOM mESCs stably expressing the indicated CRISPRi system (B) were transduced with vectors expressing sgRNAs targeting the identified putative Klf13 target proteins *Alg13*, *Cct3*, *Larp1*, *Peg10* and *Scml2* (red) or NTCs (black). Expression of each gene was quantified by qPCR in cells expressing the respective sgRNAs or NTCs, as indicated. Individual biological replicates (n=3) are depicted as grey dots and the mean is indicated by a thick bar. Cells were treated with abscisic acid (ABA) for five days prior to cell harvesting for phenotypic assessment. (C-D) Expression levels assessed by qPCR of five MAPK target genes (*Spry4*, *Egr1*, *Etv4*, *Dnmt3b*, *Grhl2*) and five pluripotency factors (*Nanog*, *Prdm14*, *Tfcp2l1*, *Tbx3* and *Tcl1*) in the cells shown in (A) for (C) and in (B) for (D). Grey dots represent the mean expression of each of the five genes across three biological replicates for cells expressing the respective sgRNAs normalized to the mean expression for cells expressing NTCs for each gene, and bars represent the mean of the five assessed genes. (E-G) 1.8 female wildtype mESCs stably expressing the CRISPRa system in (A) were transduced with two different vectors (multiGuide 1 and 2) expressing sgRNAs targeting *Peg10* (red) or NTCs (black). Expression levels of *Peg10* (E), MAPK target genes (F) and pluripotency factors (G) were quantified by qPCR in cells expressing the two different *Peg10* targeting sgRNA or NTC vectors, as indicated. Individual measurements are shown as grey dots (multiGuide construct 1) and triangles (multiGuide construct 2) and the mean across the two multiGuide constructs and two biological replicates is indicated by a thick bar. Cells were treated with abscisic acid (ABA) for five days prior to cell harvesting for phenotypic assessment. \*  $p < 0.05$  one-sample Student's t-test (D-E), otherwise two-tailed paired Student's t-test comparing gene-specific sgRNAs and NTCs are indicated.

How the deposited data were processed for this re-analysis (not part of the article)

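The deposited data of the screens are sgRNA counts of 4 pooled CRISPR knockout screens and of the 2 cloned plasmid libraries. The authors amplified the sgRNA cassette from genomic DNA, counted sgRNAs with MAGeCK_count and excluded duplicated sgRNA sequences, which leaves 6508 sgRNAs of the GeCKOx library. The signal values of the screen tables are sgRNA counts that the authors normalized with MAGeCK, by 1 factor per library, before they deposited them, in which the values of each library are whole multiples of 1 step, and the plasmid tables hold raw counts. Every sample column was assigned to a condition by its label (columns not mapped: 0), and the sequencing reads were not used here. RNA sequencing and other experiments of the study were not analysed here, and the results of some genes are not reported here.

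sgRNAs with a mean normalized count of at least 10 over the libraries compared were tested with limma (version 3.58.1, with a mean-variance trend) on log2(normalized count + 1), keeping the scaling of the authors. A test for raw counts, edgeR's quasi-likelihood test with voom for the gene lists, had been planned before the data were examined, as had the alternatives that are not marked as chosen later, the gene lists and the rule for named genes. Because the tables hold normalized counts, limma on log2 values took its place. One-sided sgRNA p-values were combined per gene by robust rank aggregation (alpha 0.25, 1000000 random sets, at least 2 sgRNAs per gene), separately for enrichment and depletion, and adjusted by the Benjamini-Hochberg method over the genes tested. A gene is called at an adjusted p under 0.05. The paper used MAGeCK and the same threshold. The log2 fold change of a gene is the median over its sgRNAs, and the SD is taken over the sorted libraries, or over the unsorted libraries where these are compared with the plasmid library. For the latter comparison, the plasmid and screen tables were joined and scaled by the median of ratios.

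Genes named are those that the paper names for a comparison, the 10 called genes with the largest log2 fold change in each direction among those that moved the same way in every library, and called members of the gene lists. The paper's text and its table of fold changes had been read when this rule was written. The lists are the receptor to ERK cascade, MAPK phosphatases, inhibitors of receptor tyrosine kinase or Src signalling, pluripotency factors, the X-linked genes that the paper selects, ribosome, transcription and RNA processing, mitochondria, chromatin and cohesin, the ubiquitin system, genes of other tissues, chemokines and growth factors, multicopy X-linked families and microRNAs. They were tested with limma's camera on log2 gene sums of normalized counts, with a preset correlation of 0.01 and with an estimated correlation, and adjusted over the lists with at least 3 measured genes in a comparison. NTCs were compared with targeting sgRNAs by 100000 permutations of the sgRNA labels.

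The method was run on simulated counts with known changes, where 0 unchanged genes were called in any of the 6 designs tried. Perfect 20-base matches of each sgRNA next to an NGG motif were searched in GRCm38, and genes were placed by its annotation. Replicate numbers pair the samples of the Esrrb and pMek screens, where the bottom and unsorted libraries of 1 number deviated together (correlations of 0.567 to 0.715 and 0.474 to 0.528 across sgRNAs), so a fit with the replicate number as a block was run as an alternative. In the SRE-Elk screen these correlations were 0.0725 to 0.201, and the Nanog screen has too few pairs to tell. R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used.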

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

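Chosen after the result was seen were the test of growth to day 7 and the test of chance values of the unsorted libraries for genes outside the receptor to ERK cascade, and the tests of scaling and of the shared unsorted libraries for Fbxw7. The paper does not report the top fractions of the secondary screens. In Nanog-high against unsorted cells 18 genes were called, in Esrrb-high cells 17 and in pMek-high cells 3. The pMek-high count comes from a fit without the replicate number as a block. It was larger with the block, as given below, and 2 to 8 with any single library left out. Between bottom and top fractions 19 genes were called in the Nanog screen, 21 in the Esrrb screen and 13 in the pMek screen.

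Kdm6a and Pgk1 moved in opposite directions in different screens in every sorted library. The log2 fold change of Kdm6a was 0.57 in pMek-low and -0.50 in Esrrb-low cells, a difference of 1.07. That of Pgk1 was 0.77 in pMek-low and -1.22 in Nanog-low cells, a difference of 1.99. Neither difference was tested. Nanog-low cells are of day 9 and their unsorted cells of day 7, while pMek-low cells were compared with unsorted cells of the same day. Growth between day 7 and day 9 may therefore add to the Pgk1 value in Nanog-low cells and not to that in pMek-low cells, which was not tested. Between Nanog-low and Nanog-high cells, both of day 9, Pgk1 was not among the 19 genes called. The Kdm6a call in the Esrrb screen was lost without any 1 bottom replicate or unsorted replicate 1 or 3 (adjusted p up to 0.179), and with an alpha of 0.1. The Pgk1 call in the Nanog screen was lost without bottom replicate 1 or unsorted replicate 1. It was also lost with the replicate number as a block (adjusted p = 0.0521), with a MAGeCK-style sgRNA test and with all libraries of the screen in one fit.

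sgRNAs with many genomic sites fell between the plasmid library and unsorted cells. Multicopy X-linked families as a list did not pass (6 of 48 genes depleted, median 0.06, camera adjusted p = 0.348). Over the genes of 4 lists (2 neutral sets, multicopy families and microRNAs), the 76 sgRNAs with at least 5 perfect sites had a median log2 fold change lower by 1.41 than 776 sgRNAs with 1 site (-1.41, permutation p = 1e-04, -1.52 to -1.36 over the 3 unsorted libraries). Low counts in the plasmid library are argued against, since the difference was -1.59 after matching each sgRNA to the 5 single-site sgRNAs nearest in plasmid count. Cuts at several sites may therefore account for the depletion of these sgRNAs. A function of the genes in growth stays open, as it was not tested over the genes that have both kinds of sgRNA. Single genes of this kind differ. With only its single-site sgRNAs H2al1m had 0.08 and did not pass, while Rps4x stayed depleted.

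Genes outside the receptor to ERK cascade fell in the GFP-high cells of the SRE-Elk screen. The 27 genes had a median log2 fold change of -0.569 from the plasmid library to day 7 (one-sided permutation p = 1e-05, the smallest the permutations can give), and 13 of them were depleted there against 1.18 expected for independent lists. Chance values of the shared unsorted libraries would move these genes up, and their median lay below that of all genes by 0.570 (-0.570). The 5 depleted genes of the cascade had a lower median still from the plasmid library to day 7, so this fall does not set the genes outside the cascade apart. Slower growth between day 7 and day 9 is a candidate explanation for part of these genes, since GFP-high cells were collected 2 days later than unsorted cells. A role of the genes in MAPK signalling stays open, as does the part of the 27 genes that did not fall to day 7.

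Fbxw7, a substrate receptor of a ubiquitin ligase, rose in the Nanog-low (0.61 ± 0.17) and in the Nanog-high cells (0.65 ± 0.11; SD, n = 2), and the former call was lost without bottom replicate 2 (adjusted p = 0.100). Scaling to the NTCs left both calls (2 of 2), and low chance values of the shared unsorted libraries are argued against by its rise of 0.644 there against the plasmid library. Across 121 genes, the mean change of both Nanog fractions correlated with the change to day 7 in the SRE-Elk screen (Pearson's r = 0.341, Spearman's rho = 0.407, permutation p = 0.00032; genes are not independent replicates), while r was 0.038 in the Esrrb and 0.134 in the pMek screen, which were sorted once. Faster growth between day 7 and day 9 may account for this gene, and an effect on Nanog in both directions stays open.

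For groups of 3 libraries, other splits of the same 6 libraries were fitted. Of 10 splits, only 1 (the real one) called as many genes in each comparison. The real split called 46 genes in the SRE-Elk screen against at most 2 in the others, 20 against 2 in the Esrrb screen, 12 against 1 in the pMek screen, 17 against 1 in Esrrb-high cells, 3 against 2 in pMek-high cells, and 21 against 0 and 13 against 0 between bottom and top of the Esrrb and pMek screens. Among splits that part as many pairs of replicate numbers, the highest others were 2 and 0 in the Esrrb and pMek screens and 1 and 2 for their top fractions. These splits are too few for a share under 0.05.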

How the results depend on the processing

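The alternatives chosen after the data were seen are sums per gene, sgRNAs with 1 perfect genomic site, scaling to the library total, pseudocounts of 0.5 and 5, and the rank-sum test. Of the values of named genes, 1688 kept direction and side of the threshold under the other alternatives, 64 lost their call, 4 gained one and 0 reversed; with 1 library left out, 825 kept both, 194 lost the call and 3 gained one. Under an alternative chosen after the data were seen, H2al1m reversed with 1-site sgRNAs in the SRE-Elk comparison with the plasmid library (0.0787). The cause was not tested.

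With sums per gene, 81 genes were called in the SRE-Elk, 57 in the Nanog and 28 in the pMek screen, 142 and 58 from the plasmid library to day 7 (SRE-Elk, Nanog), 41 and 17 in Nanog-high and pMek-high cells, and 45, 36 and 68 between bottom and top (Nanog, Esrrb, pMek). With 1-site sgRNAs, 27 and 2 genes were called from the plasmid library to day 7 (SRE-Elk, Nanog) and 10 in pMek-high cells. Scaled to the NTCs, 2 genes were called from the plasmid library to day 7 in the Nanog screen and 6 in pMek-high cells. In pMek-high cells, 10 genes were called with a MAGeCK-style test, 10 with the replicate number as a block (which pairs the samples), 5 with the library total and 5 with all libraries in one fit. The block gave 44, 19, 21 and 13 genes in the SRE-Elk, Nanog, Esrrb and pMek screens. Without a log, the lowest correlations were 0.902, 0.604 and 0.847 (SRE-Elk, Nanog, pMek), and by Spearman 0.892 in the pMek screen. The 95th to 5th percentile ratios were 5.96 and 2.76. Of the 17 gene list shifts in the 4 screens and the 2 comparisons with the plasmid library, 5 passed with an estimated correlation, and 0 in the other comparisons. The rank-sum test left the NTC shift of the pMek screen at -0.108 and passed. With 1 library left out, 12 to 17 genes were called in the Esrrb screen (12 without bottom replicate 3), 33 to 47 in the SRE-Elk, 12 to 16 in the Nanog and 8 to 13 in the pMek screen, and 2 to 8 in pMek-high cells (2 without unsorted replicate 2, 8 without unsorted replicate 1). The NTC shift then ranged from 0.0170 to 0.114 in the Nanog, from -0.0141 to 0.0381 in the Esrrb and from -0.191 to -0.0946 in the pMek screen, and with the mean over sgRNAs it was 0.178, 0.126 and -0.173, none of them passing.

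DESeq2's test, edgeR's test on gene sums and the size factors of DESeq2 were not run on the screens. Their tables hold normalized counts, and although these are whole multiples of 1 step, the libraries have too few low counts for the check of recovered reads that was set for using count tests. Leaving out sgRNAs listed under more than 1 gene removes none, and leaving out 1 unsorted library of the Nanog screen leaves no spread for its comparison with the plasmid library. Simulated changes of 0.5 were not recovered in the Esrrb screen and in the comparison of the Nanog screen with the plasmid library.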

Differences from the paper's values

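Chosen after seeing the values was the mean of sgRNA folds. For X-linked genes depleted in the secondary screens, the paper's highest number is 2 and the number here is 6 at the same threshold, and none of 8 alternatives set before the data were examined closes this difference. Leaving out a library is not among the 8. The Esrrb screen has 2 such genes without its bottom replicate 2 or 3, and the Nanog screen has 4, or 0 without its bottom replicate 1 or unsorted replicate 1.

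In the Nanog screen, the paper's fold change of Nanog is 3.1 and the value here 1.98; of 12 alternatives set before the data were examined, the mean over sgRNAs and leaving out bottom replicate 1 or unsorted replicate 2 close the difference and the others do not. For Frs2 the paper's value is 0.173 and the value here 0.0970; of 13 alternatives a MAGeCK-style sgRNA test, the mean over sgRNAs and leaving out bottom replicate 2 close it. In the Esrrb screen the paper's value for Frs2 is 0.313 and the value here 0.103; of 15 alternatives only the mean over sgRNAs closes it.

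Fold changes from the plasmid library to day 7 of the SRE-Elk screen differ for 11 genes, each with 10 alternatives set before the data were examined. The mean over sgRNAs alone closes the difference for Gm10058 0.215 by the paper and 0.133 here, Gm2913 0.272 by the paper and 0.141 here, mmu-mir-680-2 0.172 by the paper and 0.105 here, Phb2 0.400 by the paper and 0.242 here, Rpl36a 0.409 by the paper and 0.232 here and Rps4x 0.214 by the paper and 0.130 here. None closes it for Gm10921 0.399 by the paper and 0.239 here, Gm21637 0.345 by the paper and 0.134 here and Hcfc1 0.487 by the paper and 0.196 here. For Las1l 0.341 by the paper and 0.210 here, the MAGeCK-style sgRNA test, the mean over sgRNAs and leaving out any 1 unsorted replicate close it, and for mmu-mir-1970 0.367 by the paper and 0.198 here, leaving out unsorted replicate 2. From the plasmid library to day 7 of the Nanog screen, Nanog has 0.181 by the paper and 0.0711 here, and none of 7 alternatives closes it. The mean of sgRNA folds, chosen after seeing the values, gives 3.01 for Nanog and 0.173 for Frs2 in the Nanog screen, 0.312 for Frs2 in the Esrrb screen, 0.398, 0.340 and 0.478 for Gm10921, Gm21637 and Hcfc1, and 0.182 for Nanog from the plasmid library to day 7; it changes the effect only, so 0 of the paper's called genes are dropped by it.

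The correlations of log2 normalized counts between SRE-Elk libraries have a lowest value of 0.880 and a highest of 0.915 here, and about 0.9 and about 0.94 in the paper's Fig. S1D, read by eye. Normalized counts without a log, set before the data were examined, close both differences (0.902 and 0.936), and Spearman's correlation does not.

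Calls differ for some genes. In the SRE-Elk screen 34 of the paper's 36 called genes are called here, with 46 called in all. The paper calls Haus7 and Rpl10 depleted, which are not called here; Haus7 (chosen after its values were seen) passes with a MAGeCK-style sgRNA test, with sums per gene and without unsorted replicate 3, and Rpl10 under no setting run. In the Nanog screen all 16 of the paper's genes are among 18 here, and in the Esrrb screen all 14 among 20, where Esrrb itself passes here and not in the paper. In the pMek screen 10 of the paper's 11 are among 12 here, and Stag2 passes with a MAGeCK-style test, the replicate block, the library total, sums per gene, 1-site sgRNAs and without bottom replicate 1, bottom replicate 3 or unsorted replicate 2. From the plasmid library to day 7 of the SRE-Elk screen 41 of the paper's 45 are among 49 here. Among the others, Frs2 passes with sums per gene and without unsorted replicate 1 and Olfr1321 with sums per gene, while Gm10922 was not tested. For the Nanog screen 4 of the paper's 6 are called, Nanog passes with sums per gene, and Phb2 with a MAGeCK-style test and sums per gene. Where it turns to X-linked genes, the paper names Dusp9 as the only gene that affects all 4 phenotypes. Of the X-linked genes here, Fthl17e is enriched in all 4 screens as well, but its call in the Esrrb screen is lost when any 1 of the 6 libraries is left out, and its sgRNAs have 2 to 8 perfect genomic sites. Klhl13 is enriched in all but the pMek screen, where it passes with the replicate number as a block (adjusted p = 0.0471).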

Other observations

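Chosen after the data were seen was the comparison of both fractions of a screen. In Nanog-high cells Frs2 had a log2 fold change of 2.10 ± 0.58 (SD, n = 2), Ptpn2 1.56 ± 0.05, Grb2 1.49 ± 0.52 and Ptpn11 1.44 ± 0.48 (limma adjusted p = 0.00156, 0.000650, 0.0142 and 0.0207). Tfcp2l1 had -2.92 ± 0.28, Dusp9 -2.11 ± 0.09, Klhl13 -1.81 ± 0.17, Csk -1.60 ± 0.28 and Esrrb -1.11 ± 0.10 (limma adjusted p = 0.00364, 0.00884, 0.00394, 0.00364 and 0.0162). Of 5 cascade genes 4 were enriched in Nanog-high cells (5 when adjusted over the list alone; camera adjusted p = 4.02e-05, adjusted p = 0.507 with an estimated correlation), and of 10 pluripotency factors 1 was enriched and 2 were depleted (1 and 4 when adjusted over the list alone; camera adjusted p = 0.0197, adjusted p = 0.502 with an estimated correlation).

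In Esrrb-high cells Flcn had 2.02 ± 0.20 (SD, n = 3), Grb2 1.78 ± 0.74, Frs2 1.61 ± 0.39, Ptpn11 1.53 ± 0.14 and the ubiquitin ligase Huwe1 1.35 ± 0.19 (limma adjusted p = 0.000258, 0.0155, 0.0199, 0.0101 and 0.00813). Klhl13 had -1.62 ± 0.10 and Esrrb -1.51 ± 0.53 (limma adjusted p = 0.000387 and 0.00123). Of 5 cascade genes 4 were enriched (4 when adjusted over the list alone; camera adjusted p = 4.87e-05, adjusted p = 0.115 with an estimated correlation). In pMek-high cells 1 of 5 cascade genes was enriched (1 enriched and 3 depleted when adjusted over the list alone; camera adjusted p = 0.512), and Dusp9 was depleted (-1.11 ± 0.15, limma adjusted p = 0.000260).

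Between the low and the high fraction of a screen, 11 genes were called in opposite directions in the Nanog screen, 15 in the Esrrb screen and 2 in the pMek screen, against 1.25, 1.33 and 0.115 for independent calls. The pMek count comes from fits without the replicate number as a block, where only 3 genes were called in pMek-high cells. More were called there with the block, and opposite calls were not counted for it. Across genes, the log2 fold changes of both fractions correlated with r = -0.534, -0.842 and -0.797. The shared unsorted libraries alone gave 0.392, 0.393 and 0.390 in 100 simulated draws. Deviations shared by libraries of the same replicate number, seen in the Esrrb and pMek screens, are not part of these simulated values. Genes are not independent replicates.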
